# How data analysis affects power, reproducibility and biological insight of RNA-seq studies in complex datasets

**DOI:** 10.1093/nar/gkv736

**Published:** 2015-07-21

**Authors:** Lucia Peixoto, Davide Risso, Shane G. Poplawski, Mathieu E. Wimmer, Terence P. Speed, Marcelo A. Wood, Ted Abel

## Abstract

The sequencing of the full transcriptome (RNA-seq) has become the preferred choice for the measurement of genome-wide gene expression. Despite its widespread use, challenges remain in RNA-seq data analysis. One often-overlooked aspect is normalization. Despite the fact that a variety of factors or ‘batch effects’ can contribute unwanted variation to the data, commonly used RNA-seq normalization methods only correct for sequencing depth. The study of gene expression is particularly problematic when it is influenced simultaneously by a variety of biological factors in addition to the one of interest. Using examples from experimental neuroscience, we show that batch effects can dominate the signal of interest; and that the choice of normalization method affects the power and reproducibility of the results. While commonly used global normalization methods are not able to adequately normalize the data, more recently developed RNA-seq normalization can. We focus on one particular method, RUVSeq and show that it is able to increase power and biological insight of the results. Finally, we provide a tutorial outlining the implementation of RUVSeq normalization that is applicable to a broad range of studies as well as meta-analysis of publicly available data.

## INTRODUCTION

The sequencing of the full transcriptome (RNA-seq) has become the preferred choice for the measurement of genome-wide gene expression. Despite its widespread use, several challenges remain in RNA-seq data analysis. One often overlooked aspect is normalization, which is the transformation of values that allows comparisons between samples in a way that eliminates the effects of sources of variability that are not of interest. We refer to those effects as ‘unwanted variation’. A variety of technical and biological factors, collectively known as ‘batch effects’, contribute unwanted variation to genome-wide gene expression data. These factors include differences in amount of RNA, library preparation, equipment, operators, and procedures for sample extraction, preservation, or storage. Proper normalization, or removal of these factors, has been shown to critically impact the analysis of high-throughput data (1–3). In spite of this, commonly used methods for RNA-seq normalization, such as upper quartile scaling (UQ)(2), trimmed mean of M values (TMM)(4) and FPKM (5), account only for global differences in sequencing depth between libraries (6).

The use of RNA-seq to study gene expression is particularly problematic when it is influenced simultaneously by a variety of biological factors in addition to the one of interest, such as: genetic background, time of day, differences in responsiveness between individuals and cell-type heterogeneity. Proper experimental design is highly beneficial but may not be enough when factors contributing unwanted variation are unknown. In this study we look at recently published studies applying RNA-seq technology in the context of experimental neuroscience. This type of study represents a good middle ground to study the effect of unwanted variables in RNA-seq experiments. Unlike other experimental systems, many unwanted variables cannot be controlled when studying gene expression in the brain *in vivo*, because their influence is usually unknown. Nonetheless experimental neuroscience studies will be less influenced by unwanted variables than non-experimental systems, such as studies in human samples.

Our results show that batch effects are prevalent. We demonstrate that commonly used global normalization methods are inadequate. Normalization methods that can account for batch effects have been recently developed. Focusing on one particular method, RUV (6), we show that it can remove unwanted variation and lead to a more accurate and reproducible picture of gene expression changes. Finally, we provide tutorials on RUV normalization that allows the reader to reproduce the figures of this article and are applicable to a broad range of studies.

## MATERIALS AND METHODS

Publicly available data were downloaded from GEO (see Supplementary Table S1 for details). Data generated in this article are available through GEO (GSE63412).

### Subjects

C57BL/6J adult male mice (2 months of age) were obtained from Jackson Laboratories and housed individually for a week on a 12 h/12 h light/dark schedule with lights on at 7 a.m. (Zeitgeber time (ZT) 0). Food and water were available *ad libitum* throughout the experiment. Each animal was handled daily for 3 days prior to contextual fear conditioning (FC). Handling consisted of manipulation of the animals for 1–2 min per mouse in the same room as the experimental setting without exposure to the context. The conditioning protocol entailed a single 2-s, 1.5-mA foot shock, terminating at 2.5 min after placement of the mouse in the chamber, starting at 10 a.m. (ZT3) daily. Hippocampal dissections were performed immediately following the behavioral treatment, and alternated between FC and control animals. Tissue was collected at 30 min after FC (FC) as well as 30 min after testing for retrieval of the memory (RT). Testing was performed at 24 h after training over a 5-min interval, which is sufficient to induce reconsolidation (7,8). The average freezing was 55 ± 10%. Tissue was immersed in RNAlater (Qiagen) and immediately frozen. Animals that were handled but not trained were dissected at the same time of day (CC). The protocol was repeated over the course of 2 weeks to obtain 5 animals (2 hippocampi) per group (FC, RT, CC) each representing an independent FC experiment, so that all animals for each group were dissected at the same time of day on different days. Each sequencing library was prepared from RNA extracted from two pooled hippocampi from one mouse. All experiments were approved by the Institution of Animal Care and Use Committee of the University of Pennsylvania and were carried out in accordance with all National Institutes of Health guidelines.

### RNA sequencing, mapping and filtering

RNA extraction was performed using Qiagen RNAeasy Microarray Tissue kit. All RNA extractions were performed the same day within a week of tissue collection. Induction of positive controls after FC *Arc*, *Fos* and *Dusp1* was confirmed by qPCR. Two microgram of RNA was used for library preparation using the TruSeq RNA Sample Prep Kit (Illumina, San Diego, CA, USA) with Poly A selection according to the manufacturer's instructions. Completed libraries were size-selected (200–400 bp) on an agarose gel to remove any high basepair fragments, quantified by qPCR (KAPA Biosystems, Boston, MA, USA), and submitted to the Penn Genome Frontiers Institute (PGFI) sequencing core at UPENN for sequencing. Three libraries were multiplexed per lane (one biological replicate of each three conditions) and sequenced on an Illumina HiSeq 2000 using Type 3 chemistry, resulting in an average of 64 million 100 bp pair-end reads per sample. Data are publicly available through GEO (GSE63412). Sequencing data from RNA obtained from hippocampus of six animals sacrificed 30 minutes following object-location memory (OLM) and their corresponding controls (HC) were generated in the Wood lab at the University of California Irvine and are publicly available through GEO (GSE44229) (9). Reads were mapped to the mouse genome (mm9) using GMAP/GSNAP(10). Only unique and concordant mapped reads were subsequently used for feature quantification. Ensembl (release 65) gene counts were obtained using HTSeq 0.6.1 (11). Only genes with at least 10 reads in at least 5 samples were considered for further analysis (Supplementary Table S2).

### Statistical analysis

All analyses were performed using open source software freely available through the R/Bioconductor project (12). RLE and PCA Plots for exploratory analysis as well as upper-quantile normalization (UQ) were performed using EDASeq (v. 2.0.0) (13). RUV normalization was performed using RUVSeq (v. 1.0.0) (6) after the data was normalized by UQ using EDASeq. Differential expression analysis was performed using EdgeR (v. 3.8.2) (14). 625 negative controls for normalization were obtained as genes with an uncorrected *P*-value >0.8 in all pairwise comparisons between RT, FC and CC in microarray data available through GEO (GSE50423) (15). The R code to reproduce all the main figures and tables of the article is available as tutorials in the supplementary material and downloadable form GitHub (github.com/drisso/peixoto2015_tutorial).

### Functional annotation analysis

Enrichment of functional annotation on differentially expressed gene sets was assessed using the Database for Visualization and Integrative Discovery (DAVID) (16). Functional annotation was limited to KEGG pathways. Enrichment for each term was defined relative to all mouse genes with at least 10 reads in at least five samples, and was defined as an EASE score <0.1 with at least three genes per term per dataset.

## RESULTS

### Global scaling normalization methods do not correct for unwanted variation in the data

To assess whether unwanted variation is a problem within RNA-seq studies in experimental neuroscience, we re-analyzed studies of the mouse hippocampus *in vivo*, available in GEO (http://www.ncbi.nlm.nih.gov/geo/). We required that the studies met minimal quality criteria: have an associated PMID, were sequenced with Illumina HiSeq technology at a depth of at least 10 million reads per sample, include at least six samples with a minimum of 2 biological replicates per condition and include gene-level read summaries. A summary of the studies can be found in Supplementary Table S1. We also included our own previously published study following object location memory (OLM, GSE44229). All studies used established methodology for RNA-seq data analysis and normalization methods that only correct for sequencing depth, which is standard practice. The studies cover a variety of experimental manipulations used in neuroscience research, such as comparison between knock-out versus wild-type animals, injection of shRNAs to inhibit the expression of a gene, age, induction of neurodegeneration, and learning and memory paradigms.

The general assumption of most studies is that the experimental manipulation of interest is the main source of variation in the data. The main problem when studying the brain is that a lot of variables cannot be controlled, so this assumption may not hold true. One way to visualize the sources of variation in the data is to use principal component analysis (PCA). The use of PCA for data exploration and quality control is an established practice in genome-wide expression studies. PCA is a statistical procedure that looks for a small set of linear combinations of the original variables to summarize the data losing as little information as possible (17). These linear combinations are called principal components (PCs): the first PC is the weighted average of the gene expression measures that gives the highest variance across all samples. Each succeeding component in turn has the highest variance possible under the constraint that it is uncorrelated with the preceding components. The clustering of samples by treatment in the space of the first two principal components is a good indicator of the quality of the data. Since the samples differ only in the treatment of interest, provided that appropriate normalization has been carried out, we expect this to be the main driver of the clustering. If the samples fail to cluster by treatment, the main source of variation is not the treatment of interest and this could lead to false positives or false negatives among the differentially expressed genes. The majority of the publicly available studies that we obtained from GEO do not show proper grouping according to treatment in a PCA plot following standard normalization procedures (Figure 1). With the exception of a big difference in age (Figure 1D) or a potent induction of neurodegeneration (Figure 1F), the effect size of the experimental manipulations was not enough to overcome the unwanted variability.

**Figure 1.**
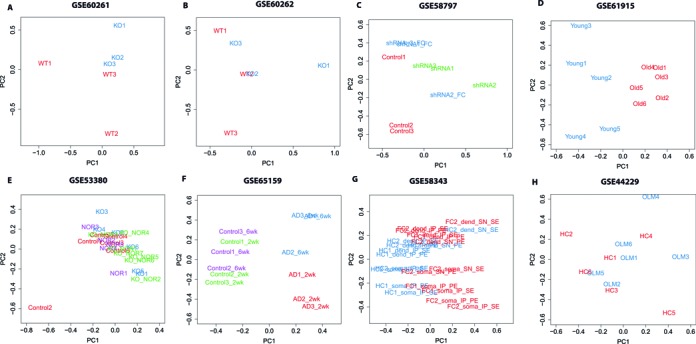
Unwanted variation dominates the signal in RNA-seq studies in experimental neuroscience. PCA plots of gene counts normalized using either upper-quantile (UQ) or FPKM from publicly available datasets from the mouse hippocampus. (**A**) GSE0261, mRNA-Seq of wild-type (in red) versus knock-out mice (in blue). A severe batch effect is observed in the WT samples (40). (**B**) GSE0262, small RNA-Seq of wild-type (in red) versus knock-out mice (in blue). A severe batch effect is observed in the WT and KO samples (40). (**C**) GSE58797, mRNA-seq of mice injected with shRNA to knock down expression of a gene (green), scrambled shRNA (red, controls) and injected with shRNA to knock down expression of a gene and submitted to contextual fear conditioning (FC, blue). A batch effect can be observed in the controls, and there's no separation between FC and naïve injected animals (41). (**D**) GSE61915, mRNA-seq of young (3 weeks, blue) versus old (24 weeks, red) animals. Proper grouping of treatment samples is observed (42). (**E**) GSE53380, mRNA-seq of wild-type (control, in red), KO animals (in blue), WT animals following novel-object recognition (NOR, purple) and KO animals following NOR (green). One control sample is an outlier, no separation is observed among all other samples (43). (**F**) GSE65159, mRNA-seq of animals 2 weeks (2wk,red) and 6 weeks (6wk, blue) following the induction of p25 expression (mouse model of Alzheimer's disease, AD) an their respective controls (green and purple). As expected no difference is observed in time without induction of neurodegeneration, proper separation of samples by treatment is observed in the AD mouse model (44). (**G**) GSE58343, mRNA-seq of home cage (HC, blue) and fear-conditioned animals (FC, red). Includes pair-end (PE) and single-end (SE) technical replicates, RNA obtained from neuronal dendrites (dend) vs. soma, and RNA following ribosome imuno-precipitation (IP) versus supernatant of the same sample (SN). There is no separation between HC and FC samples, or IP and SN samples (45). (**H**) GSE44229. mRNA-seq of home-cage (HC, red) versus animals obtained following object location memory (OLM, blue). There's no separation between HC and OLM samples (24).

To further investigate how normalization of RNA-seq affects the detection of differential expression in the brain, we focused on long-term memory formation, since learning and memory paradigms are particularly problematic (Figure 1). One of the fundamental questions in neuroscience is how memories are stored and retrieved in the brain. It has long been known that long-term memory formation requires transcription (18,19). There are published findings of genome-wide studies of gene expression following memory acquisition using microarrays (20–22), however only a small number of genes are observed to be consistently regulated across studies. We examined genome-wide changes of gene expression for two commonly used paradigms for hippocampus-dependent long-term memory formation: object location memory (OLM) (9) and contextual fear conditioning (FC)(23). Sequencing data from RNA obtained from hippocampus 30 minutes following object-location memory (OLM) and their corresponding controls (HC) were generated in the Wood lab (24) and are publicly available (GSE44229) (Figure 1H). 

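Hippocampal RNA of 2-month-old male C57BL/6J mice was compared between trained animals and handled, untrained controls. FC mice received 1 foot shock of 1.5 mA for 2 s in a chamber, and tissue was taken 30 min after the session. RT mice were trained in the same way, were tested for retrieval 24 h later for 5 min, and gave tissue 30 min after that test. CC mice were handled without training, and their dissection fell at the clock time of the other groups. Each library of polyA-selected RNA came from 1 mouse, with n = 5 libraries per group, numbered 3, 5, 6, 7 and 8. A lane held 3 libraries, 1 of each group. The article and the deposited description of the series give different numbers of animals and of days, so n below counts libraries. The authors aligned the reads with GSNAP to mm9 and counted them per Ensembl gene with HTSeq. The total per library ranged from 39992029 to 62555543 reads in CC, from 42051401 to 59093377 in FC and from 35731428 to 61275293 in RT. Of the 37310 genes in the file 28657 had at least 1 read, and the 18008 genes with more than 10 reads in more than 5 libraries were tested. No pair of libraries in a group differed by as little as sampling noise would give (chi-square per degree of freedom from 6.91 to 480.89). Counts are given after upper-quartile normalization as mean ± SD, and positions are on mm9. Expression changes are log2 fold changes from a negative binomial model of all 15 libraries in edgeR, with a likelihood ratio test and a threshold of 0.01 on the Benjamini-Hochberg adjusted p (FDR). The SE given with a log2 fold change is its size divided by the square root of the likelihood ratio statistic. The model held the upper-quartile factors alone, called UQ, or these with 5 factors of unwanted variation, called RUVs. The factors were computed anew from the published algorithm and differed by at most 4.93e-07 from those printed in the study's supplementary code once each factor's sign, which is arbitrary, was matched.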

Sequencing data from RNA obtained from hippocampus 30 minutes following contextual fear conditioning (FC), 30 minutes following retrieval of memory (RT) and their corresponding controls (CC) were obtained in the Abel lab and are available through this article (GSE63412) (see ‘Materials and Methods’ for details on data analysis).

Figure 2A shows box plots of relative log expression (RLE) (25) among FC, RT and CC replicates. RLE plots should be centered on 0 and as similar as possible to each other when samples are properly normalized. A commonly used global normalization method such as Upper-Quartile (UQ) centers the means on 0, but is not able to normalize the higher levels of variation present in replicates FC3 and RT3 (Figure 2A). 

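In FC3, several genes lay far from the other FC libraries after UQ. Rbfox1, a neuronal splicing regulator, had 14971 counts in FC3 and 21224 to 22434 in the other 4 FC libraries. Tiparp, an early gene of the poly-ADP-ribose polymerase family, had 621 counts in FC3 against 1032 to 1138. For the relaxin receptor gene Rxfp1 the count was 17 against 128 to 164. Nfkbia, the inhibitor of NF-kB, went the other way, with 1426 counts against 935 to 1058. Transcripts of the mitochondrial genome made up 3.07% of the counts in FC3 and 4.29% to 4.55% in the other FC libraries. Over all 18008 genes, the interquartile range of relative log expression (natural log) was 0.828 in FC3 and 0.436 in RT3. It was at most 0.117 in the other 13 libraries. All values are from single libraries, and each outlying count is 1 of n = 5 in its group.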

Similar results were obtained using TMM, while FPKM is the worst performing normalization method as previously shown (2,3) (Supplementary Figure S1A). 

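With TMM factors in place of UQ factors, Tiparp had a log2 fold change between FC and CC of 0.60 in the model with RUVs factors (edgeR FDR 4.00e-36), and Npas4 had 0.55 (edgeR FDR 0.0412, above the threshold). Without factors of unwanted variation, 37 genes differed between FC and CC and 17 between RT and CC in edgeR after TMM. The interquartile range of relative log expression after TMM was 0.827 in FC3 and 0.433 in RT3. For FPKM, computed from the counts with exonic lengths and put on a log scale after adding 1, the ranges were 0.503 in FC3 and 0.274 in RT3, and the next highest was 0.0762 in FC6. Adding 1 compresses FPKM of weakly expressed genes, so its ranges are on a narrower scale than those of counts.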

The presence of unwanted variation that is not removed using global normalization methods is also evident by the samples failure to cluster by treatment following principal component analysis (PCA). 

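Fos, Egr2 and Arc separated FC and RT from CC in every library, FC3 and RT3 included, while the FC and RT ranges overlapped. After UQ, Fos had 219 to 357 counts in CC, 1148 to 1698 in FC (1299 in FC3) and 977 to 1257 in RT (977 in RT3). Egr2, a zinc-finger transcription factor, had 32 to 95 counts in CC, 277 to 450 in FC (296 in FC3) and 192 to 327 in RT (192 in RT3). For Arc, which encodes a synaptic cytoskeletal protein, the ranges were 3321 to 5081 in CC, 9647 to 14248 in FC and 10142 to 12859 in RT. Over all tested genes, the first principal component after UQ separated FC3 (score 0.854) and RT3 (0.367) from the other 13 libraries, which lay between -0.138 and -0.014. The mean silhouette width of the groups, which is near 1 for tight groups and negative where libraries lie nearer another group, was -0.177 on the first 2 components. Regrouping the libraries at random gave a width as large in a share of 0.558 of the draws (permutation test). Without FC3 and RT3 the width after UQ was 0.062 (permutation p 0.0229). FC and RT libraries of the same number were alike (correlations of 0.352 to 0.91 across genes). Both permutation tests made no allowance for this, so they do not settle whether chance gives such widths. The width was -0.16 for raw counts, -0.175 for TMM and -0.175 for FPKM. The first component took 44.6% of the variance in raw counts, 66.1% after UQ, 66.2% after TMM and 77.1% with FPKM.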

The PCA plots obtained using UQ, TMM and FPKM normalization do not constitute an improvement over raw counts (Figure 2C and Supplementary Figure S1B). Lack of clustering of biological replicates in the PCA plots indicates that unwanted variation dominates the signal. This in turn will lead to false negatives (lack of power) or false positives (inaccurate results) and limit the reproducibility of the differential expression analysis. These results parallel what we observed in publicly available datasets (Figure 1). RNA-seq normalization methods that are able to correct for factors other than sequencing depth are available and include: RUV, a normalization method we have recently published that uses factor analysis to remove systematic artifacts (6,26), PEER (27,28) and SVA (29,30). Figure 2B and D show the results of applying RUV to our FC dataset. RUV is based on the use of negative control genes or samples, that is, genes or samples that are not expected to be influenced by the biological covariates of interest. We obtained 625 negative control genes using microarray data that contained CC, FC and RT samples (GSE50423) (15). We defined a negative control gene as one whose *P*-value of differential expression between CC, FC and RT was >0.8. A full list of negative control genes can be found in Supplementary Table S3. Negative control samples were constructed by computing differences of biological replicates within the same treatment condition as detailed in (6). 

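FC3 and RT3 stood apart in genes of 2 large machineries after UQ. The score of ribosomal protein genes, their mean log2 deviation from the mean of all libraries, was 1.18 in FC3, 0.575 in RT3 and -0.228 to -0.141 in the other FC libraries (FC against CC, exact permutation p 0.865). The 57 genes of cytosolic ribosomal proteins had a median log2 fold change between FC and CC of 0.36 after UQ and 0.01 after RUVs. For the 50 nuclear genes of oxidative phosphorylation the medians were 0.27 and -0.002. After UQ, both lists passed the gene set test of limma (camera, adjusted p 5.51e-08 and 3.19e-05 with a preset correlation between genes), and neither did with the correlation estimated from the data (adjusted p 0.591 for both). After RUVs neither list passed (camera, adjusted p 0.112 and 0.992). After RUVs the interquartile range of relative log expression was 0.0376 in FC3, 0.0671 in RT3 and at most 0.0751, in CC7. CC8 had the lowest, 0.0346. The first 2 principal components took 19.4% and 12.9% of the variance, and the mean silhouette width of the 3 groups was 0.52 on them. The factors were fitted with the group labels. Of 100 groupings of the same libraries into 5, 5 and 5, treated the same way, 10 gave a width as large, the highest being 0.708. Among the 16 of these that parted all like-numbered FC and RT libraries, as the real grouping does, the real width was the highest, and the next was 0.36. Without RT3 the width was 0.302.

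**Figure D1:**
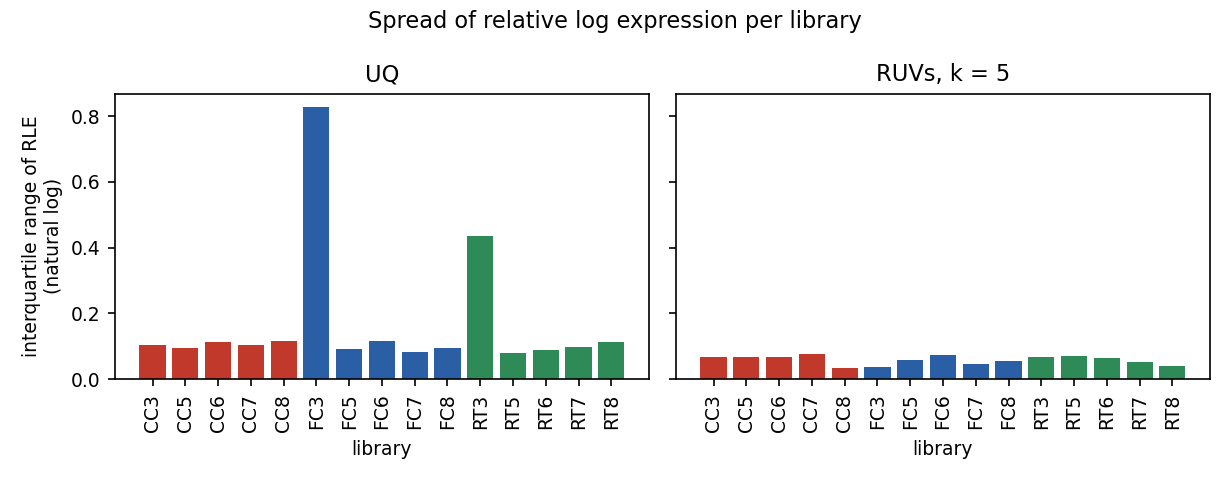
Interquartile range of relative log expression for each of the 15 libraries after UQ and after RUVs with 5 factors. After UQ, FC3 and RT3 stand above the other 13 libraries, and after RUVs all libraries lie at or below 0.0751.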

RUV normalization using negative control genes and samples (RUVs), modeling *k* = 5 factors of unwanted variation, restores the expected distribution to the RLE and PCA plots (Figure 2B and D).

**Figure 2.**
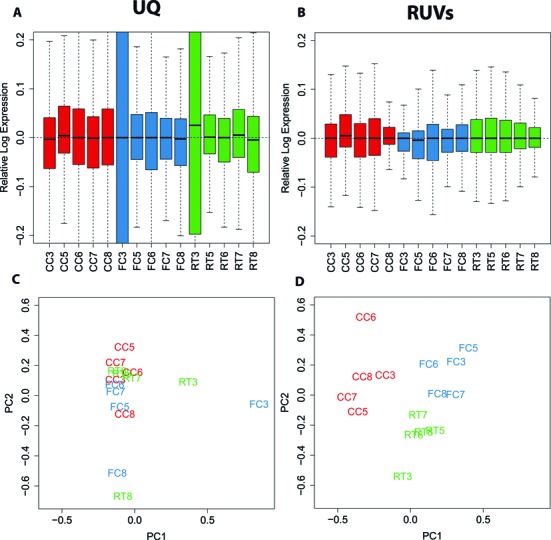
RUV normalization corrects for unwanted variation in FC data. In red control samples matched for time of day (CC), in blue samples obtained 30 min after memory acquisition (FC), in green samples obtained 30 min after memory retrieval (RT). (**A**) Relative log expression (RLE) plot of all samples following traditional upper-quartile normalization (UQ). (**B**) RLE plots following normalization with RUV using negative controls and samples (RUVs). (**C**) Scatterplot of first two principal components (log-scaled, centered counts) following UQ normalization. The first two PCs explained 66% and 6% of the variance, respectively. (**D**) Scatterplot of first two principal components following RUVs normalization. The first two PCs explained 19.9% and 13.1% of the variance, respectively. Samples do not cluster according to treatment following UQ normalization but do so after applying RUVs. UQ normalization and RLE and PCA plots were performed using the R/Bioconductor package EDASeq (v. 2.0.0). RUVs normalization was performed using the R/Bioconductor package RUVSeq (v. 1.0.0).

The ability of RUVs to restore the expected distribution to RLE and PCA plots is also seen in the OLM data (Supplementary Figures S2 and S3). We also evaluated the ability of SVA and PEER to remove unwanted variation from the FC data (Supplementary Figure S4). Both methods constitute an improvement over global normalization methods, but only SVA is effective. PEER needs the specification of the number of factors of unwanted variation; both *k* = 5 and *k* = 1 lead to unsatisfactory results. 

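With 1 surrogate variable from svaseq, the form of SVA for counts, Tiparp rose by 0.59 on the log2 scale between CC and FC (edgeR FDR 9.58e-20) and the stress kinase gene Sgk1 by 0.31 (edgeR FDR 0.00126). Ddit4, an inhibitor of mTOR signalling, rose by 0.38 (edgeR FDR 0.00961). The sterol demethylase gene Cyp51 had a log2 fold change of 0.17 and did not pass (edgeR FDR 0.0278). Npas4, an activity-dependent transcription factor, did not pass either (log2 fold change 0.49, edgeR FDR 0.355). In all, 123 genes differed between FC and CC and 92 between RT and CC in edgeR. The first 2 components took 17.8% and 11.5% of the variance, the mean silhouette width was -0.137, and the highest interquartile range of relative log expression was 0.124, in RT3. No negative control genes entered this fit.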

When SVA is run on default mode, it infers only one factor of unwanted variation (*k* = 1) and is not sufficient to normalize the samples (both in supervised and unsupervised mode). When manually including 5 surrogate variables in the SVA model, the results are similar to those observed for RUV. Thus, the choice of *k* is a key factor in achieving proper normalization, whether RUV or SVA are used.

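With 5 surrogate variables, Cyp51 passed between FC and CC (edgeR FDR 2.72e-06). Nfkbia rose by 0.27 on the log2 scale (edgeR FDR 2.18e-05) and Egr1 by 0.62 (edgeR FDR 6.05e-04), while Npas4 did not pass (0.66, edgeR FDR 0.099). The counts were 206 genes between FC and CC, 177 between RT and CC, and 25 between FC and RT. The first 2 components took 19.3% and 13.0% of the variance, with a mean silhouette width of 0.24 and a highest interquartile range of relative log expression of 0.0774, in FC6.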

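Across RUVs fits with other numbers of factors, Npas4 showed where a gene near the threshold lay. Its log2 fold change between FC and CC was 0.48 with k = 1 (edgeR FDR 0.341), 0.51 with k = 3 (edgeR FDR 0.145) and 0.46 with k = 10, where it passed (edgeR FDR 1.70e-05). Sgk1 passed at each of these numbers, with edgeR FDR 0.002 at k = 1, 2.14e-04 at k = 3 and 7.12e-12 at k = 10. Cyp51 passed at k = 3 (edgeR FDR 0.00236) but not at k = 1 (edgeR FDR 0.0238). The number of genes that differed between FC and CC was 122 with k = 1, 176 with k = 3 and 460 with k = 10. Between RT and CC it was 85, 123 and 238. The mean silhouette width was -0.045, 0.151 and 0.885 in the same order. With k = 10 only 2 residual degrees of freedom remain, and the labels of the groups enter the estimate of the factors.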

### RUVs normalization is robust to the choice of negative controls

An important issue regarding the applicability of RUV normalization to a wide variety of datasets is how well the method performs when negative controls are not available. Results of RUV normalization of FC data are similar when using only negative control genes (RUVg, Supplementary Figure S5) or when using negative control samples and considering all genes as negative controls (RUVall, Supplementary Figure S6). 

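Under RUVg with 5 factors, Sgk1 had a log2 fold change between FC and CC of 0.35 (edgeR FDR 8.82e-09), Cyp51 had 0.16 (edgeR FDR 6.60e-05) and Npas4 did not pass (edgeR FDR 0.0593). Under RUVall, Egr1 rose by 0.61 (edgeR FDR 6.73e-05), Cyp51 by 0.20 (edgeR FDR 9.69e-07) and Npas4 did not pass (edgeR FDR 0.0692). RUVg gave 296 genes between FC and CC, 149 between RT and CC and 2 between FC and RT, and RUVall gave 309, 212 and 39. The mean silhouette width was 0.172 under RUVg and 0.522 under RUVall. The highest interquartile range of relative log expression was 0.0856, in RT6, under RUVg and 0.0702, in FC6, under RUVall.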

We have previously demonstrated that in fact RUV (and RUVs in particular) is quite robust to the choice of negative control genes (6). Without knowing what genes will be appropriate negative controls for the publicly available datasets in Figure 1, we can implement RUVs assuming all genes as negative controls (Figure 3). The degree to which this strategy is effective depends on the effect size of the treatment, or in other words in the proportion of the total genes that is in fact differentially expressed, as well as the number of biological replicates. Figure 3 shows that normalization is greatly improved using this strategy. If using all genes as negative controls, proper randomization of samples is essential for RUVs to be effective. RUVs will only be able to remove the unwanted variation observed within replicate samples, and it will not be effective when there is perfect confounding between the biological effect of interest and batch effects (e.g. if all the knock-out samples are prepared in a different day or by a different technician than the wild-type samples). The use of negative control genes that have been obtained empirically from an independent dataset in conjunction with the biological replicates is preferable and gives better results than using only the replicate samples. Negative control genes can be obtained from publicly available datasets of similar experimental conditions, by using either *P*-values (as we did in this article) or entropy (31).

**Figure 3.**
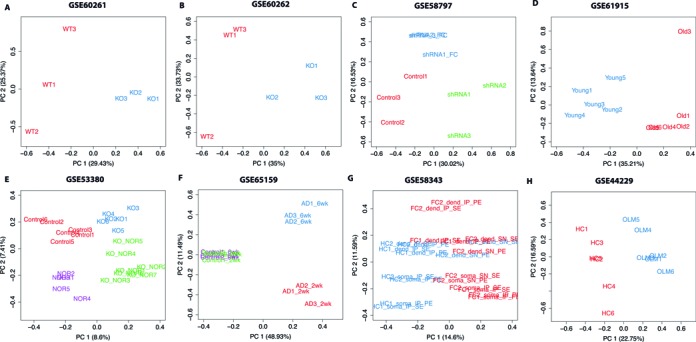
RUV normalization corrects for unwanted variation in GEO datasets. PCA plots of RUVs normalized gene counts (using all genes as negative controls) from publicly available datasets from the mouse hippocampus. (**A**) GSE0261, mRNA-Seq of wild-type (in red) versus knock-out mice (in blue). Batch effect no longer evident (40). (**B**) GSE0262, small RNA-Seq of wild-type (in red) versus knock-out mice (in blue). Batch effect no longer evident (40). (**C**) GSE58797, mRNA-seq of mice injected with shRNA to knock down expression of a gene (green), scrambled shRNA (red, controls) and injected with shRNA to knock down expression of a gene and submitted to contextual fear conditioning (FC, blue). Batch effect no longer evident (41). (**D**) GSE61915, mRNA-seq of young (3 weeks, blue) versus old (24 weeks, red) animals. Proper grouping of treatment samples is mantained (42). (**E**) GSE53380, mRNA-seq of wild-type (control, in red), KO animals (in blue), WT animals following novel-object recognition (NOR, purple) and KO animals following NOR (green). Proper grouping of experimental conditions is improved (43). (**F**) GSE65159, mRNA-seq of animals 2 weeks (2wk,red) and 6 weeks (6wk, blue) following the induction of p25 expression (mouse model of Alzheimer's disease, AD) an their respective controls (green and purple). As expected no difference is observed in time without induction of neurodegeneration, proper separation of samples by treatment is improved (44). (**G**) GSE58343, mRNA-seq of home cage (HC, blue) and fear-conditioned animals (FC, red). Includes pair-end (PE) and single-end (SE) technical replicates, RNA obtained from neuronal dendrites (dend) versus soma, and RNA following ribosome imuno-precipitation (IP) versus supernatant of the same sample (SN). Separation separation between HC and FC samples, as well as IP and SN samples is improved (45). (**H**) GSE44229. mRNA-seq of home-cage (HC, red) versus animals obtained following object location memory (OLM, blue). Batch effect no longer present (24).

### Removal of unwanted variation leads to quantitative and qualitative improvements on differential expression analysis

To evaluate the impact of normalization methods on differential expression (DE), we analyzed UQ and RUVs normalized data using edgeR (14,32). Figure 4A and B shows the unadjusted *P*-value histograms of DE between CC and FC samples following UQ and RUVs normalization. A satisfactory *P*-value histogram should contain a sharp peak at zero representing genes with strong DE and a ‘floor’ of values that is approximately uniform in the interval [0, 1], corresponding to genes that are not DE. Lack of uniformity in the p-value distribution, such as the one observed after UQ, suggests the presence of confounding variables not accounted for in the model. 

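After UQ, the genes with the smallest FDR between FC and CC were early genes. Fos had a log2 fold change of 2.33 (SE 0.17, edgeR FDR 4.17e-40), Egr2 of 2.54 (SE 0.24, edgeR FDR 7.49e-22) and Arc of 1.47 (SE 0.15, edgeR FDR 3.60e-18). Cyr61, a secreted matrix protein gene that serum induces, followed with 1.08 (SE 0.15, edgeR FDR 1.27e-09). Over the whole set, 553 of 18008 genes (3.1%) had an unadjusted p under 0.05, where a uniform distribution has 5%, and 50.4% had a p above 0.5. Among the 625 negative control genes, 12 had an unadjusted p under 0.05 and none passed the FDR threshold in edgeR; the quasi-likelihood test and DESeq2 called none either, with 8 and 9 at that p. The fitted dispersion gave a biological coefficient of variation of 0.203 with 12 residual degrees of freedom.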

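Several small changes had a lower FDR once the factors were in the model. Cyp51, of cholesterol synthesis, was among them, with a log2 fold change of 0.18 (SE 0.03, edgeR FDR 2.02e-06). Of 23 genes of this pathway 3 were higher and none was lower in FC, and 4 were higher when adjusted over the list alone; camera put the list up with its preset correlation (adjusted p 6.00e-04) and not with an estimated one (adjusted p 0.419). In edgeR after RUVs, 2976 genes (16.5%) had an unadjusted p under 0.05 and 38.5% had one above 0.5. The negative control genes, fixed on separate microarrays, had a median unadjusted p of 0.502 after UQ and 0.414 after RUVs, and after RUVs 74 of the 625 had an unadjusted p under 0.05 and 5 passed the threshold. Their median absolute log2 fold change was 0.115 after UQ and 0.046 after RUVs. The RUVs factors were computed from these same genes, so a smaller fold change in them is partly built in and is no outside check. After RUVs the quasi-likelihood test had 71 of them at an unadjusted p under 0.05 and called 1. DESeq2 had 44 and called 2. The biological coefficient of variation after RUVs was 0.0451 with 7 residual degrees of freedom.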

RUVs restores uniformity to the p-value distribution and increases the number of genes identified as DE (the height of the peak at zero). Figure 4C and D depicts volcano plots of p-value versus expression fold-change between CC and FC samples following UQ and RUV normalization. 

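Early genes and choroid plexus genes were among the largest rises after fear conditioning. Of 28 immediate early transcription factors, 14 were higher and none lower in FC than in CC after RUVs (15 higher when adjusted over the list alone). Fos (chromosome 12, 86814840 to 86818223) rose from 265 ± 53.4 to 1338 ± 212 counts (n = 5 libraries each; log2 fold change 2.36, SE 0.12, edgeR FDR 6.19e-79), and every FC library lay above every CC library. Egr2 rose from 56.2 ± 24.1 to 329 ± 72.3 (log2 fold change 2.67, SE 0.17, edgeR FDR 5.86e-49), and Arc from 4309 ± 710 to 11932 ± 1681 (1.48, SE 0.12, edgeR FDR 6.46e-32). Of 30 genes that activity induces outside that family, 9 were higher and 1, Pim1, was lower (log2 fold change -0.47, edgeR FDR 0.00292); adjusted over the list alone, 11 were higher and 1 lower. Of 32 choroid plexus genes, 27 were higher and none lower (28 higher when adjusted over the list alone), with a median log2 fold change of 1.26. The transthyretin gene Ttr had 934 ± 256.2 counts in CC and 15934 ± 18384 in FC, an SD larger than the mean (log2 fold change 3.50, SE 0.38, edgeR FDR 4.51e-17), and Kcnj13 and Clic6 rose by 2.45 and 1.96. The choroid plexus score, the mean log2 deviation of these genes from the mean of all libraries, ran from -0.167 to 2.03 in FC and from -0.723 to -0.5 in CC; FC5 had the highest and FC8 the next, 1.02. Without FC5, 15 of the 32 genes were higher, and without FC5 and FC8, 5. Among 30 endothelial and pericyte genes 3 were lower and none higher (5 lower adjusted over the list alone). Sox18, a vascular transcription factor, fell from 607 ± 17.6 to 378 ± 41.8 counts (log2 fold change -0.74, SE 0.07, edgeR FDR 3.24e-23), and Edn1, the endothelin gene, had a log2 fold change of -0.67 (edgeR FDR 1.13e-05). Camera put the immediate early list up with a preset correlation (adjusted p 1.04e-49) and with an estimated one (adjusted p 0.00337), and likewise the choroid plexus list (adjusted p 2.99e-65 and 0.0191). For the endothelial list the estimate ended the call (adjusted p 1.20e-06 and 0.107). The immediate early and choroid plexus lists, and the endothelial one in part, were written with FC vs CC values of these libraries seen. Camera is therefore no independent test of them. The quasi-likelihood test of edgeR called 98 genes after RUVs, among them 14 of the 32 choroid plexus genes and 9 of the 28 immediate early ones, and DESeq2 called 164. After UQ, 14 of the choroid plexus genes were higher, and camera with an estimated correlation did not put that list past the threshold (adjusted p 0.0954). Leaving out CC8 gave 624 genes after RUVs (300 higher, 324 lower) and leaving out FC5 gave 241 (147 higher, 94 lower). Leaving out FC3 gave 294 (214 higher, 80 lower). The quasi-likelihood calls were 82 higher and 16 lower. The number of lower genes, 166 in the main fit, was thus not stable.

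**Figure D2:**
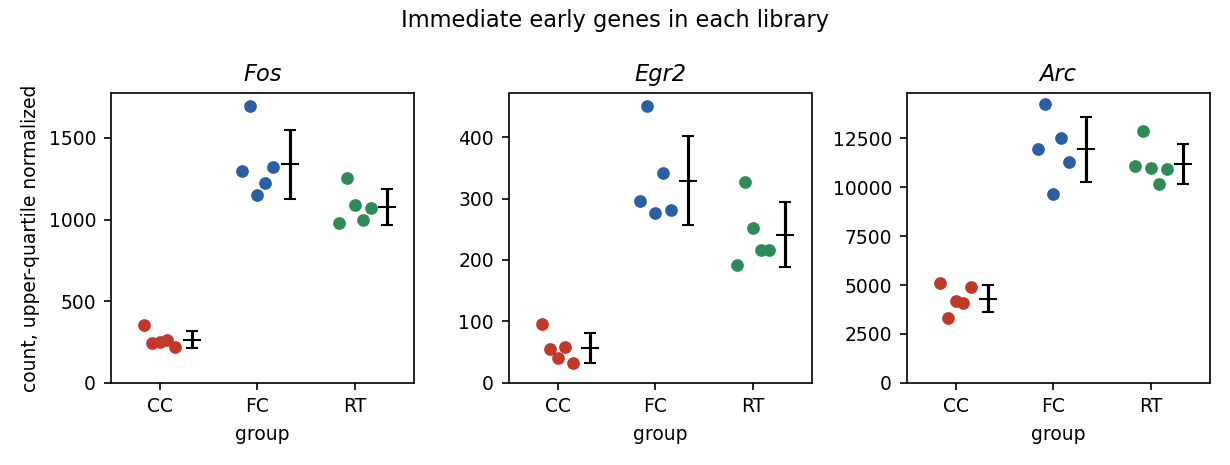
Upper-quartile normalized counts of Fos, Egr2 and Arc in each of the 15 libraries, as points, with the mean and SD of each group (n = 5). For all 3 genes, every FC and every RT library lies above every CC library.

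**Figure D3:**
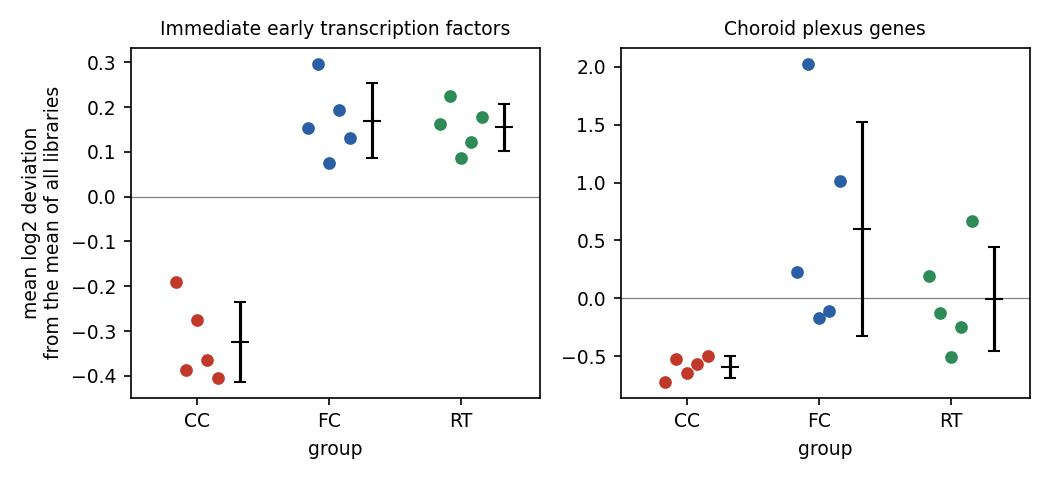
Mean log2 deviation from the mean of all 15 libraries for the immediate early transcription factors and the choroid plexus genes, as points per library with the mean and SD of each group (n = 5). The choroid plexus score reaches 2.03 in FC5 and 1.02 in FC8, and lies between -0.723 and -0.5 in CC.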

UQ leads to the discovery of 34 DE genes (32 up, 2 down), while RUV increases the detection power, detecting 403 DE genes (237 up, 166 down).

**Figure 4.**
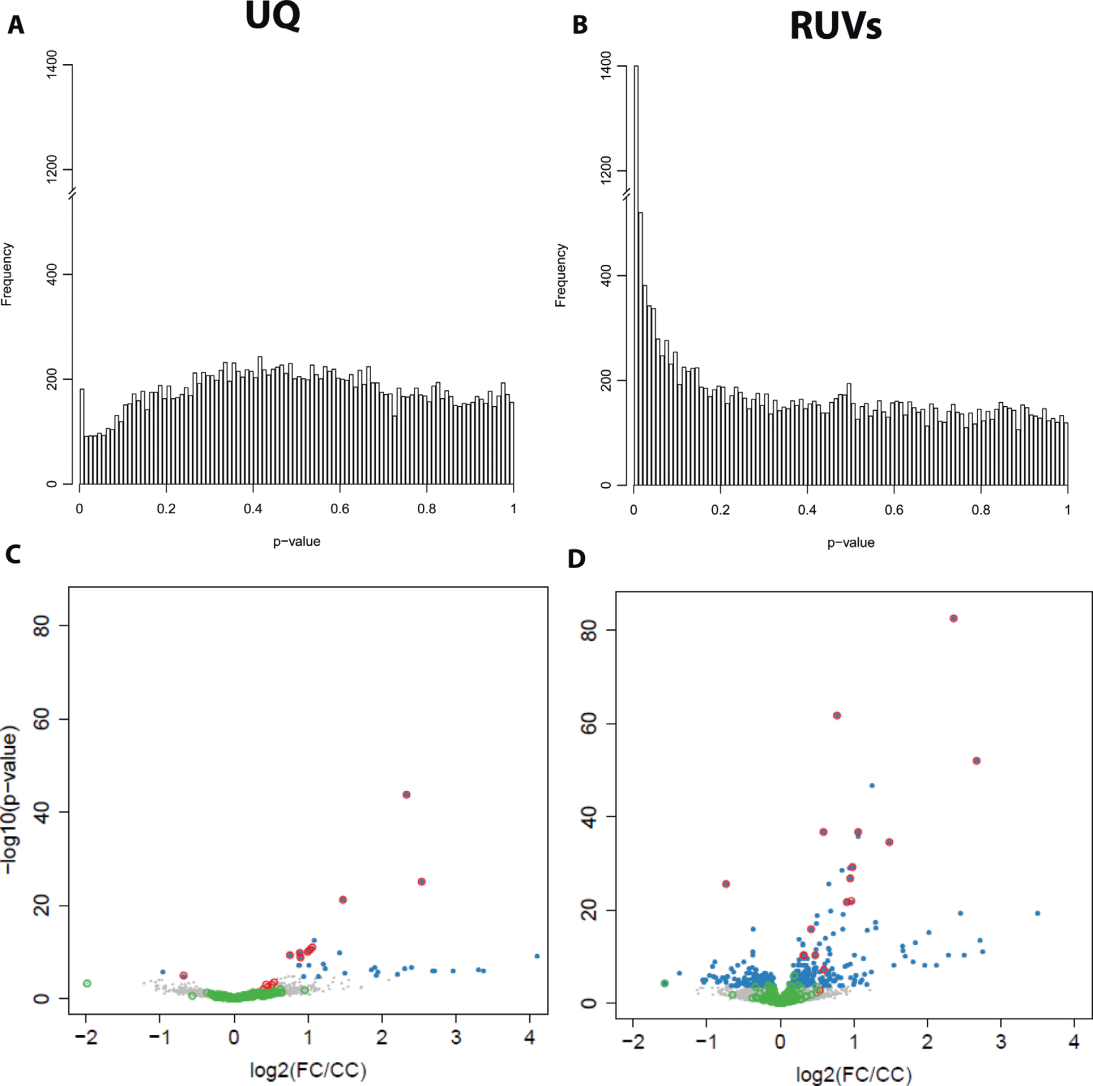
Normalization impacts differential expression after contextual fear conditioning. (**A**) Distribution of unadjusted edgeR p-values for tests of differential expression between FC and CC samples following UQ normalization. (**B**) Distribution of unadjusted edgeR *P*-values for tests of differential expression between FC and CC samples following UQ normalization. The distribution of *P*-values following UQ normalization is far from the expected uniform. RUV returns uniformity to the p-value distribution and increases discovery of differentially expressed genes (genes that have a low *P*-value). (**C**) Volcano plot of differential expression (−log_10_*P*-value versus log fold change) of UQ normalized samples. (**D**) Volcano plot of differential expression of RUVs normalized samples. Genes with and FDR <0.01 are highlighted in blue. Positive controls are circled in red, negative controls are circled in green (Table S2). RUV increases the detection of known differentially expressed genes from 60% to 94%. Differential expression analysis was performed using R/Bioconductor package edgeR (v. 3.8.5).

To evaluate the impact of normalization on the quality of DE genes, we collected a set of positive control genes whose expression changes have been previously validated (Supplementary Table S3). Figure 4D shows that RUV increases detection of positive controls on the FC dataset. While only 60% of the positive controls are detected as differentially expressed after UQ normalization, 94% are detected as differentially expressed following RUVs. This is despite the fact that the controls are biased towards high fold-changes, which may explain why the estimated fold-change of the positive controls is not greatly affected by the choice of normalization method. 

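The 17 FC positive controls are mainly early genes, and 16 of them passed the threshold in edgeR after RUVs against 10 after UQ. Tiparp (chromosome 3, 65332332 to 65359067) had 688 ± 34.1 counts in CC and 979 ± 204 in FC (n = 5 each), and its log2 fold change was 0.51 after UQ (edgeR FDR 0.238) and 0.59 after RUVs (SE 0.05, edgeR FDR 6.71e-34). All FC libraries but FC3 lay above the highest CC library for it. Sgk1 had a log2 fold change of 0.26 after UQ (edgeR FDR 0.966) and 0.32 after RUVs (edgeR FDR 2.32e-08). For Egr1, a zinc-finger transcription factor of the early response, the values were 0.54 (edgeR FDR 0.143) and 0.59 (edgeR FDR 1.40e-05). Per1, Ddit4 and Nfkbia also passed only after RUVs. Npas4, which drives inhibitory synapse genes, was missed in both fits, with a log2 fold change of 0.54 and SE of 0.17 after RUVs (edgeR FDR 0.0396). With the replicate number as a block in the RUVs model, or without CC3, 100% of the controls passed, Npas4 included. The shares in the main fits are 58.8% and 94.1%, and 15 and 17 of the genes passed when adjusted over the list alone. The quasi-likelihood test detected 9 after UQ and 16 after RUVs. From the 2 shares, the paper concludes that RUV increases the detection of positive controls.

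**Figure D4:**
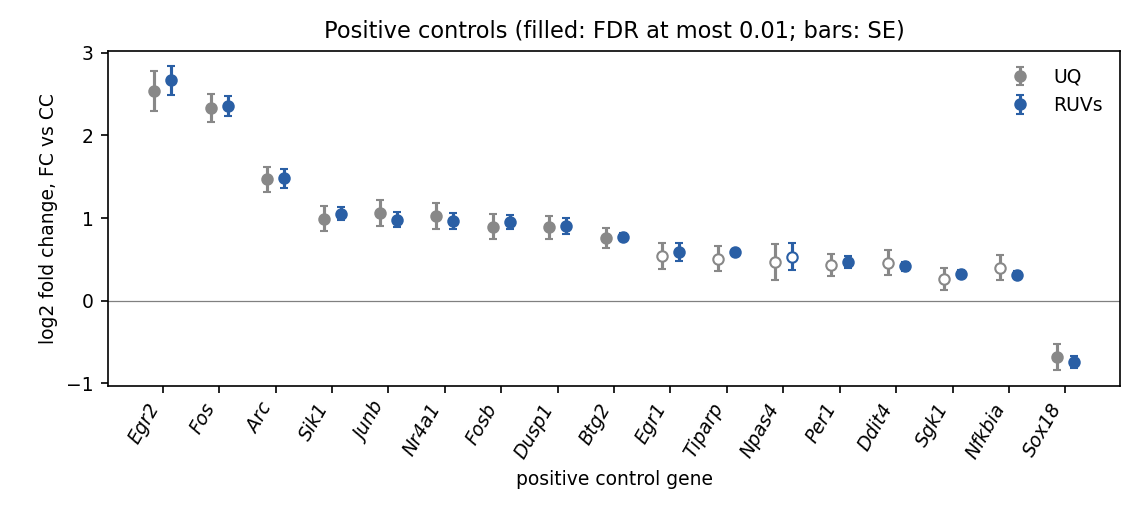
Log2 fold change between FC and CC with SE for the 17 positive controls, in grey after UQ and in blue after RUVs, filled where the edgeR FDR is at most 0.01. All but Npas4 are filled after RUVs, and 10 of the 17 after UQ.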

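The median absolute log2 fold change of the 17 FC controls was 0.76 after UQ and 0.77 after RUVs, and their median SE was 0.154 and 0.086. The SE is worked out from the likelihood ratio statistic, so its fall restates the smaller p and is no separate measure of precision. Btg2, an antiproliferative early gene, had 0.76 (SE 0.12, edgeR FDR 8.63e-07) and 0.77 (SE 0.05, edgeR FDR 1.54e-58). Junb, a partner of Fos, had 1.06 (SE 0.16) and 0.98 (SE 0.09). Sik1, a kinase that restrains CREB co-activators, had 0.99 and 1.06. Every control had the same sign in both fits, and the largest shift was in Egr2.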

Similar results were obtained for RT versus CC samples (Supplementary Figure S7) and OLM versus HC samples (Supplementary Figure S8). 

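After retrieval the early genes were again among the largest rises. Of the 28 immediate early transcription factors 13 were higher and none lower in RT than in CC after RUVs (14 higher when adjusted over the list alone). Fos rose to 1079 ± 110 counts (n = 5; log2 fold change 2.05, SE 0.12, edgeR FDR 4.92e-60) and Arc to 11191 ± 1002 (1.38, SE 0.12, edgeR FDR 1.40e-27), with every RT library above every CC library for both. Dusp1, a phosphatase that inactivates MAP kinases, rose to 1268 ± 61.1 counts (log2 fold change 0.92, SE 0.09, edgeR FDR 2.77e-20). Nfkbia rose by 0.46 (SE 0.05, edgeR FDR 3.32e-19), and Sox18 fell to 420 ± 100 counts (log2 fold change -0.63, SE 0.07, edgeR FDR 6.30e-17), with RT3 as the only RT library in the CC range. Of 28 genes that glucocorticoids induce, 8 were higher and none lower (10 higher adjusted over the list alone), among them Tob2 (0.54, SE 0.06, edgeR FDR 2.99e-18). Camera put this list up with a preset correlation (adjusted p 4.22e-26) and with an estimated one (adjusted p 0.00896). The list was written in part with FC vs CC values seen, and RT is compared with the same CC libraries. Camera is therefore no independent test of it here either. The immediate early and choroid plexus lists have the same limit. Of the 32 choroid plexus genes 2 were higher (5 adjusted over the list alone), with a score from -0.504 to 0.666 in RT. In all, 19 genes differed between RT and CC after UQ (18 higher, 1 lower) and 182 after RUVs (156 higher, 26 lower), and the unadjusted p was under 0.05 for 1.4% and 11% of the genes. The number of lower genes after RUVs was not stable. It was 67 without CC8, 70 without CC8, FC8 and RT8, and 2 with the quasi-likelihood test. The 13 RT positive controls were detected at 61.5% after UQ and 92.3% after RUVs, and Rbfox1 was the only one missed after RUVs (log2 fold change -0.03, edgeR FDR 0.814). DESeq2 called 23 genes after UQ and 85 after RUVs.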

A list of genes DE at FDR <0.01 for each pairwise comparison is available in Supplementary Table S4. To further assess the quality of the DE results we evaluated which KEGG pathways were significantly enriched in the DE genes relative to all genes detected by RNA-seq in our samples (Supplementary Figure S9). Enrichment of KEGG pathways was assessed using DAVID (16) and defined as an EASE score <0.1 with at least three genes per term per dataset. Only the MAPK pathway was enriched in the DE gene set detected following FC after UQ normalization. 

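After UQ, Dusp1 (chromosome 17, 26642535 to 26645464), which encodes a MAP kinase phosphatase, rose from 667 ± 30.2 counts in CC to 1234 ± 203 in FC (n = 5 each), a log2 fold change of 0.89 after UQ (edgeR FDR 3.69e-07), and every FC library lay above every CC library. KEGG terms and DAVID were not used here, and the pathways were represented by lists of genes written by hand. Of 17 genes that feed back on MAP kinases, Dusp1 was the only one higher after UQ, and the list did not pass with either correlation (camera, up, adjusted p 0.155 and 0.591; median log2 fold change -0.03). The 50 genes of the MAPK cascades did not pass either (camera, adjusted p 0.734). Camera tests a shift of a whole list, whereas the paper's result is an enrichment among the called genes. Such an enrichment was not tested after UQ, so these values do not decide how the paper's result compares.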

The RUVs normalized dataset showed enrichment of MAPK, T-cell and Toll-like receptor (NF-κB/cytokines, Jak/STAT), GnRH (cAMP/PKA,CREB, PKC) and Insulin signaling pathways in the upregulated genes following FC. This is consistent with the previously established role of these pathways in learning and memory (33–37). 

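After RUVs, 4 of the 17 feedback genes of MAP kinases were higher in FC and 1, Spred2, was lower (5 higher and 2 lower when adjusted over the list alone). Dusp5, a nuclear phosphatase of ERK, had a log2 fold change of 0.65 (SE 0.09, edgeR FDR 9.97e-10), Errfi1, an inhibitor of EGF receptors, of 0.30 (SE 0.04, edgeR FDR 1.34e-10) and Dusp6 of 0.29 (SE 0.06, edgeR FDR 5.26e-04). In the MAPK cascades, 4 of 50 genes were higher, among them Map3k2 (0.22, SE 0.04, edgeR FDR 2.22e-05), and 1 was lower, Mapk11 (-0.16, edgeR FDR 0.00251). Of 31 genes of T-cell receptor signalling 2 were higher and none lower: Lat, a membrane adaptor (0.68, SE 0.15, edgeR FDR 8.26e-04), and Cbl, a ubiquitin ligase (0.39, SE 0.08, edgeR FDR 4.57e-05). Of 39 genes of NF-kB and Toll-like receptor signalling 1 was higher and none lower, and adjusted over the list alone 1 was higher and 2 were lower. Of 40 genes of GnRH and Gq signalling 1 was higher, Adcy7, an adenylyl cyclase (0.31, SE 0.07, edgeR FDR 0.00101), and 3 were lower. Camk2d, a subunit of CaM kinase II, was among those (-0.37, SE 0.06, edgeR FDR 3.78e-09). Of 44 genes of insulin and PI3K signalling 3 were higher and 1 lower, and adjusted over the list alone 4 were higher. By camera only the feedback genes passed with a preset correlation (adjusted p 7.27e-04, and 0.115 with an estimated one), and the cascades, T-cell, NF-kB, GnRH and insulin lists did not (adjusted p 0.593, 0.992, 0.605, 0.112 and 0.225). Fisher's exact test on the higher genes gave an adjusted p of 3.22e-04 for the feedback genes, 0.0172 for the cascades, 0.193 for T-cell, 0.846 for NF-kB, 0.846 for GnRH and 0.0742 for insulin signalling. The feedback list was written with FC vs CC values of these libraries seen, so neither test is independent for it. The median log2 fold change was negative and the mean positive for the cascade list (-0.02 and 0.01), for the T-cell list (-0.01 and 0.01) and for the insulin list (-0.004 and 0.004).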

We also hypothesized that the increase of detection of true biological signal would lead to a higher agreement in DE across technologies. Figure 5 shows the concordance of the DE ranks following FC obtained using edgeR for UQ or RUVs normalized RNA-seq data relative to differential expression detected using limma (38) on microarray data without removal of unwanted variation (GSE50423). Removing unwanted variation in the RNA-seq dataset by RUVs improves consistency between platforms, doubling the concordance of the top 500 DE genes despite the fact that no unwanted variation was removed from the microarray data. These findings provide further evidence that RUVs is increasing detection of true biological signal.

**Figure 5.**
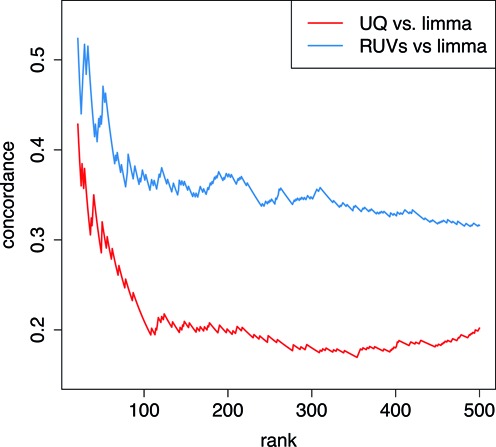
RUV increases concordance of RNA-seq and microarray differential expression following fear conditioning. Y-axis: number of genes in agreement between microarray and RNA-seq data at any given rank. X-axis: differential expression rank (low to high *P*-value). In red: differentially expressed genes obtained using edgeR for UQ normalized RNA-seq data relative to those detected by microarrays using limma. In blue: differentially expressed genes obtained using edgeR for RUVs normalized RNA-seq data relative to those detected by microarrays using limma. The agreement between technologies on the top 100 differentially expressed genes doubles with RUVs normalization.

### Removal of unwanted variation is necessary for cross-site data integration

The ability to integrate datasets, either within multi-site sequencing projects or to perform meta-analysis of publicly available data holds great promise as a way to increase biological insight while maximizing investment of resources. The challenge of cross-site data integration is that differences in protocols, reagents and operators will produce site-specific batch effects that can obscure the biological signal. To evaluate the ability of RNA-seq normalization methods to deal with multi-sites batch effects, we combined the FC and CC samples obtained in the Abel laboratory with the HC and OLM samples obtained in the Wood laboratory. Figure 6A and C shows the RLE and PCA plots following UQ, in which a site-specific batch effect is evident. We applied RUVs using the set of negative controls in Supplementary Table S3 and combining HC and CC samples as controls, since they both represent the same biological condition. The distribution of the samples in the RLE and PCA plots is noticeably improved following RUVs (Figure 6B and D). Next, we used edgeR to evaluate differences in gene expression of OLM or FC samples versus the combined CC+HC controls for UQ and RUVs normalized datasets. Figure 7 shows the number of genes regulated by OLM and FC (FDR < 0.01) and the corresponding enriched KEGG pathways. The lists of DE genes for the combined analysis (FDR < 0.01) are available in Supplementary Table S5. UQ causes a disproportionate increase in downregulated genes for both comparisons (Figure 7A). This is particularly evident for the OLM versus HC + CC comparison for which we observed an enrichment in ‘Ribosome’ and ‘Glycolysis’ KEGG pathways, often thought of as ‘housekeeping’ functions and likely false positives. RUVs removes this effect (Figure 7B). The resulting number of DE genes at FDR <0.01 following FC is slightly less than when the datasets are analyzed separately. Combining the datasets considerably increases the number of genes and pathways detected following OLM (Figure 7B). More importantly, it allows us to ask what are the genes and pathways that are regulated by both FC and OLM (FC + OLM versus HC + CC) as well as exclusively by FC or OLM (FC versus OLM). The number of genes DE following both tasks is 308 at FDR <0.01 while no genes are detected as DE between them (Supplementary Table S5). Combining the datasets identifies as upregulated the MAPK, Jak/STAT and Insulin signaling pathways, all of which are known to be involved in memory and synaptic plasticity (35,37,39). When we normalize FC or OLM datasets independently using RUVs only 46 genes overlap between the two lists (Supplementary Table S4), suggesting that independent analyses are not as powerful and illustrating the benefit of integrating data across sites. Analyzing the combined datasets using UQ results in 7000 genes identified as DE between FC and OLM, including the majority of ‘housekeeping’ genes (Supplementary Table S5).

**Figure 6.**
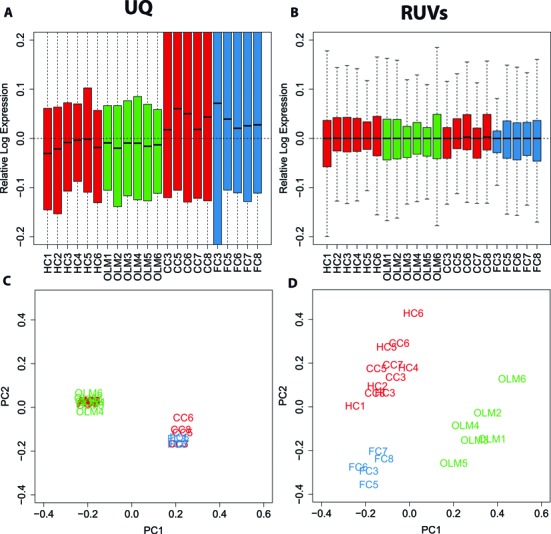
RUV allows removal of laboratory specific effects for combined analysis of gene expression changes following FC and OLM. In red control samples matched for time of day (CC), in blue samples obtained 30 min after memory acquisition (FC), in green samples obtained after object location memory (OLM). (**A**) Relative log expression (RLE) plot of all samples following upper-quartile normalization (UQ). (**B**) RLE plots following normalization with RUV using negative controls and samples (RUVs). (**C**) Scatterplot of first two principal components (log-scaled, centered counts) following UQ normalization. The first two PCs explained 73.4% and 9.6% of the variance, respectively. (**D**) Scatterplot of first two principal components following RUVs normalization. The first two PCs explained 15.5% and 9.4% of the variance, respectively. Samples cluster according to laboratory following UQ normalization but cluster according to treatment after applying RUVs.

**Figure 7.**
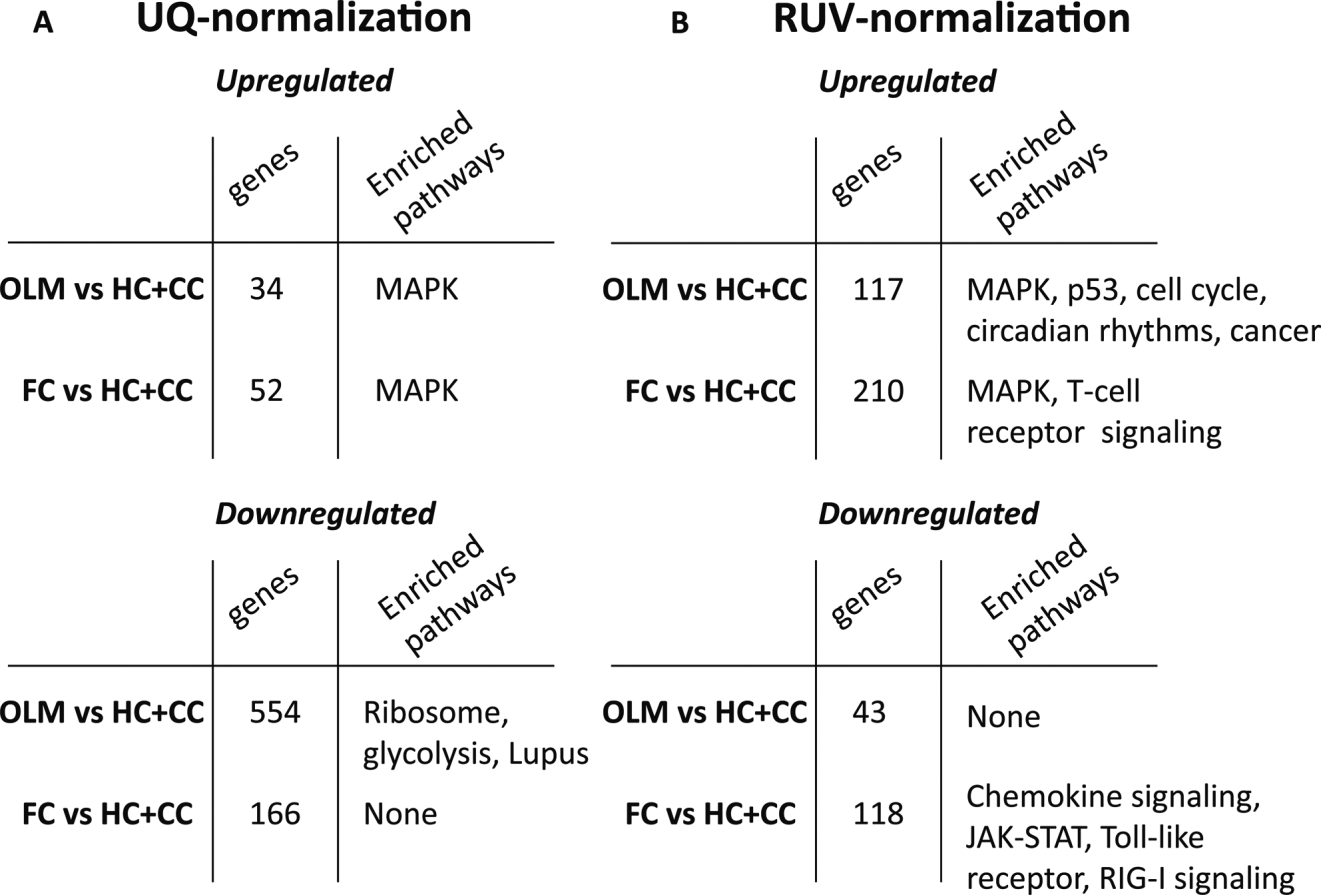
Quantitative and qualitative effects of the choice of normalization method in combined analysis of gene expression changes following FC and OLM. (**A**) Number of genes and enriched KEGG pathways for OLM and FC relative to combined controls following UQ normalization. UQ normalization leads to inferring housekeeping genes as differentially expressed. (**B**) Number of genes and enriched KEGG pathways for OLM and FC relative to combined controls following RUVs normalization. The apparent regulation of housekeeping genes has been removed.

### A primer to increase power and reproducibility of RNA-seq studies in neuroscience

Figure 8 presents a step-by-step guide to implement normalization of RNA-seq using RUVSeq (6), to be used by both authors and reviewers to guarantee high-quality RNA-seq data-analysis. We recommend that authors follow established guidelines for both alignment and feature counting (see (32)) as well as proper replication and randomization of experiments. **Step 1** is to explore the distribution of variation in the data both before normalization and following normalization for sequencing depth only (UQ, TMM), which can be done by constructing the RLE and PCA plots previously shown, using a publicly available package such as EDASeq (13). If the RLE plots are not evenly distributed and centered on 0 and the PCA plots do not display proper replicate sample clustering (Figure 2A and C), additional normalization is needed. **Step 2** is the collection of proper controls. Negative control genes can be extracted from publicly available data, as illustrated in our example. In practice, when only a small proportion of the genes in the genome is expected to be differentially expressed using all the genes as negative controls or using ‘housekeeping’ genes as negative controls are viable alternatives. Identifying a small subset of positive control genes or pathways is recommended as it provides a way to judge the results of the DE analysis. **Step 3** is the removal of unwanted variation through factor analysis. Iteratively account for *k* = 1, …, *n* factors of unwanted variation using RUV (6) or similar methods (such as SVA), checking RLE and PCA plots each time until proper distributions are restored (Figure 2B and D). **Step 4**. Perform DE analysis using a method that allows the addition of one or more terms that model the unwanted variation, such as edgeR or DESeq2 (32). Check *P*-value histograms and distribution of negative and positive controls in the sample (Figure 4) to evaluate performance. Return to **Step 3** if performance is not satisfactory. PCA plots and *P*-value histograms should be made available so that readers are able to judge the quality of the data analysis. Supplementary file 1 contains the tutorial that allows anyone to implement the suggested outline on the FC and OLM data. Supplementary file 2 contains a tutorial that allows readers to implement RUV on the publicly available datasets analyzed in this article. Collectively they allow for reproduction of all figures in this article. The source code and data necessary to run the tutorial can be downloaded through GitHub (github.com/drisso/peixoto2015_tutorial)

**Figure 8.**
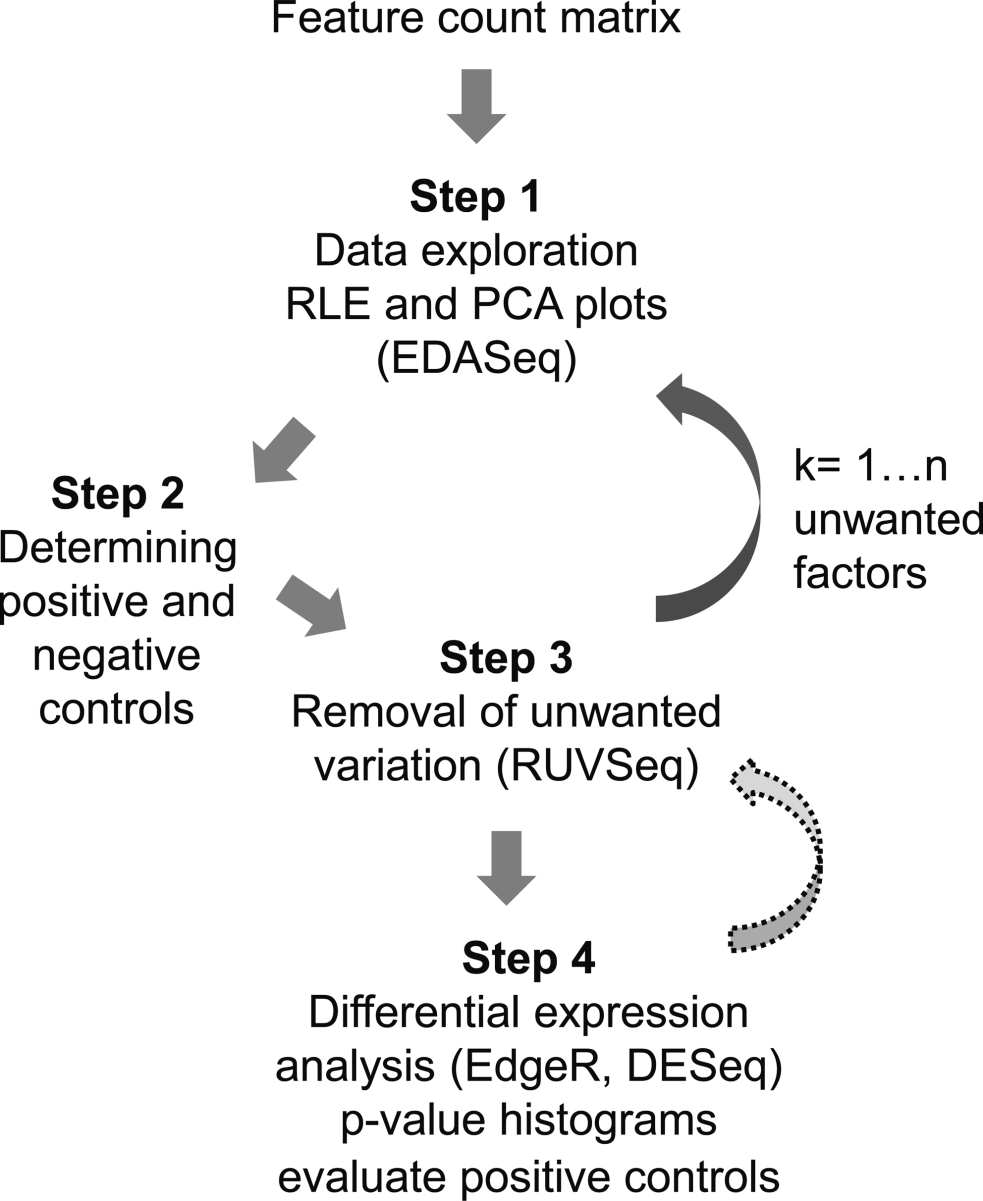
Step-by-step outline of the application of RUV to normalization of RNA-seq data.

## DISCUSSION

We have illustrated the prevalence of batch effects in RNA-seq studies using examples from experimental neuroscience and shown that traditionally used methods for RNA-seq data normalization are not able to remove them. This problem likely extends to a variety of datasets for which sources of variation are hard to control. These limitations can lead to the identification of a small number of confident changes (a large proportion of false negatives) and/or to uncovering statistically significant changes that are not due to the treatment, which will not be reproducible (false positives). Here, we present a novel application of a recent method for RNA-seq normalization, RUV and show that it is better able to correct for unwanted sources of variation when proper controls are provided. We show that within laboratories, RUV considerably increases the number of genes discovered as differentially expressed. We demonstrate that this increase is indeed an improvement in the detection of true biological signal by showing that it increases the discovery of positive controls, known pathways involved in learning and memory and cross-platform concordance. When integrating data across different laboratories, commonly used normalization methods lead to artifacts that cause housekeeping genes to be inferred as differentially expressed. In contrast, RUV normalization is able to properly correct the biases introduced by integrating data from different sites, allowing for direct comparisons regarding differential gene expression following two different behavioral paradigms. These analyses suggest that both contextual fear conditioning and object location memory induce the same changes in gene expression. Finally, we outline a step-by-step guide on how to detect sources of unwanted variation in the data and apply RUV to remove this variation prior to differentially expression analysis. We hope these guidelines together with all the datasets generated in this article will serve as resource, for both authors and reviewers, to ensure that results obtained using high-throughput sequencing technologies are reproducible and thus truly contribute to the advance of knowledge in science.

## ACCESSION NUMBERS

Publicly available data was downloaded from GEO (9,40–45) (see Supplementary Table S1 for details). Data generated in this article is available through GEO (GSE63412).

## Supplementary Material

SUPPLEMENTARY DATA

# Supplementary material for: How data analysis affects power, reproducibility and biological insight of RNA-seq studies in complex datasets
**Source:** Nucleic Acids Res. 2015 Jul 21;43(16):7664–74. doi: 10.1093/nar/gkv736
**Supplement:** SUPPLEMENTARY DATA

How data analysis affects power, reproducibility and biological insight of RNA-seq studies in complex datasets — How data analysis affects power, reproducibility and biological insight of RNA-seq studies in complex datasets — SUPPLEMENTARY DATA 

# How data analysis affects power, reproducibility and biological insight of RNA-seq studies in complex datasets

## SUPPLEMENTARY DATA

- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA

# Supplementary material for: How data analysis affects power, reproducibility and biological insight of RNA-seq studies in complex datasets
**Source:** Nucleic Acids Res. 2015 Jul 21;43(16):7664–74. doi: 10.1093/nar/gkv736
**Supplement:** SUPPLEMENTARY DATA

## Additional material.

**Additional Table 1.** Details of publicly available datasets used in this article.

| GEO accession | PUBMED ID/<br>phenotype assessed                                                                                                 | Type of sequencing             | Alignment algorithm                 | Feature counting algorithm | Data downloaded as            | Normalization method used * |
|---------------|----------------------------------------------------------------------------------------------------------------------------------|--------------------------------|-------------------------------------|----------------------------|-------------------------------|-----------------------------|
| GSE60261      | 25595182/ Wild-type vs. KO mice                                                                                                  | Illumina HiSeq 2500, SE, 50bp  | Bowtie 2 (2.0.5) and TopHat (2.0.6) | Seqmonk (0.26.0)           | DESeq2 normalized gene counts | DESeq2                      |
| GSE60262      | 25595182/ Wild-type vs. KO mice                                                                                                  | Illumina HiSeq 2500, SE, 50bp  | BWA                                 | Seqmonk (0.26.0)           | DESeq2 normalized gene counts | DESeq2                      |
| GSE58797      | 25219850/ Mice injected with shRNA, scrambled shRNA (controls) and injected with shRNA submitted to contextual fear conditioning | Illumina HiSeq 2000, PE, 50 bp | TopHat (1.4.0)                      | Cufflinks/Cuff Diff        | FPKM normalized gene counts   | FPKM+UQ                     |
| GSE61915      | 25431548/ Young vs. Old mice                                                                                                     | Illumina HiSeq 2000, SE, 50 bp | GRCm38.p2, STAR 2.3.0               | HTSeq                      | DESeq2 normalized gene counts | DESeq2                      |
| GSE53380      | 25024434/ Wild-type (WT), KO animals, WT animals following novel-object recognition (NOR) and KO animals following NOR           | Illumina HiSeq 2000, SE, 50 bp | GRCm38.p2, STAR 2.3.0               | HTSeq                      | HTSeq raw gene counts         | UQ                          |
| GSE65159      | 25693568/ animals 2 weeks and 6 weeks following the induction of p25 expression (mouse                                           | Illumina HiSeq 2000, PE, 76bp  | Bowtie                              | HTSeq                      | HTSeq raw gene counts         | UQ                          |

|          |                                                                                                                                                                                                                                                                     |                                           |               |                     |                             |      |
|----------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------|---------------|---------------------|-----------------------------|------|
|          | model of Alzheimer's disease) and their respective controls                                                                                                                                                                                                         |                                           |               |                     |                             |      |
| GSE58343 | 25072471/ mRNA-seq of home cage and fear-conditioned animals. Includes pair-end (PE) and single-end (SE) technical replicates, RNA obtained from neuronal dendrites vs. soma, and RNA following ribosome immuno-precipitation versus supernatant of the same sample | Illumina HiSeq 2000, PE, 100 bp, SE, 50bp | STAR(v2.1.1d) | Cufflinks/Cuff Diff | FPKM normalized gene counts | FPKM |

\*When raw counts were provided, UQ normalization was performed using EDASeq.

**Additional Table 2.** Sequencing and mapping statistics for OLM and FC RNA-seq samples.

See accompanying excel spreadsheet

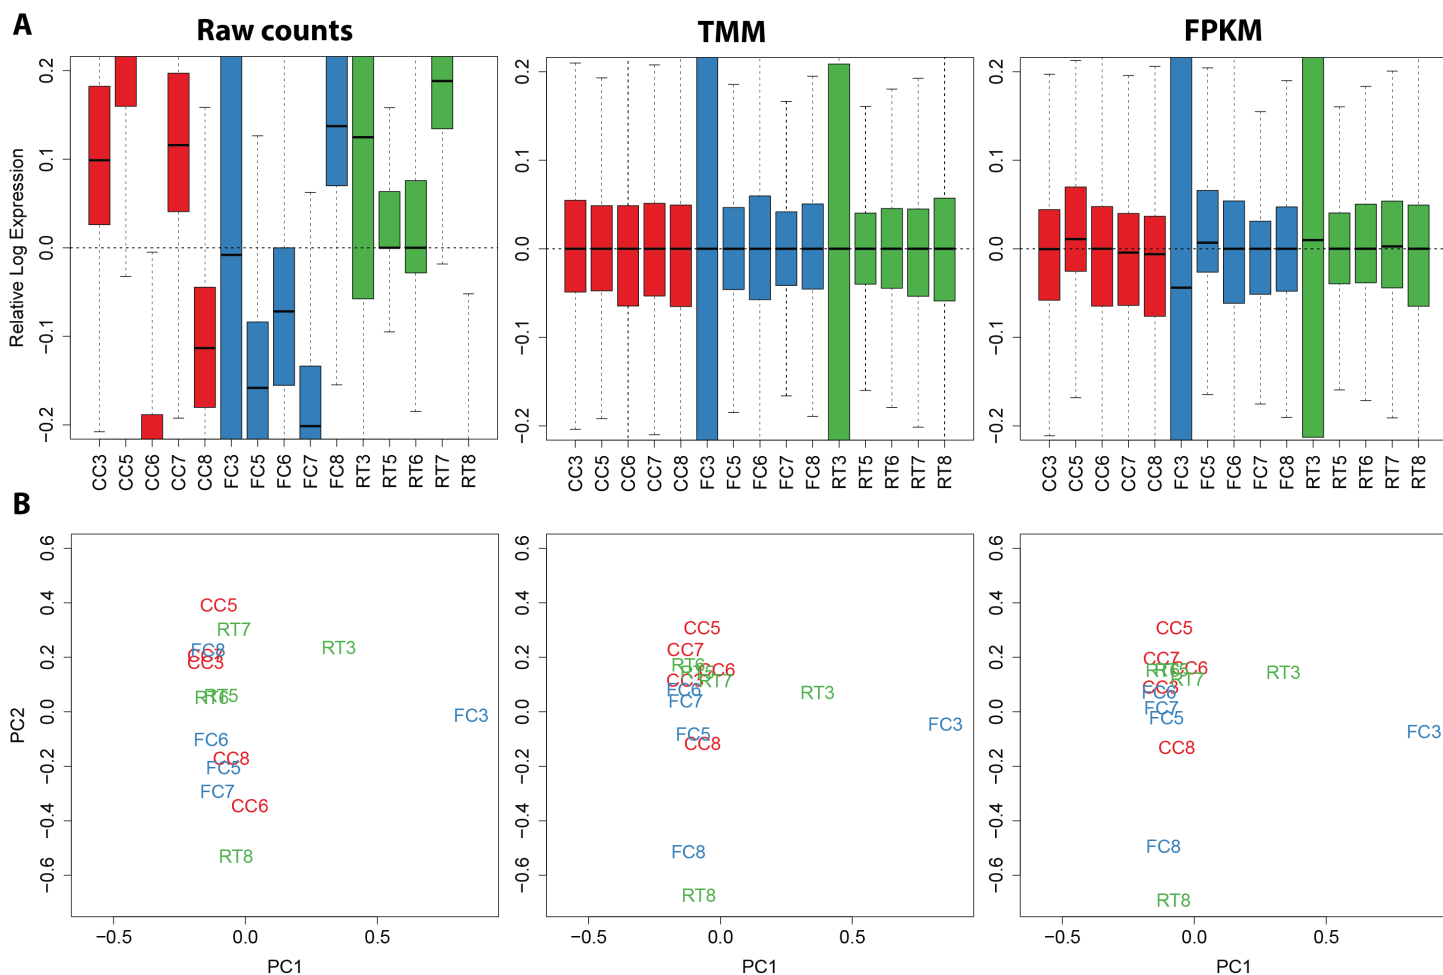

**Additional Figure 1. TMM and FPKM normalization methods do not correct unwanted variation in FC data.** In red control samples matched for time of day (CC), in blue samples obtained 30 minutes after memory acquisition (FC), in green samples obtained 30 minutes after memory retrieval (RT). Panel A) Relative log expression (RLE) plot of all samples for raw counts, following trimmed mean of M-values (TMM) and fragments per kilo-base of exon per million mapped fragments (FPKM). Panel B) Scatterplot of first two principal components (log-scaled, centered counts) for raw counts, TMM and FPKM normalization.

**Additional Table 3.** Negative and positive controls used in the study.

See accompanying excel spreadsheet

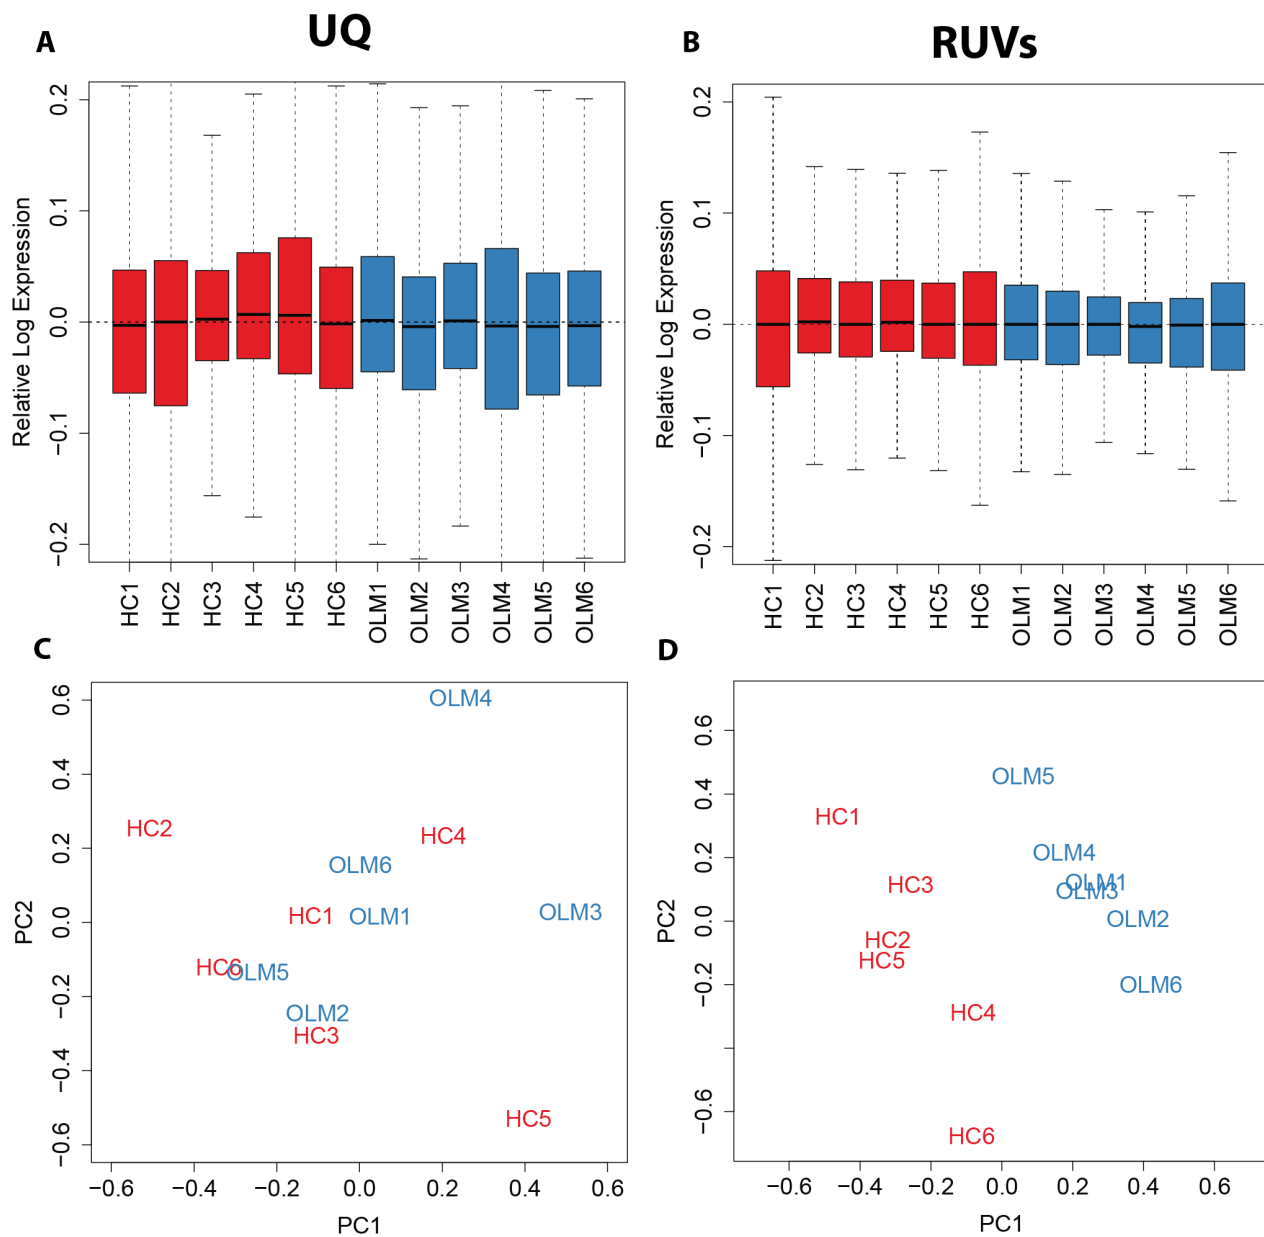

**Additional Figure 2. RUVs, but not UQ corrects unwanted variation in OLM data.** In red control samples matched for time of day (HC), in blue samples obtained 30 minutes after last training session following object location memory (OLM). A) Relative log expression (RLE) plot of all samples following traditional upper-quartile normalization (UQ). B) RLE plots following normalization with RUV using negative controls and samples (RUVs). C) Scatterplot of first two principal components (log-scaled, centered counts) following UQ normalization. The first two PCs explained 22.6% and 17.3% of the variance, respectively. D) Scatterplot of first two principal components following RUVs normalization. The first two PCs explained 23.7% and 16.5% of the variance, respectively.

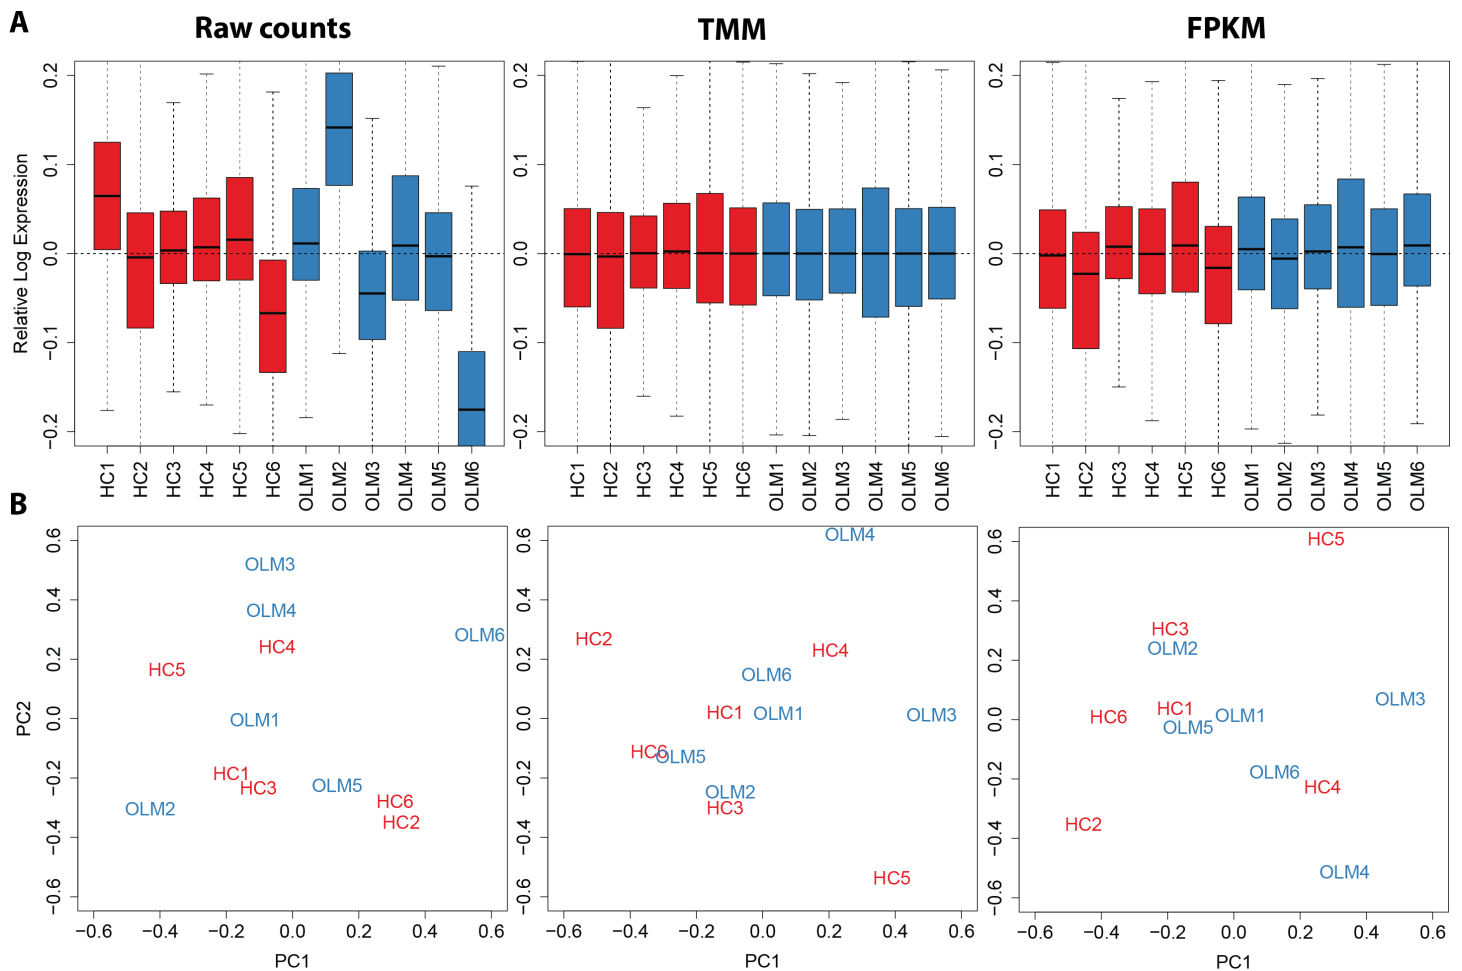

**Additional Figure 3. TMM and FPKM normalization methods do not correct unwanted variation in OLM data.** In red control samples matched for time of day (HC), in blue samples obtained 30 minutes after last training session following object location memory (OLM). Panel A) Relative log expression (RLE) plot of all samples for raw counts, following trimmed mean of M-values (TMM) and fragments per kilo-base of exon per million mapped fragments (FPKM). Panel B) Scatterplot of first two principal components (log-scaled, centered counts) for raw counts, TMM and FPKM normalization.

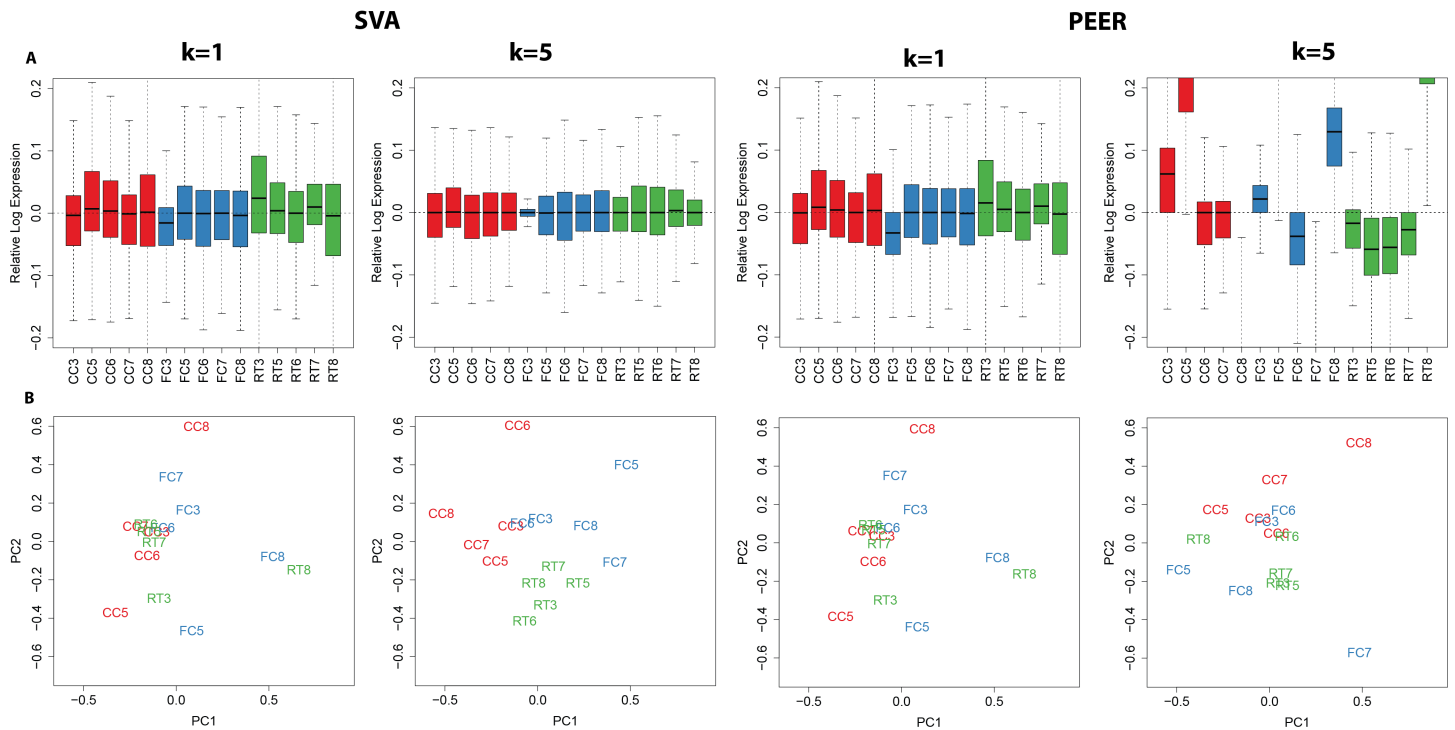

**Additional Figure 4. SVA and PEER normalization in FC data.** In red control samples matched for time of day (CC), in blue samples obtained 30 minutes after memory acquisition (FC), in green samples obtained 30 minutes after memory retrieval (RT). Panel A) Relative log expression (RLE) plot of all samples following normalization using SVA (unsupervised,  $n.sv=1$ ) and PEER ( $k=1$ ). Panel B) Scatterplot of first two principal components (log-scaled, centered counts) following normalization using SVA (unsupervised,  $n.sv=1$ ) and PEER ( $k=1$ ). The first two PCs of the SVA normalized data explained 19.7% and 13.1% of the variance, respectively. The first two PCs of the PEER normalized data explained 18.0% and 11.5% of the variance, respectively. As for RUV, we defined normalized expression by regressing out the estimated factors from the original data (Risso et al., 2014). SVA normalization was performed using R/Bioconductor package *sva* (v. 3.12.0). PEER normalization was performed using R package *peer* (v. 1.0).

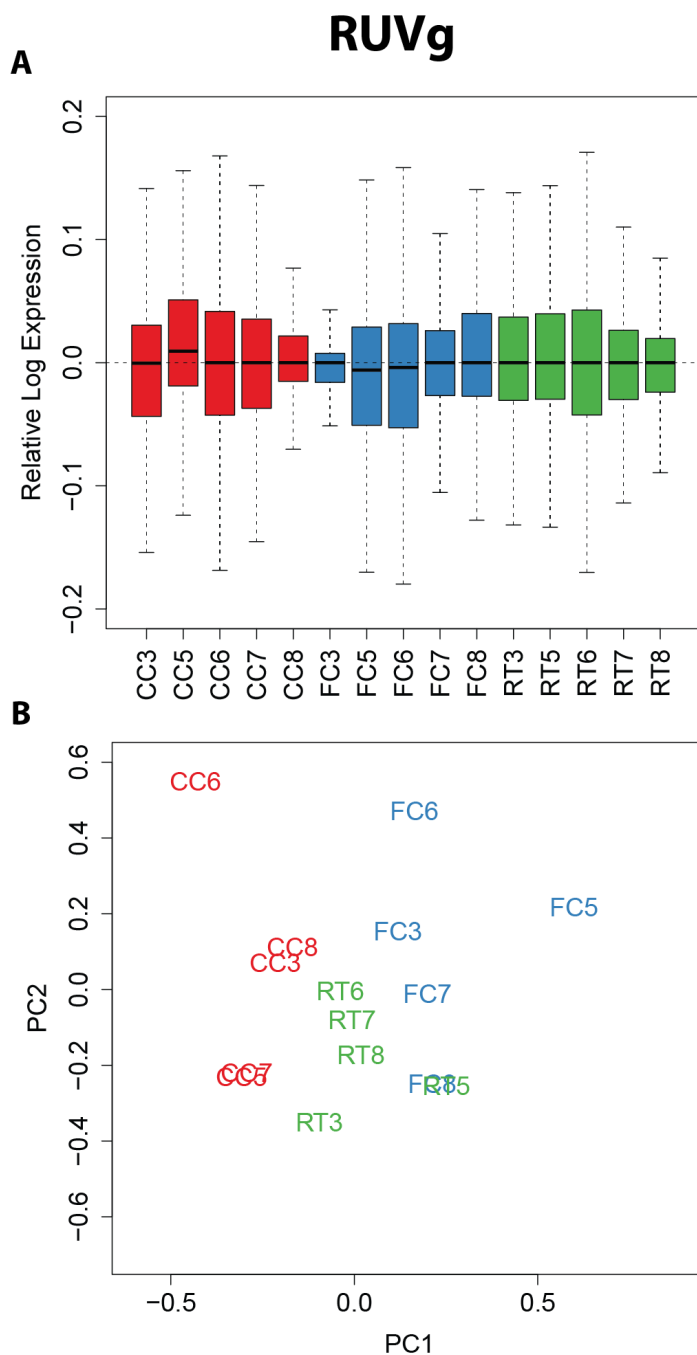

**Additional Figure 5. RUVg corrects unwanted variation in FC data.** In red control samples matched for time of day (CC), in blue samples obtained 30 minutes after memory acquisition (FC), in green samples obtained 30 minutes after memory retrieval (RT). A) Relative log expression (RLE) and B) Scatterplot of first two principal components following RUVg (RUV with control genes, without control samples) normalization.

# RUVall

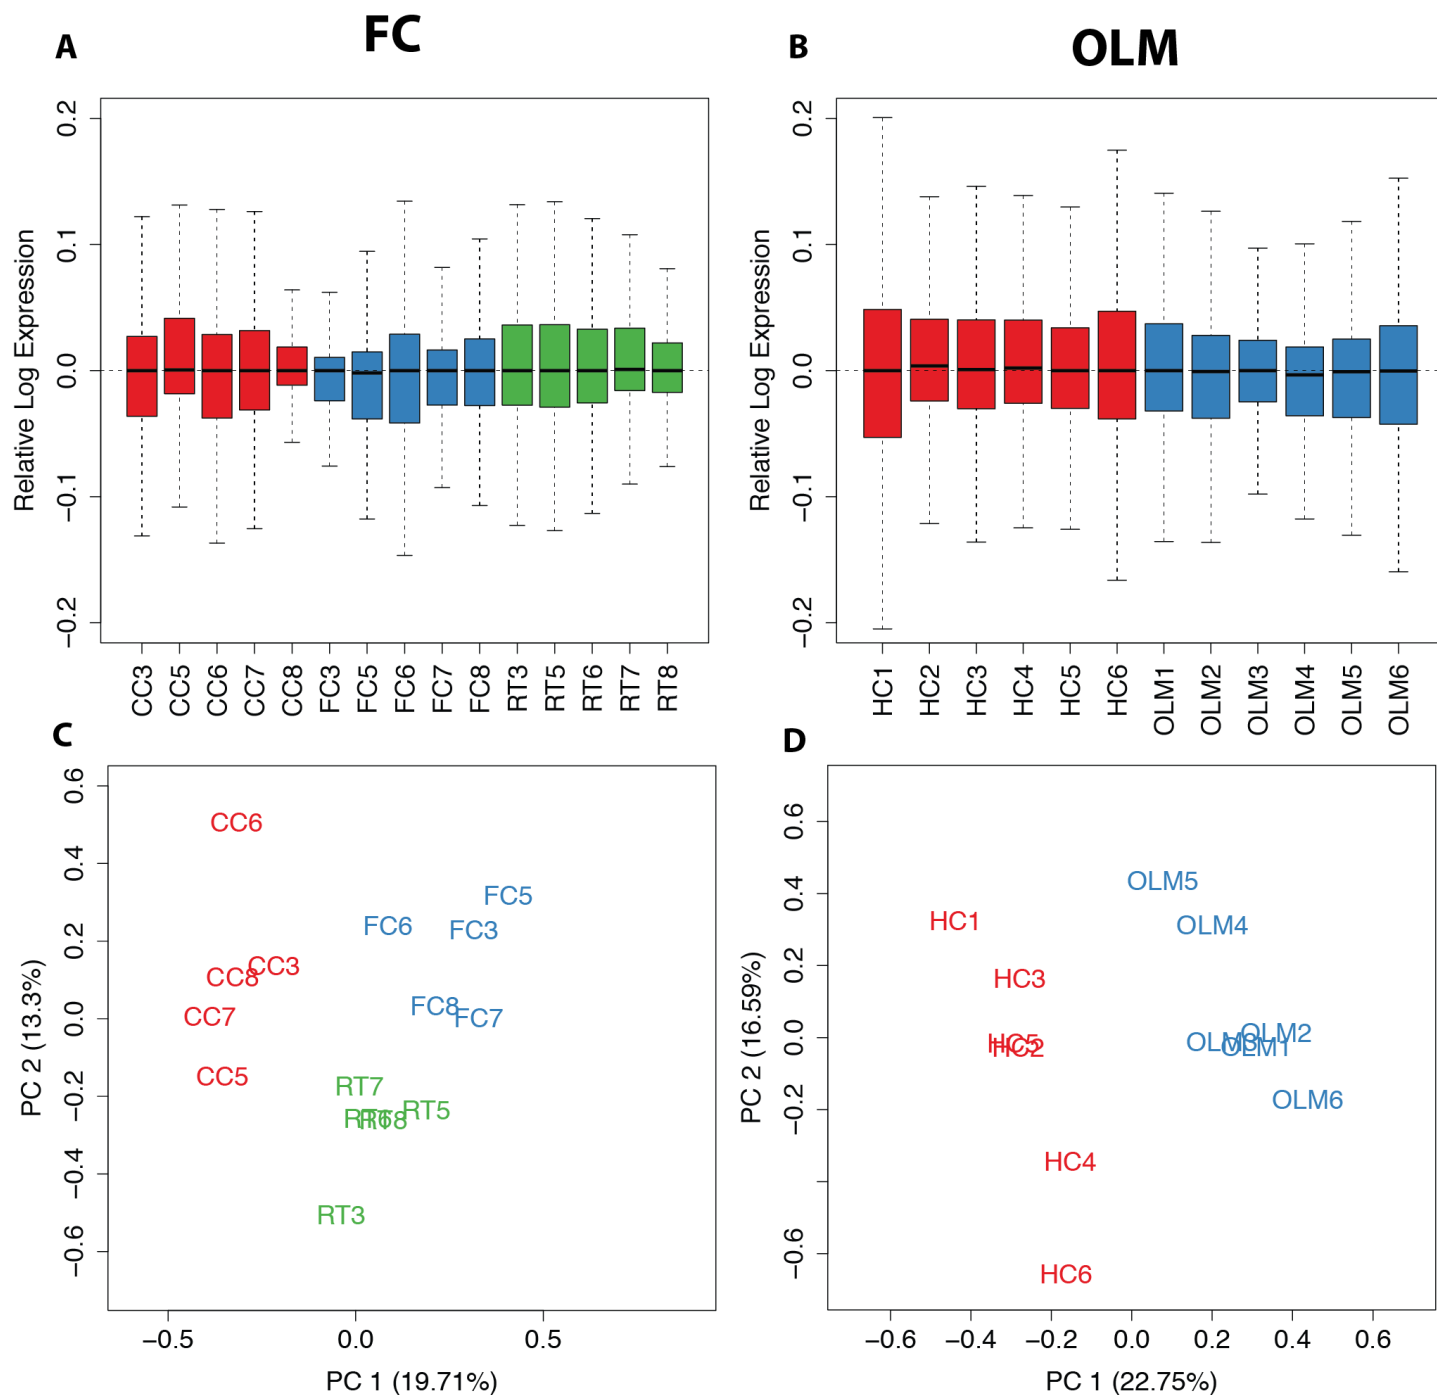

**Additional Figure 6. RUVall corrects unwanted variation in FC and OLM data.** In red control samples matched for time of day (CC), in blue samples obtained 30 minutes after memory acquisition (FC), in green samples obtained 30 minutes after memory retrieval (RT). A and B: Relative log expression (RLE) plots. C and D: Scatterplot of first two principal components following RUVall (RUVs with all genes as negative controls) normalization.

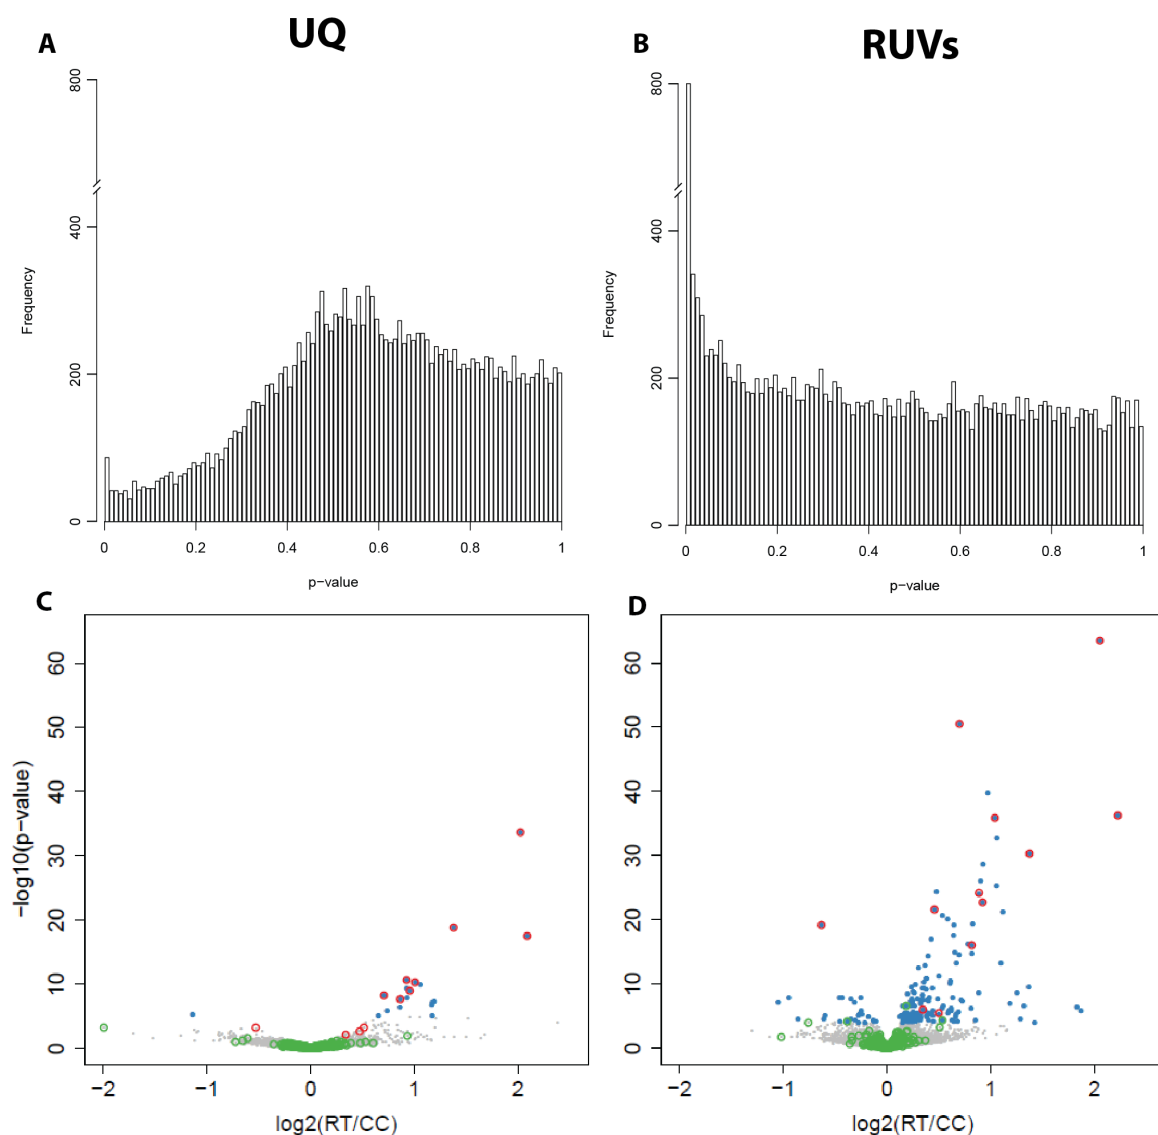

**Additional Figure 7. Normalization impacts differential expression after memory retrieval.** A) Distribution of edgeR p-values (uncorrected) for tests of differential expression between RT and CC samples following UQ normalization B) Distribution of edgeR p-values (uncorrected) for tests of differential expression between following RUVs normalization. C) Volcano plot of differential expression ( $-\log_{10}$  p-value vs log fold change) of UQ normalized samples D) Volcano plot of differential expression of RUVs normalized samples. Genes with and FDR < 0.01 are highlighted in blue. Positive controls are highlighted in red, negative controls are highlighted in green (**Additional Table 3**).

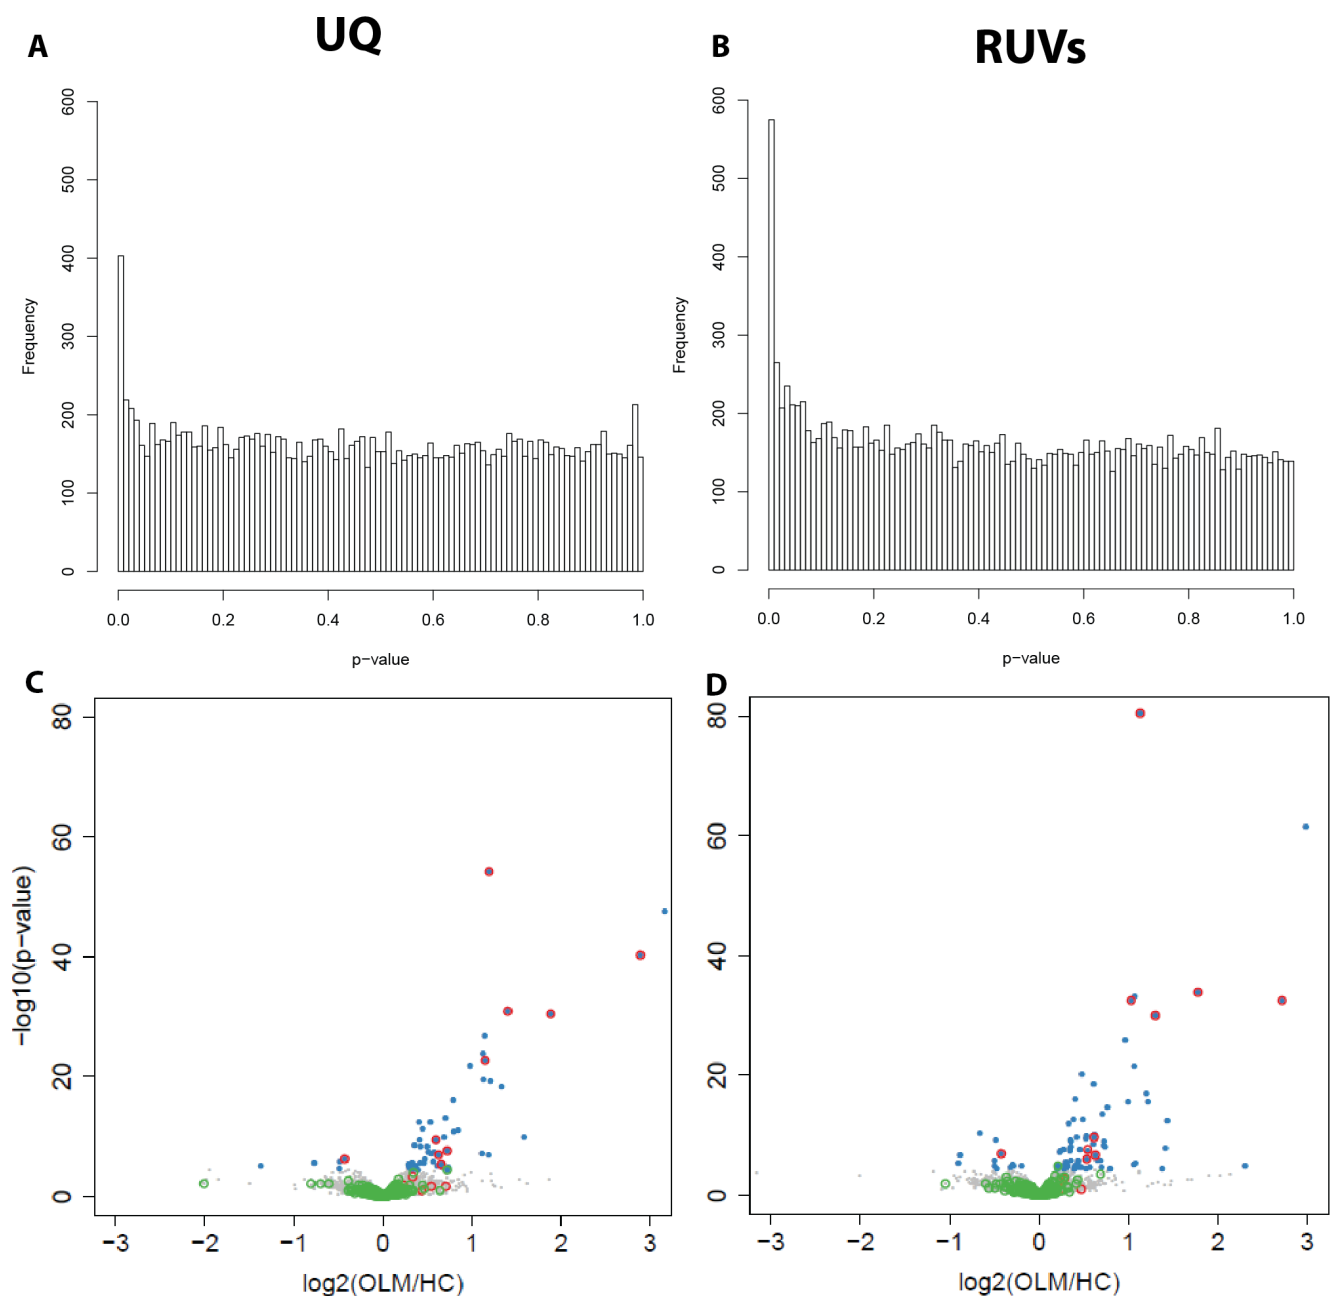

**Additional Figure 8. Normalization impacts differential expression after object location memory.** A) Distribution of edgeR p-values (uncorrected) for tests of differential expression between OLM and HC samples following UQ normalization B) Distribution of edgeR p-values (uncorrected) for tests of differential expression between following RUVs normalization. C) Volcano plot of differential expression ( $-\log_{10}$  p-value vs log fold change) of UQ normalized samples D) Volcano plot of differential expression of RUVs normalized samples. Genes with and FDR < 0.01 are highlighted in blue. Positive controls are highlighted in red, negative controls are highlighted in green (**Additional Table 3**).

**Additional Table 4.** Lists of differentially expressed genes (FDR <0.01) for all pairwise comparisons reported (FC vs. CC, RT vs. CC and OLM vs. HC) using UQ or RUVs normalization independently on the datasets obtained from different laboratories.

See accompanying excel spreadsheet.

| <b>A UQ-normalization</b> |       |                   | <b>B RUV-normalization</b> |       |                                                                                                  |
|---------------------------|-------|-------------------|----------------------------|-------|--------------------------------------------------------------------------------------------------|
| <i>Upregulated</i>        |       |                   | <i>Upregulated</i>         |       |                                                                                                  |
|                           | genes | Enriched pathways |                            | genes | Enriched pathways                                                                                |
| OLM vs HC                 | 53    | MAPK              | OLM vs HC                  | 72    | MAPK                                                                                             |
| FC vs CC                  | 32    | MAPK              | FC vs CC                   | 237   | MAPK, T-cell receptor signaling, Toll-like receptor signaling, GnRH signaling, Insulin signaling |
| <i>Downregulated</i>      |       |                   | <i>Downregulated</i>       |       |                                                                                                  |
|                           | genes | Enriched pathways |                            | genes | Enriched pathways                                                                                |
| OLM vs HC                 | 5     | None              | OLM vs HC                  | 12    | None                                                                                             |
| FC vs CC                  | 2     | None              | FC vs CC                   | 166   | GnRH signaling, Ca signaling, Melanogenesis, RIG-I receptor signaling                            |

**Additional Figure 9. Quantitative and qualitative effects of the choice of normalization method in gene expression changes following FC and OLM.** A) Number of genes and enriched KEGG pathways for OLM or FC relative to their respective controls following UQ normalization. UQ normalization leads to inferring housekeeping genes as differentially expressed. B) Number of genes and enriched KEGG pathways for OLM or FC relative to their respective controls following RUVs normalization.

**Additional Table 5.** Lists of differentially expressed genes (FDR <0.01) for all comparisons reported (HC+CC vs. FC, HC+CC vs. OLM, FC+OLM vs. CC+HC, FC vs. OLM) using UQ or RUVs normalization on the combined analysis of datasets obtained from different laboratories.

See accompanying excel spreadsheet.

**Additional File 1.** Tutorial of implementation of RUV-seq normalization on FC, RT and OLM data (requires additional input files).

See accompanying pdf.

Source code and input files can be downloaded from the GitHub repository:

[github.com/drisso/peixoto2015\\_tutorial](https://github.com/drisso/peixoto2015_tutorial)

Bellow is a list of the input files required to run the tutorial:

- Peixoto\_CC\_FC\_RT.txt
- Peixoto\_NegativeControls.txt
- Peixoto\_positive\_controls.txt
- Peixoto\_FC\_array\_combined.txt
- Peixoto\_OLM\_HC.txt

**Additional File 2.** Tutorial of implementation of RUV-seq normalization on public datasets (requires additional input files).

Source code and input files can be downloaded from the GitHub repository:

[github.com/drisso/peixoto2015\\_tutorial](https://github.com/drisso/peixoto2015_tutorial)

Bellow is a list of the input files required to run the tutorial:

- GSE60261.txt : Count matrix for GSE60261dataset
- GSE60262.txt : Count matrix for GSE60262 dataset
- GSE58797.txt: Count matrix for GSE58797 dataset
- GSE61915.txt: Count matrix for GSE61915 dataset
- GSE53380.txt: Count matrix for GSE53380 dataset
- GSE65159.txt: Count matrix for GSE65159 dataset
- GSE58343.txt: Count matrix for GSE58343 dataset

**Additional references**

1. Fiorenza, A., Lopez-Atalaya, J.P., Rovira, V., Scandaglia, M., Geijo-Barrientos, E. and Barco, A. (2015) Blocking miRNA Biogenesis in Adult Forebrain Neurons Enhances Seizure Susceptibility, Fear Memory, and Food Intake by Increasing Neuronal Responsiveness. *Cerebral cortex*.
2. Zovkic, I.B., Paulukaitis, B.S., Day, J.J., Etikala, D.M. and Sweatt, J.D. (2014) Histone H2A.Z subunit exchange controls consolidation of recent and remote memory. *Nature*, **515**, 582-586.
3. Stilling, R.M., Benito, E., Gertig, M., Barth, J., Capece, V., Burkhardt, S., Bonn, S. and Fischer, A. (2014) De-regulation of gene expression and alternative splicing affects distinct cellular pathways in the aging hippocampus. *Frontiers in cellular neuroscience*, **8**, 373.
4. Stilling, R.M., Ronicke, R., Benito, E., Urbanke, H., Capece, V., Burkhardt, S., Bahari-Javan, S., Barth, J., Sananbenesi, F., Schutz, A.L. *et al.* (2014) K-Lysine acetyltransferase 2a regulates a hippocampal gene expression network linked to memory formation. *The EMBO journal*, **33**, 1912-1927.
5. Gijoneska, E., Pfenning, A.R., Mathys, H., Quon, G., Kundaje, A., Tsai, L.H. and Kellis, M. (2015) Conserved epigenomic signals in mice and humans reveal immune basis of Alzheimer's disease. *Nature*, **518**, 365-369.
6. Ainsley, J.A., Drane, L., Jacobs, J., Kittelberger, K.A. and Reijmers, L.G. (2014) Functionally diverse dendritic mRNAs rapidly associate with ribosomes following a novel experience. *Nature communications*, **5**, 4510.
7. Vogel-Ciernia, A., Matheos, D.P., Barrett, R.M., Kramar, E.A., Azzawi, S., Chen, Y., Magnan, C.N., Zeller, M., Sylvain, A., Haettig, J. *et al.* (2013) The neuron-specific chromatin regulatory subunit BAF53b is necessary for synaptic plasticity and memory. *Nature neuroscience*, **16**, 552-561.

# Supplementary material for: How data analysis affects power, reproducibility and biological insight of RNA-seq studies in complex datasets
**Source:** Nucleic Acids Res. 2015 Jul 21;43(16):7664–74. doi: 10.1093/nar/gkv736
**Supplement:** SUPPLEMENTARY DATA

# How data analysis affects power, reproducibility and biological insight of RNA-seq studies in complex datasets

*Lucia Peixoto, Davide Risso, Shane G. Poplawski, Mathieu, E. Wimmer, Terence P. Speed, Marcelo A. Wood and Ted Abel*

## Contents

---

## 1 Preliminaries

---

### 1.1 Data pre-processing

#### 1.1.1 RNA-seq data

The “raw” sequencing data are available in GEO with the accession number GSE63412 for the fear conditioning (FC) experiment and GSE44229 for the object location memory (OLM) experiment.

Reads were mapped to the mouse genome (mm9) using GMAP/GSNAP (Wu and Watanabe 2005). Only unique and concordant mapped reads were subsequently used for feature quantitation. Ensembl (Flicek et al. 2014) (release 65) gene counts were obtained using HTSeq (Anders, Pyl, and Huber 2015) (v. 0.6.1).

**Peixoto\_Additional\_inputtext.zip** is a ZIP archive that contains all the files needed to run this tutorial. For the remainder of the document we assume that the reader has extracted the archive into the working directory.

**Peixoto\_CC\_FC\_RT.txt** contains the FC read counts and **Peixoto\_OLM\_HC.txt** contains the OLM read counts used in the subsequent analyses.

### 1.1.2 Microarray data

The “raw” microarray data are available in GEO with the accession number GSE50423. See the GEO submission for details on the pre-processing.

We mapped the Affymetrix probe IDs to ENSEMBL gene IDs. We retained only the genes with a one-to-one mapping. **Peixoto\_FC\_array\_combined.txt** contains the combined dataset used for the ranking analysis of Figure 5.

## 1.2 Positive and negative controls

**Peixoto\_NegativeControls.txt** contains a list of negative control genes, i.e., genes that are not influenced by the biological effect of interest (see the main text for details). **Peixoto\_positive\_controls.txt** contains a list of positive control genes, i.e., genes known to be differentially expressed with respect to the biological effect of interest (see the main text for details).

## 1.3 Bioconductor packages

Remove Unwanted Variation (RUV) normalization is implemented in the [RUVSeq](#) package. Upper-quartile (UQ) normalization is implemented in the [EDASeq](#) package. To generate the figures, we have used the *plotRLE* and *plotPCA* functions implemented in [EDASeq](#) and the *CATplot* function implemented in the [ffpe](#) package. The differential expression (DE) analysis was carried out with [edgeR](#) for the RNA-seq data and with [limma](#) for the microarray data. See “Session Info” for the package versions used in this document.

```
library(limma)
library(edgeR)
library(EDASeq)
library(RUVSeq)
library(ffpe)
library(RColorBrewer)
```

## 2 Fear Conditioning (FC) data

---

After reading the FC counts and the positive and negative control genes in R, we filter out the non expressed genes.

```
fc <- read.table("Peixoto_Additional_inputtext/Peixoto_CC_FC_RT.txt", row.names = 1,
  header = TRUE)
negControls <- read.table("Peixoto_Additional_inputtext/Peixoto_NegativeControls.txt",
  sep = "\t", header = TRUE, as.is = TRUE)
positive <- read.table("Peixoto_Additional_inputtext/Peixoto_positive_controls.txt",
  as.is = TRUE, sep = "\t", header = TRUE)

x <- as.factor(rep(c("CC", "FC", "RT"), each = 5))
names(x) <- colnames(fc)

filter <- apply(fc, 1, function(x) length(x[which(x > 10)])) > 5)
filtered <- as.matrix(fc)[filter, ]

negCon <- intersect(negControls[, 2], rownames(filtered))
FCup <- intersect(positive[positive[, 3] == "UP", 1], rownames(filtered))
FCdown <- intersect(positive[positive[, 3] == "DOWN", 1], rownames(filtered))
RTup <- intersect(positive[positive[, 4] == "UP", 1], rownames(filtered))
RTdown <- intersect(positive[positive[, 4] == "DOWN", 1], rownames(filtered))
```

```
colors <- brewer.pal(9, "Set1")
colLib <- colors[x]
```

## 2.1 Normalization

### 2.1.1 UQ normalization

The *betweenLaneNormalization* function of *EDASeq* implements UQ normalization. We can then use the *plotRLE* and *plotPCA* functions of *EDASeq* to explore the normalized data.

```
uq <- betweenLaneNormalization(filtered, which = "upper")
```

```
plotRLE(uq, col = colLib, outline = FALSE, las = 3, ylim = c(-0.2, 0.2), ylab = "Relative Log Expression",
        cex.axis = 1, cex.lab = 1)
```

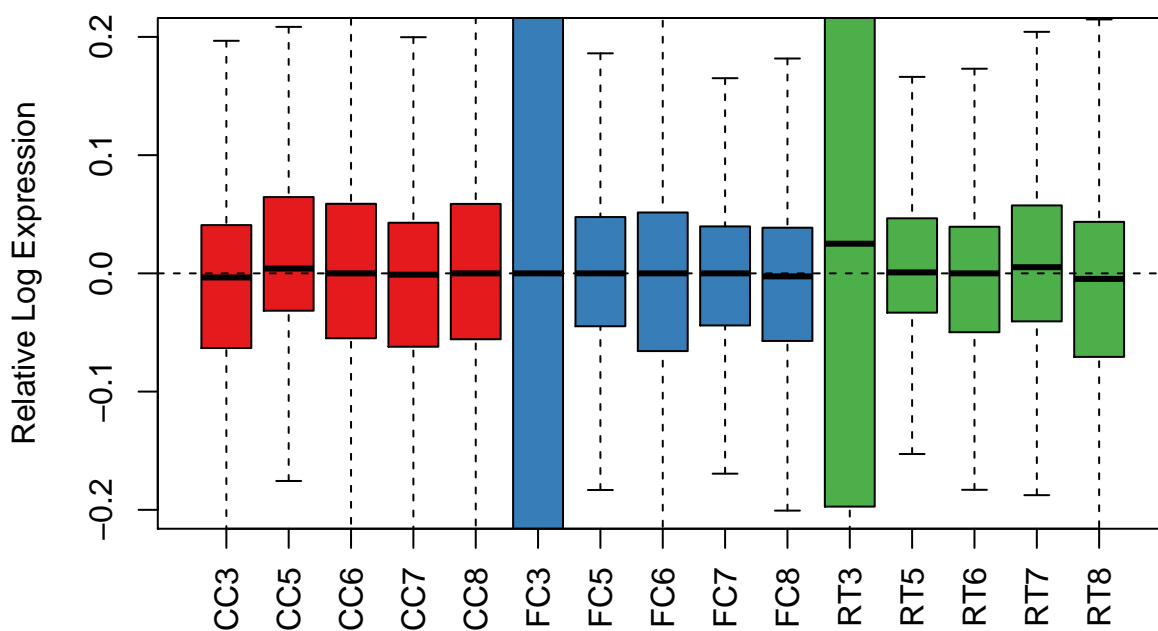

```
plotPCA(uq, col = colLib, cex = 1, cex.axis = 1, cex.lab = 1, xlim = c(-0.6, 0.9),
        ylim = c(-0.7, 0.6))
```

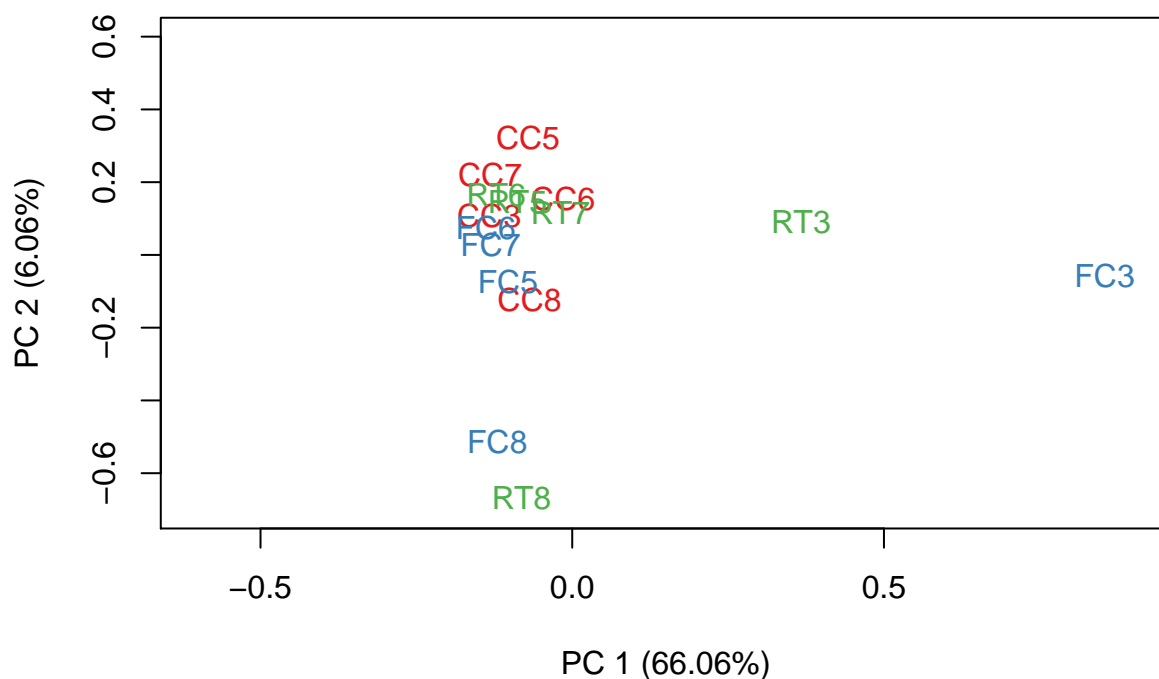

### 2.1.2 RUV normalization

Analogously, we can use the *RUVs* function of *RUVSeq* to normalize the data with RUV. Note that *RUVs* uses replicate samples and negative control genes to normalize the data. We use the biological replicates and a list of negative control genes obtained from a recent microarray study. Here, we use *RUVs* on UQ-normalized data, see (Risso et al. 2014) for additional details.

The information about the replicates is contained in the matrix *groups*, which has as many rows as the number of replicate groups and as many columns as the number of replicates in each group (see the *RUVSeq* package manual for additional details).

```
groups <- matrix(data = c(1:5, 6:10, 11:15), nrow = 3, byrow = TRUE)
groups
```

```
##      [,1] [,2] [,3] [,4] [,5]
## [1,]    1    2    3    4    5
## [2,]    6    7    8    9   10
## [3,]   11   12   13   14   15
```

```
s <- RUVs(uq, negCon, k = 5, groups)
```

```
plotRLE(s$normalizedCounts, col = colLib, outline = FALSE, las = 3, ylim = c(-0.2,
  0.2), ylab = "Relative Log Expression", cex.axis = 1, cex.lab = 1)
```

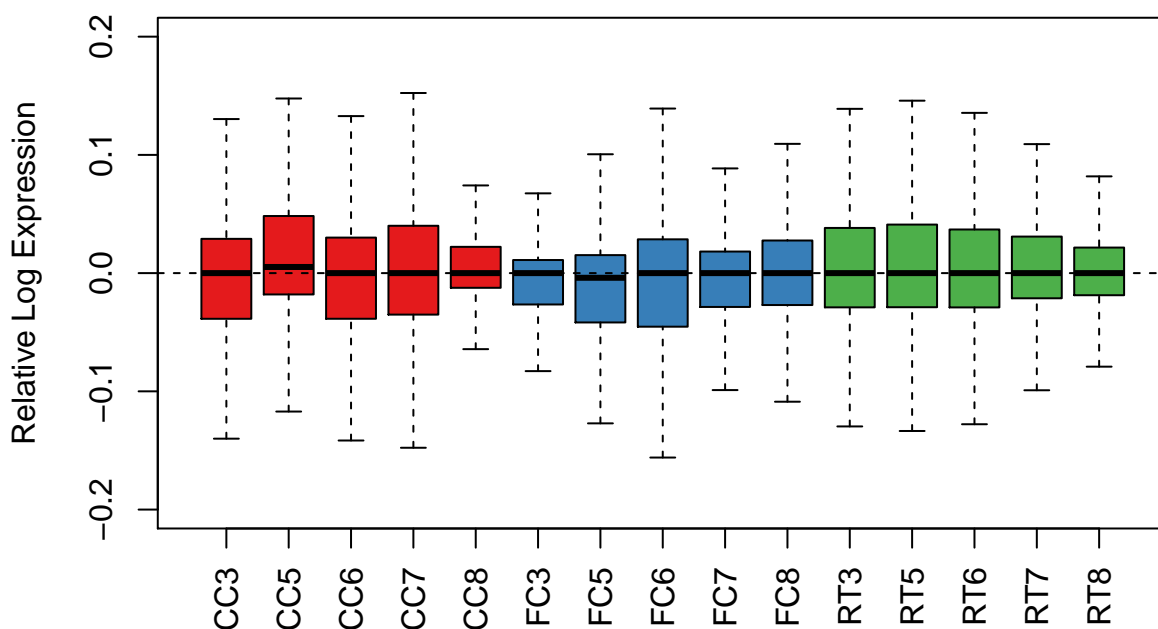

```
plotPCA(s$normalizedCounts, col = collib, cex = 1, cex.axis = 1, cex.lab = 1, xlim = c(-0.6, 0.9), ylim = c(-0.7, 0.6))
```

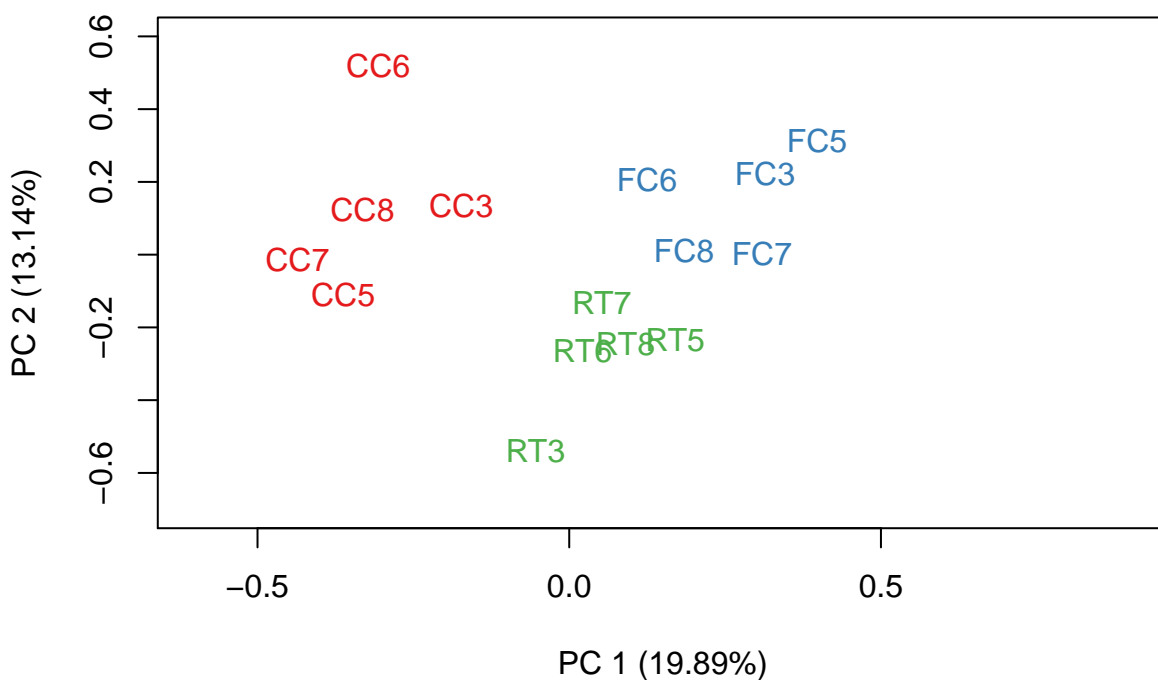

## 2.2 Differential expression

Next, we evaluate the impact of the normalization on differential expression. Note that it is preferable to model the original read counts, adding the normalization factors to the differential expression model, rather than modeling the normalized counts. See (Risso et al. 2014) for a discussion.

Here, we consider *edgeR*, but other count-based models, such as *DESeq* can also be used.

### 2.2.1 UQ normalization

We model the counts with a generalized linear model (GLM), using the group variable `x` as covariate. The design matrix is hence

```
design <- model.matrix(~x)
design
```

```
##      (Intercept) xFC xRT
## 1             1   0   0
## 2             1   0   0
## 3             1   0   0
## 4             1   0   0
## 5             1   0   0
## 6             1   1   0
## 7             1   1   0
## 8             1   1   0
## 9             1   1   0
## 10            1   1   0
## 11            1   0   1
## 12            1   0   1
## 13            1   0   1
## 14            1   0   1
## 15            1   0   1
## attr("assign")
## [1] 0 1 1
## attr("contrasts")
## attr("contrasts")$x
## [1] "contr.treatment"
```

We compute the UQ normalization factors, estimate the dispersion parameters and fit the GLM.

```
y <- DGEList(counts = filtered, group = x)
y <- calcNormFactors(y, method = "upperquartile")

y <- estimateGLMCommonDisp(y, design, verbose = TRUE)

## Disp = 0.04112 , BCV = 0.2028

y <- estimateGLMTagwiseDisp(y, design)

fit <- glmFit(y, design)
```

**FC vs CC.** First, we compare the expression levels after training (FC) to those of the controls (CC).

We expect the distribution of the  $p$ -values to be uniform for the majority of the non DE genes, with a spike at zero corresponding to the DE genes.

```
lrt <- glmLRT(fit, coef = 2)
topUQFC <- topTags(lrt, n = Inf)$table

hist(topUQFC$Pvalue, main = "", xlab = "p-value", breaks = 100, ylim = c(0, 1400))
```

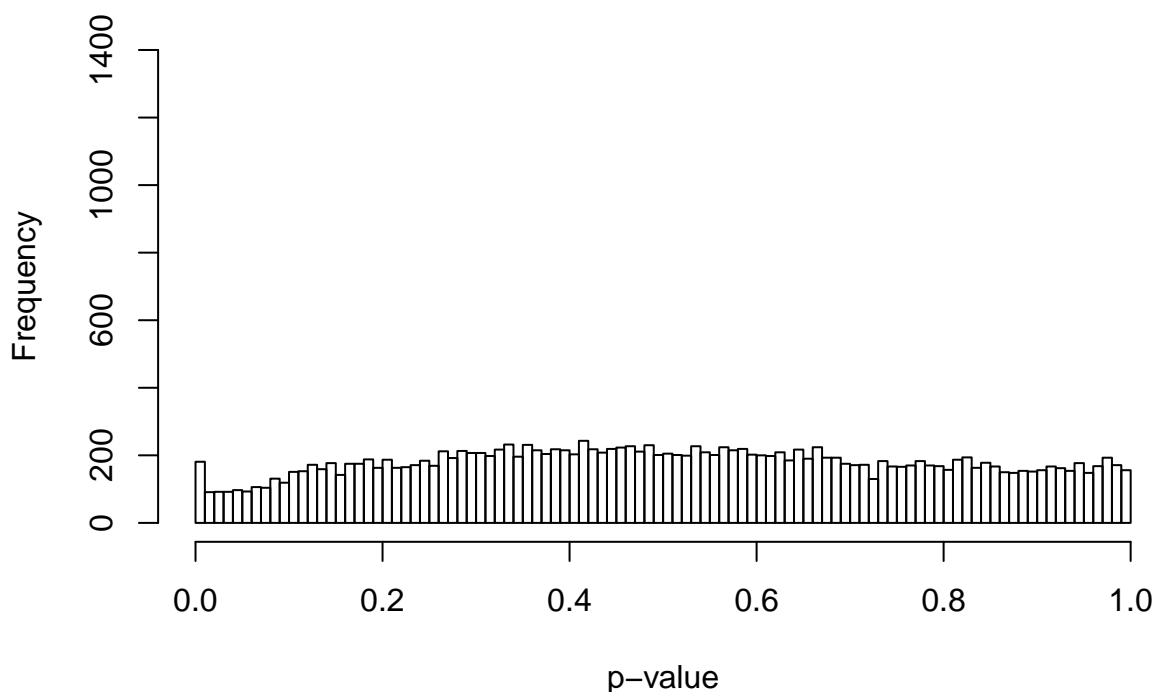

The histogram of the  $p$ -value corresponding to UQ normalization is not ideal.

Additionally, we can look at a “volcano plot,” in which we plot the negative log  $p$ -values vs. the log-fold-change. We expect to see the positive controls (red circles) as high as possible and the negative controls (green circles) as close to zero as possible. The blue points correspond to genes called DE at an FDR of 0.01.

```
plot(topUQFC[, 1], -log10(topUQFC$PValue), pch = 20, col = "gray", cex = 0.5, ylab = "-log10(p-value)",
     xlab = "log2(FC/CC)", ylim = c(0, 85), xlim = c(-2, 4), cex.lab = 1, cex.axis = 1)
de <- rownames(topUQFC[topUQFC$FDR <= 0.01, ])
points(topUQFC[de, 1], -log10(topUQFC[de, "PValue"]), pch = 20, col = colors[2],
      cex = 1)
points(topUQFC[FCup, 1], -log10(topUQFC[FCup, "PValue"]), pch = 1, col = colors[1],
      cex = 1, lwd = 2)
points(topUQFC[FCdown, 1], -log10(topUQFC[FCdown, "PValue"]), pch = 1, col = colors[1],
      cex = 1, lwd = 2)
points(topUQFC[negCon, 1], -log10(topUQFC[negCon, "PValue"]), pch = 1, col = colors[3],
      cex = 1, lwd = 2)
```

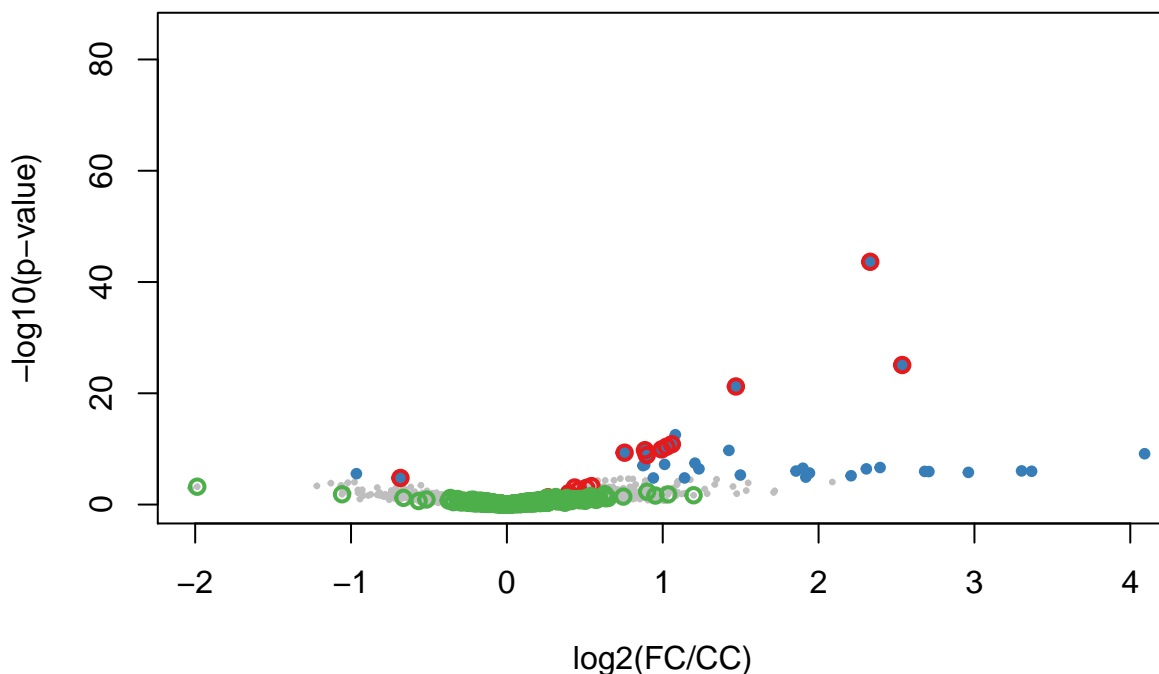

**RT vs. CC.** We also compare the expression levels after retrieval of the memory (RT) to those of the controls (CC).

```
lrt <- glmLRT(fit, coef = 3)
topUQRT <- topTags(lrt, n = Inf)$table

hist(topUQRT$PValue, main = "", xlab = "p-value", breaks = 100, ylim = c(0, 900))
```

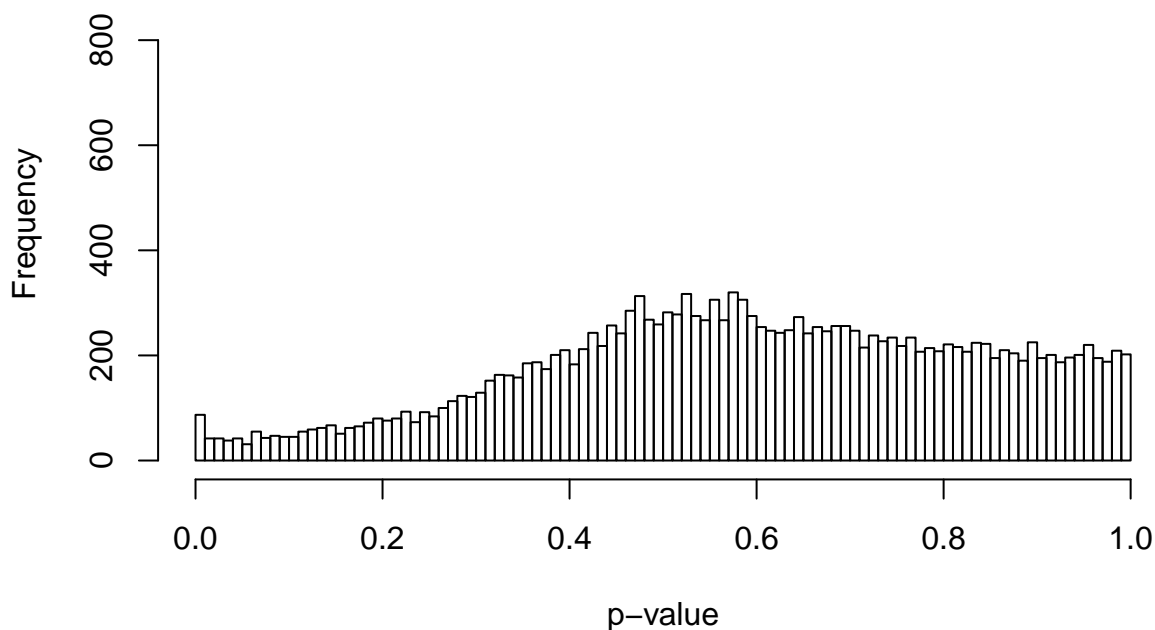

```
plot(topUQRT[, 1], -log10(topUQRT$PValue), pch = 20, col = "gray", cex = 0.5, ylab = "-log10(p-value)",
     xlab = "log2(RT/CC)", ylim = c(0, 65), xlim = c(-2, 2.5), cex.lab = 1, cex.axis = 1)
de <- rownames(topUQRT[topUQRT$FDR <= 0.01, ])
points(topUQRT[de, 1], -log10(topUQRT[de, "PValue"]), pch = 20, col = colors[2],
       cex = 1)
points(topUQRT[RTup, 1], -log10(topUQRT[RTup, "PValue"]), pch = 1, col = colors[1],
```

```

cex = 1, lwd = 2)
points(topUQRT[RTdown, 1], -log10(topUQRT[RTdown, "PValue"]), pch = 1, col = colors[1],
cex = 1, lwd = 2)
points(topUQRT[negCon, 1], -log10(topUQRT[negCon, "PValue"]), pch = 1, col = colors[3],
cex = 1, lwd = 2)

```

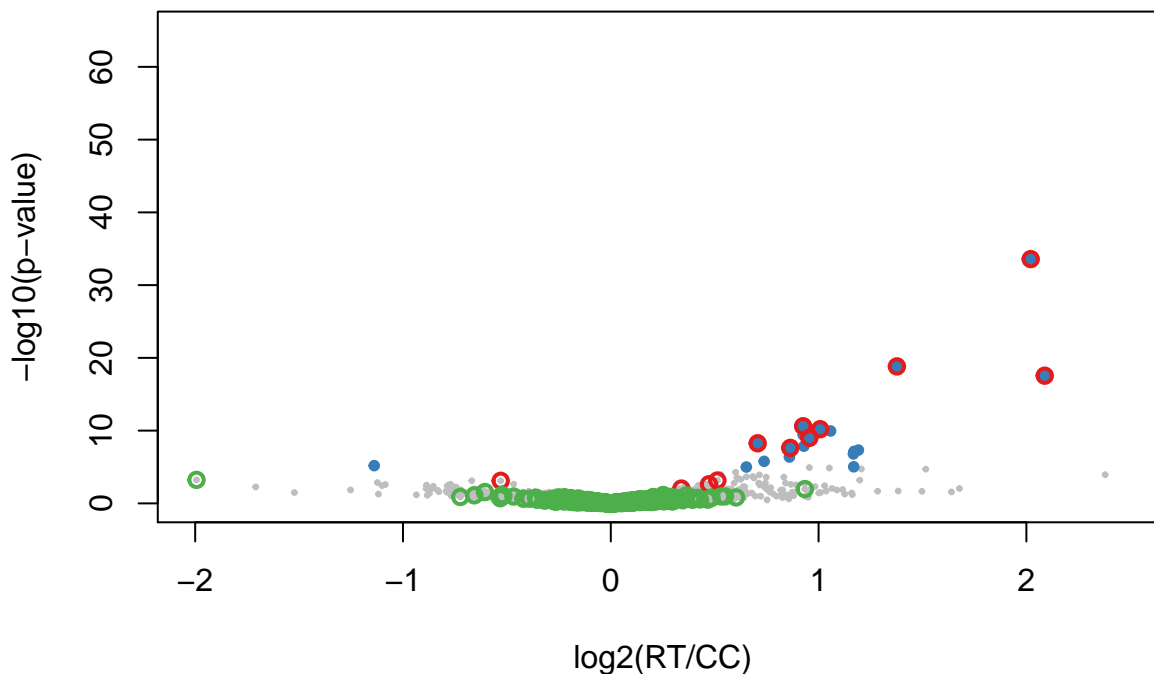

## 2.2.2 RUV normalization

In the RUV approach, we consider the factors of unwanted variation as additional covariates in the GLM (see *risso2014ruv* for details).

```

design <- model.matrix(~x + s$W)
design

```

```

##      (Intercept) xFC xRT      s$WW_1      s$WW_2      s$WW_3      s$WW_4
## 1             1   0   0 0.04043165 -1.5178537 -2.470752 -5.188997
## 2             1   0   0 0.09967579 -1.6652696 -2.807996 -5.466711
## 3             1   0   0 0.15112914 -1.4226748 -2.543977 -5.526913
## 4             1   0   0 0.04354857 -1.6859244 -2.359658 -5.172585
## 5             1   0   0 0.10064759 -1.2120067 -1.728733 -5.907422
## 6             1   1   0 1.03616492 -1.4171129 -2.314199 -5.145315
## 7             1   1   0 0.04705958 -1.5635628 -2.750573 -5.892653
## 8             1   1   0 0.01638110 -1.6412488 -2.334876 -5.488086
## 9             1   1   0 0.02165814 -1.5675696 -2.040667 -5.285826
## 10            1   1   0 0.03511239 -1.0567208 -2.478183 -5.339183
## 11            1   0   1 0.54678220 -1.5385567 -2.514049 -5.999072
## 12            1   0   1 0.06766670 -1.7849279 -2.224247 -5.404268
## 13            1   0   1 0.03320416 -1.5453762 -2.302969 -5.237210
## 14            1   0   1 0.14742538 -1.6153858 -2.346276 -5.559301
## 15            1   0   1 0.07140432 -0.7276544 -2.603699 -5.384926
##              s$WW_5
## 1 -1.541330

```

```
## 2 -1.230319
## 3 -1.876568
## 4 -1.046862
## 5 -1.109745
## 6 -1.217443
## 7 -1.131867
## 8 -1.154119
## 9 -1.870579
## 10 -1.507956
## 11 -1.677098
## 12 -1.382377
## 13 -1.200236
## 14 -1.695319
## 15 -1.351004
## attr("assign")
## [1] 0 1 1 2 2 2 2 2
## attr("contrasts")
## attr("contrasts")$x
## [1] "contr.treatment"
```

We compute the UQ normalization factors, estimate the dispersion parameters and fit the GLM.

```
y <- DGEList(counts = filtered, group = x)
y <- calcNormFactors(y, method = "upperquartile")

y <- estimateGLMCommonDisp(y, design)
y <- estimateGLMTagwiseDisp(y, design)

fit <- glmFit(y, design)
```

**FC vs CC.** First, we compare the expression levels after training (FC) to those of the controls (CC).

```
lrt <- glmLRT(fit, coef = 2)
topRsFC <- topTags(lrt, n = Inf)$table

hist(topRsFC$PValue, main = "", xlab = "p-value", breaks = 100, ylim = c(0, 1400))
```

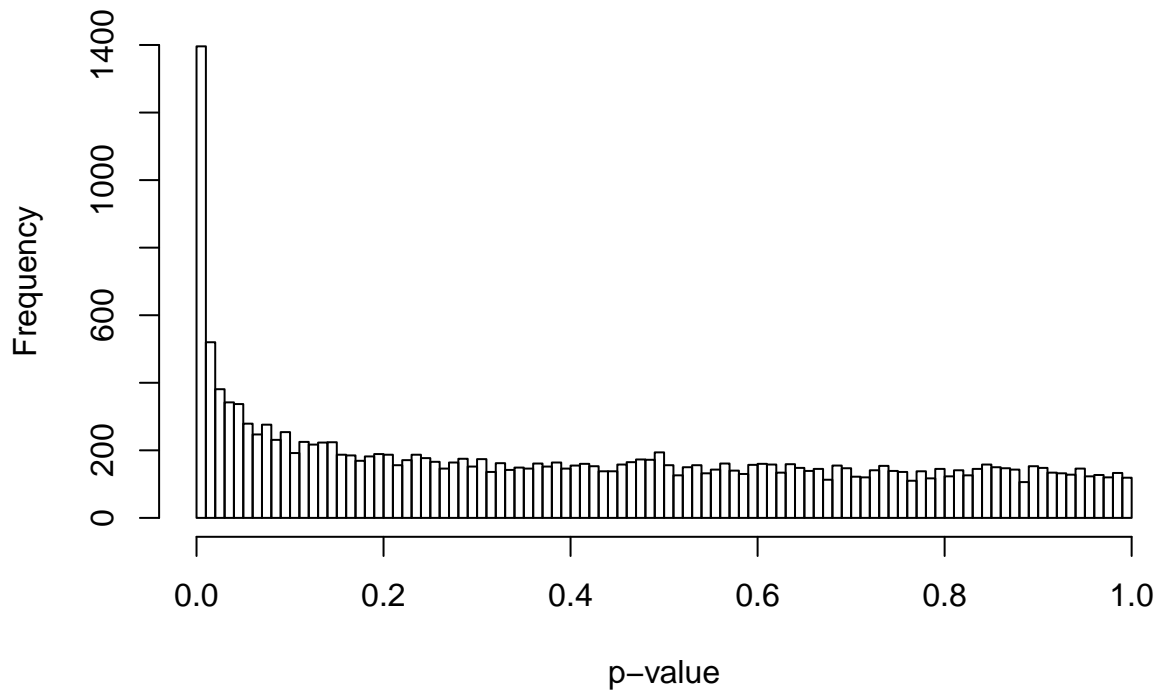

```
plot(topRsFC[, 1], -log10(topRsFC$PValue), pch = 20, col = "gray", cex = 0.5, ylab = "-log10(p-value)",
     xlab = "log2(FC/CC)", ylim = c(0, 85), xlim = c(-2, 4), cex.lab = 1, cex.axis = 1)
de <- rownames(topRsFC[topRsFC$FDR <= 0.01, ])
points(topRsFC[de, 1], -log10(topRsFC[de, "PValue"]), pch = 20, col = colors[2],
       cex = 1)
points(topRsFC[FCup, 1], -log10(topRsFC[FCup, "PValue"]), pch = 1, col = colors[1],
       cex = 1, lwd = 2)
points(topRsFC[FCdown, 1], -log10(topRsFC[FCdown, "PValue"]), pch = 1, col = colors[1],
       cex = 1, lwd = 2)
points(topRsFC[negCon, 1], -log10(topRsFC[negCon, "PValue"]), pch = 1, col = colors[3],
       cex = 1, lwd = 2)
```

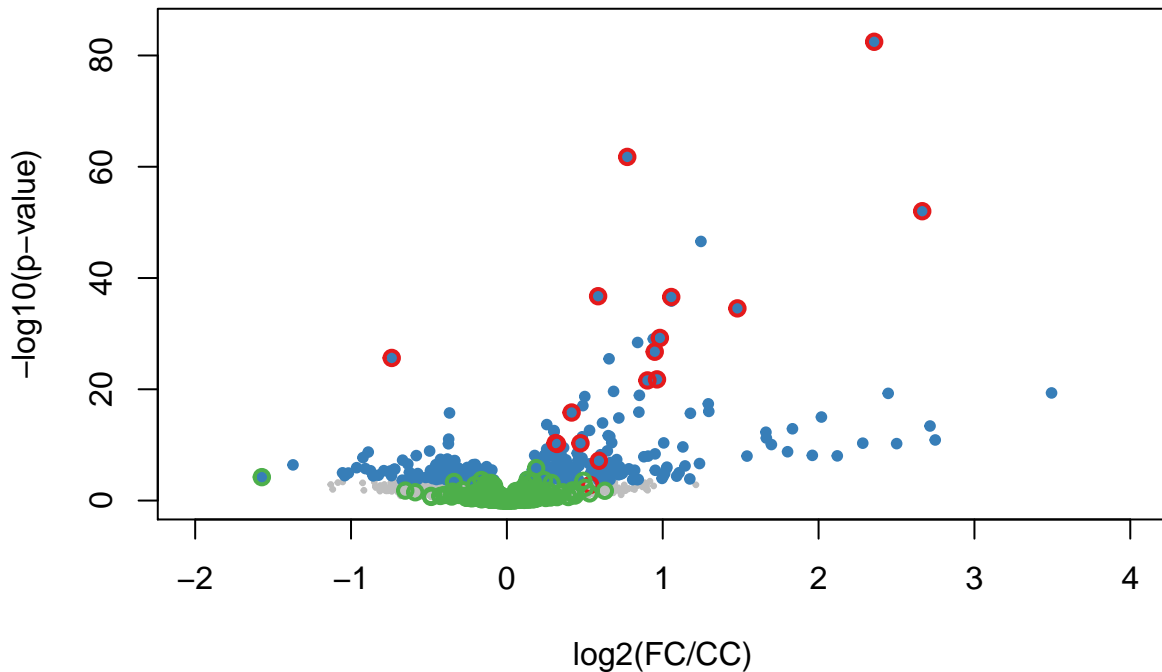

The histogram looks like expected and the volcano plot shows that we obtain smaller  $p$ -values for the positive controls, while the negative controls are still close to one (zero in the  $-\log$  scale). We also detect more genes as DE, suggesting more power, although the DE genes might be a mixture of true and false positives.

**RT vs. CC.** We also compare the expression levels after retrieval of the memory (RT) to those of the controls (CC).

```
lrt <- glmLRT(fit, coef = 3)
topRsRT <- topTags(lrt, n = Inf)$table
hist(topRsRT$PValue, main = "", xlab = "p-value", breaks = 100, ylim = c(0, 900))
```

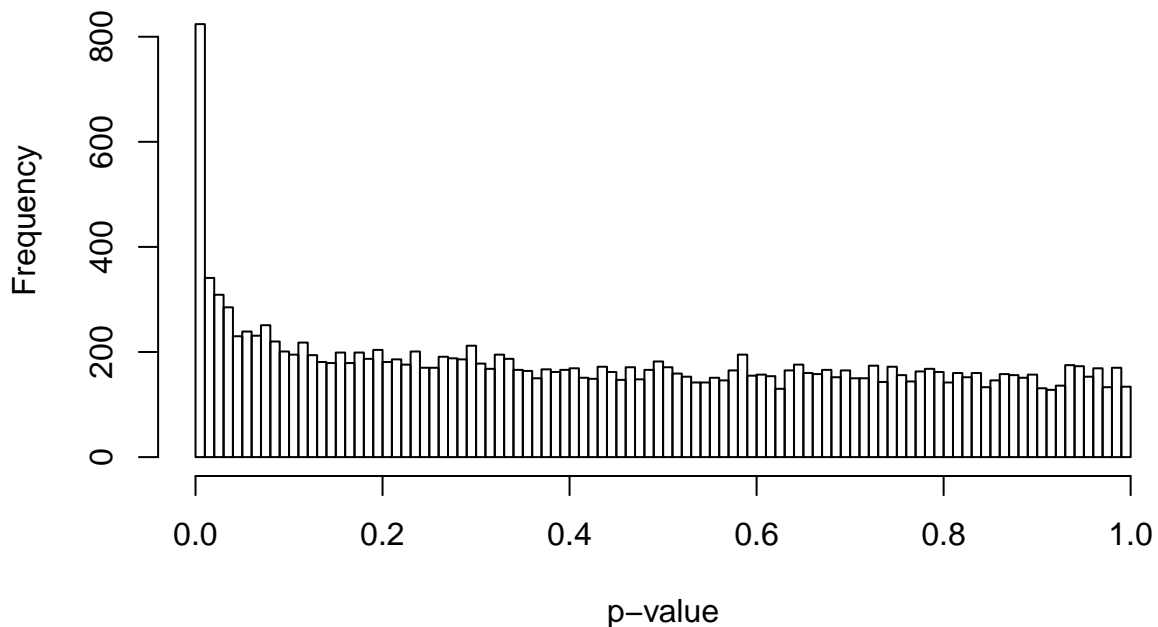

```
plot(topRsRT[, 1], -log10(topRsRT$PValue), pch = 20, col = "gray", cex = 0.5, ylab = "-log10(p-value)",
     xlab = "log2(RT/CC)", ylim = c(0, 65), xlim = c(-2, 2.5), cex.lab = 1, cex.axis = 1)
de <- rownames(topRsRT[topRsRT$FDR <= 0.01, ])
```

```

points(topRsRT[de, 1], -log10(topRsRT[de, "PValue"]), pch = 20, col = colors[2],
       cex = 1)
points(topRsRT[RTup, 1], -log10(topRsRT[RTup, "PValue"]), pch = 1, col = colors[1],
       cex = 1, lwd = 2)
points(topRsRT[RTdown, 1], -log10(topRsRT[RTdown, "PValue"]), pch = 1, col = colors[1],
       cex = 1, lwd = 2)
points(topRsRT[negCon, 1], -log10(topRsRT[negCon, "PValue"]), pch = 1, col = colors[3],
       cex = 1, lwd = 2)

```

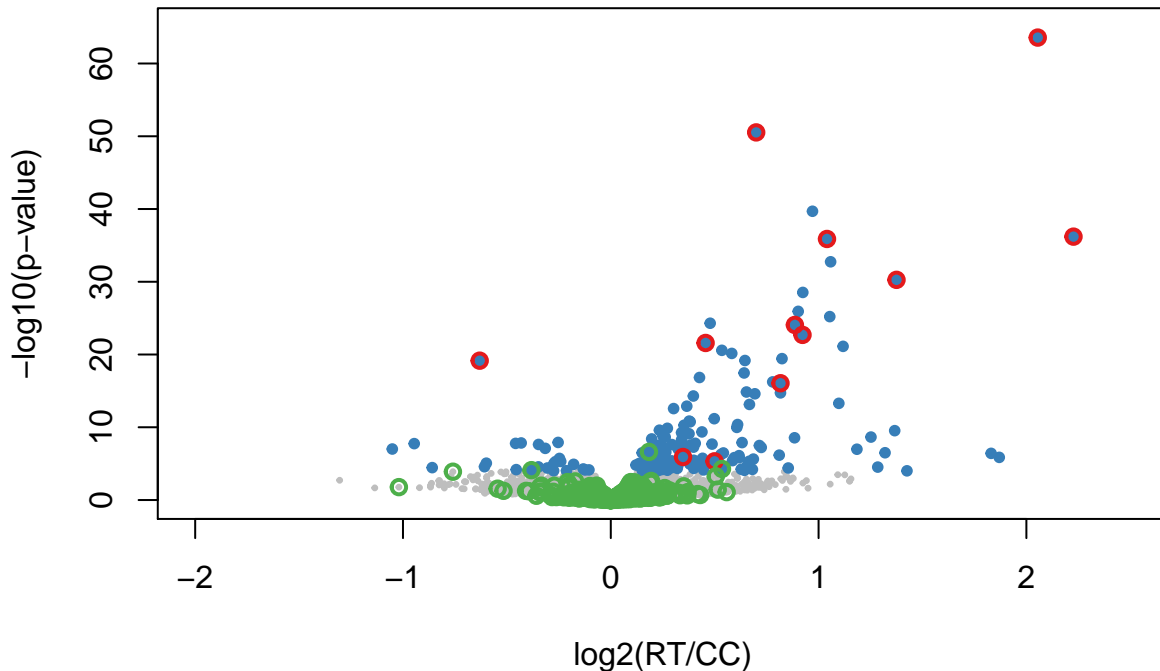

### 3 Object Location Memory (OLM) data

We next look at the OLM experiment. After reading the OLM counts into R, we filter out the non expressed genes.

```

olm <- read.table("Peixoto_Additional_inputtext/Peixoto_OLM_HC.txt", row.names = 1,
                  header = TRUE)
stopifnot(all(rownames(olm) == rownames(fc)))

x <- as.factor(rep(c("HC", "OLM"), each = 6))
names(x) <- colnames(olm)
colLib <- colors[x]

filter <- apply(olm, 1, function(x) length(x[which(x > 10)]) > 5)
filtered <- as.matrix(olm[filter, ])

negCon <- intersect(negControls[, 2], rownames(filtered))
OLMup <- intersect(positive[positive[, 5] == "UP", 1], rownames(filtered))
OLMdown <- intersect(positive[positive[, 5] == "DOWN", 1], rownames(filtered))

```

### 3.1 Normalization

As for the FC experiment, we consider UQ and RUVs normalizations.

#### 3.1.1 UQ normalization

```
uqOLM <- betweenLaneNormalization(filtered, which = "upper")

plotRLE(uqOLM, col = colLib, outline = FALSE, las = 3, ylim = c(-0.2, 0.2), ylab = "Relative Log Expression",
  cex.axis = 1, cex.lab = 1)
```

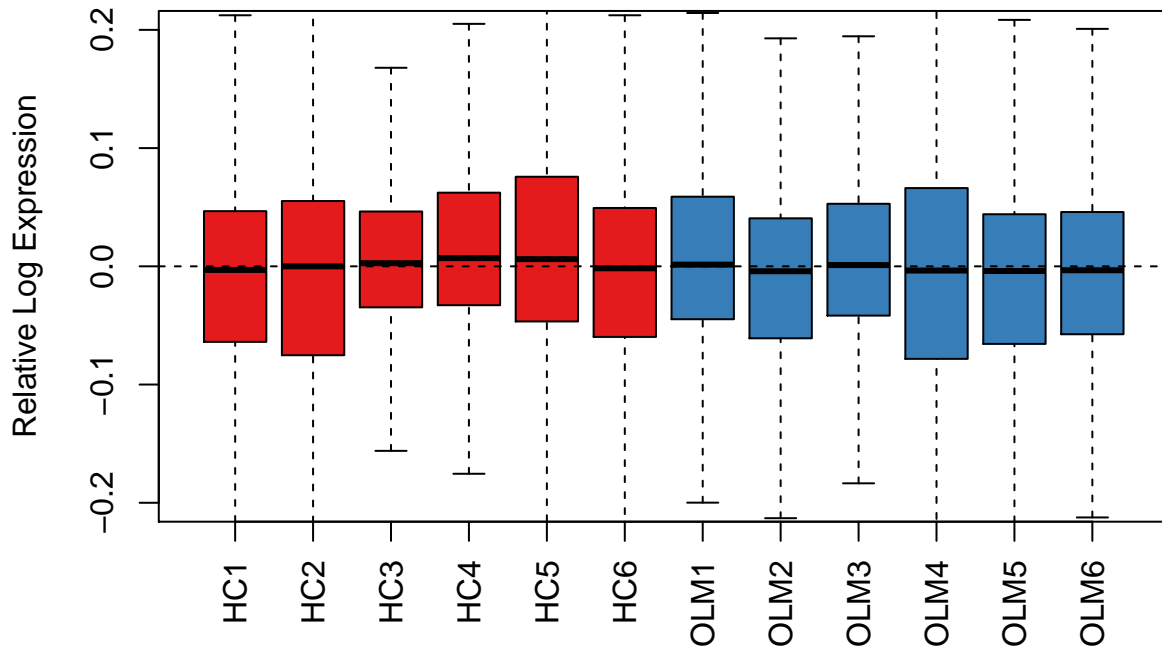

```
plotPCA(uqOLM, col = colLib, cex = 1, cex.axis = 1, cex.lab = 1, xlim = c(-0.7, 0.7),
  ylim = c(-0.7, 0.7))
```

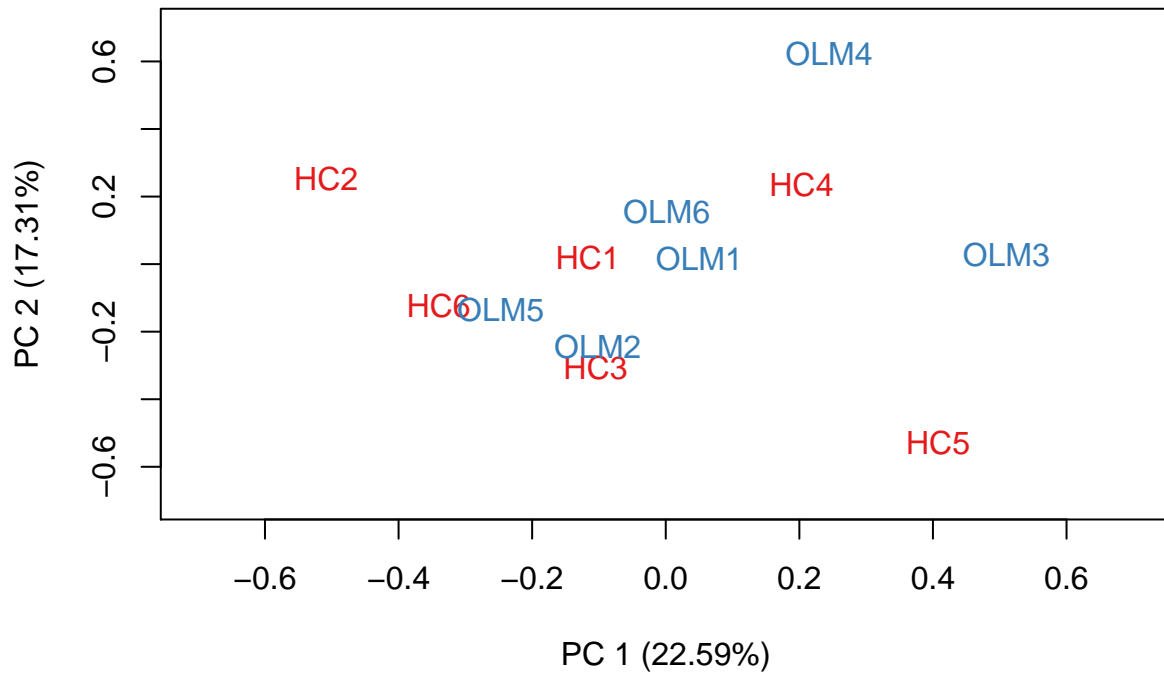

Although the RLE plot looks good, the samples do not cluster by treatment.

### 3.1.2 RUV normalization

```
groups <- matrix(data = c(1:6, 7:12), nrow = 2, byrow = TRUE)

sOLM <- RUVs(uqOLM, negCon, k = 4, groups)

plotRLE(sOLM$normalizedCounts, col = colLib, outline = FALSE, las = 3, ylim = c(-0.2,
0.2), ylab = "Relative Log Expression", cex.axis = 1, cex.lab = 1)
```

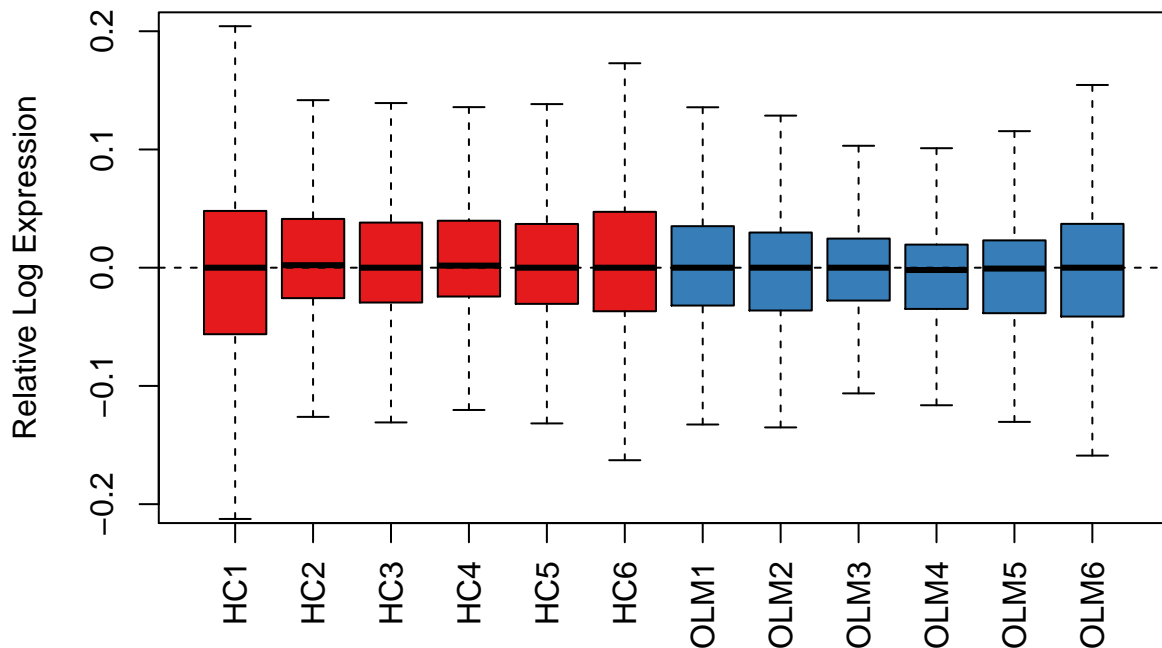

```
plotPCA(sOLM$normalizedCounts, col = colLib, cex = 1, cex.axis = 1, cex.lab = 1,
        xlim = c(-0.7, 0.7), ylim = c(-0.7, 0.7))
```

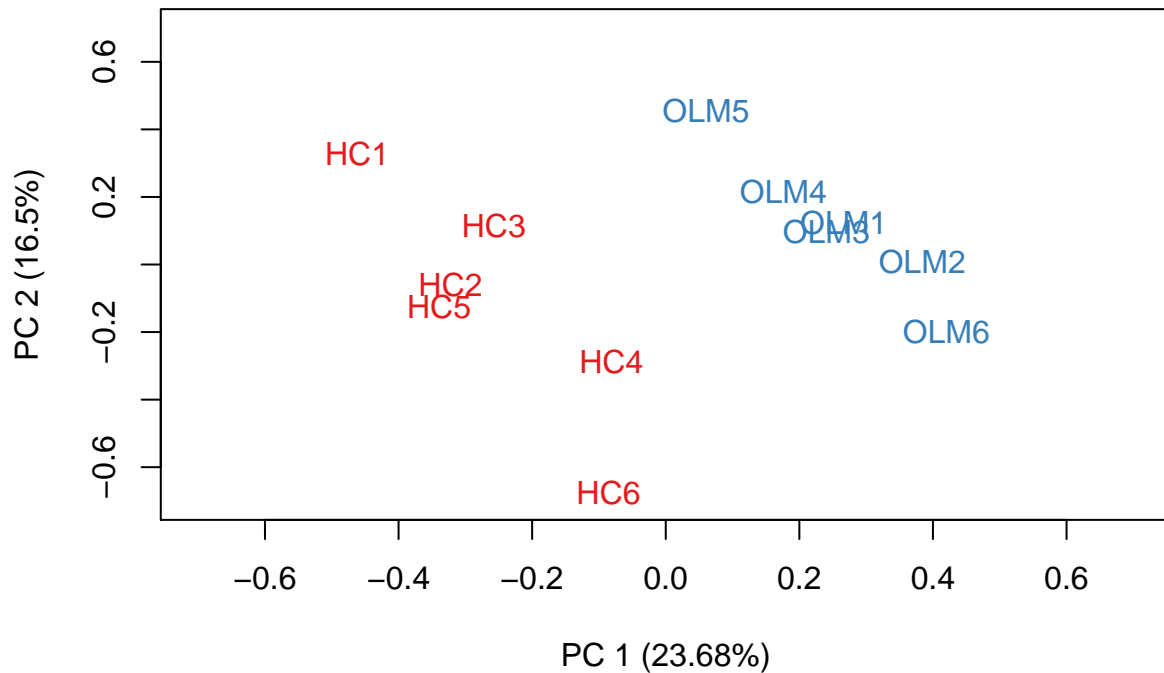

The RLE plot is still looking good and the samples now cluster by treatment in the space of the first two principal components.

## 3.2 Differential expression

### 3.2.1 UQ normalization

```
design <- model.matrix(~x)
y <- DGEList(counts = filtered, group = x)
y <- calcNormFactors(y, method = "upperquartile")

y <- estimateGLMCommonDisp(y, design, verbose = TRUE)

## Disp = 0.01073 , BCV = 0.1036

y <- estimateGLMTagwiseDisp(y, design)
fit <- glmFit(y, design)

lrt <- glmLRT(fit, coef = 2)
topUQOLM <- topTags(lrt, n = Inf)$table

hist(topUQOLM$PValue, main = "", xlab = "p-value", breaks = 100, ylim = c(0, 600))
```

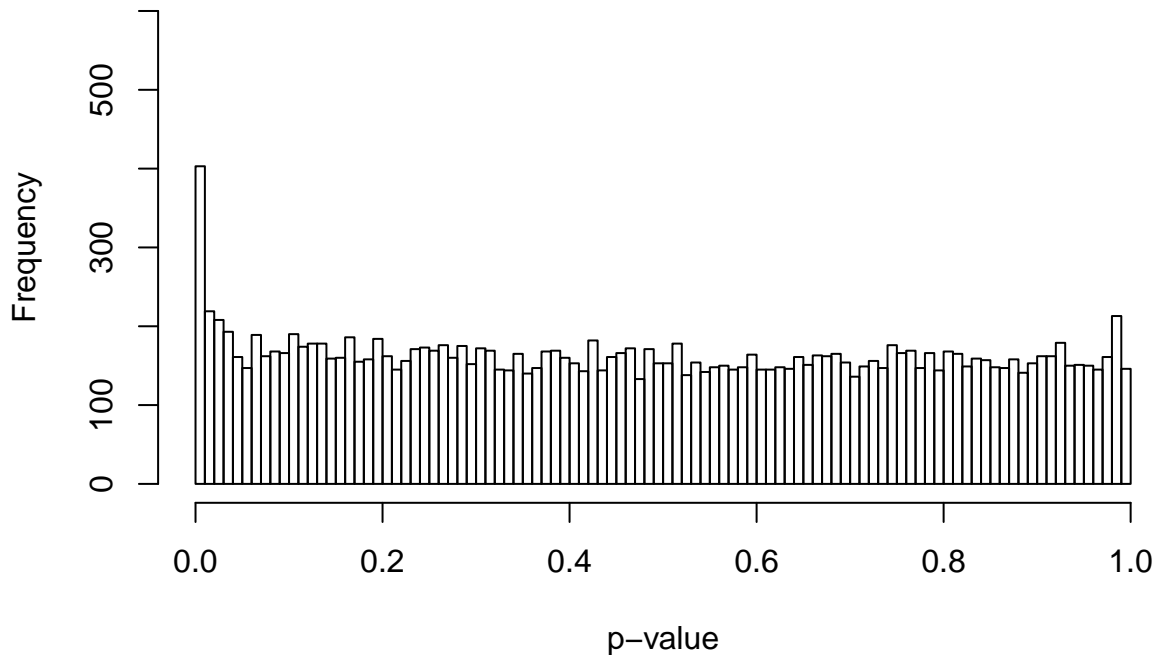

```
plot(topUQOLM[, 1], -log10(topUQOLM$PValue), pch = 20, col = "gray", cex = 0.5, ylab = "-log10(p-value)",
     xlab = "log2(OLM/HC)", ylim = c(0, 80), xlim = c(-3, 3), cex.lab = 1, cex.axis = 1)
de <- rownames(topUQOLM[topUQOLM$FDR <= 0.01, ])
points(topUQOLM[de, 1], -log10(topUQOLM[de, "PValue"]), pch = 20, col = colors[2],
       cex = 1)
points(topUQOLM[OLMup, 1], -log10(topUQOLM[OLMup, "PValue"]), pch = 1, col = colors[1],
       cex = 1, lwd = 2)
points(topUQOLM[OLMdown, 1], -log10(topUQOLM[OLMdown, "PValue"]), pch = 1, col = colors[1],
       cex = 1, lwd = 2)
points(topUQOLM[negCon, 1], -log10(topUQOLM[negCon, "PValue"]), pch = 1, col = colors[3],
       cex = 1, lwd = 2)
```

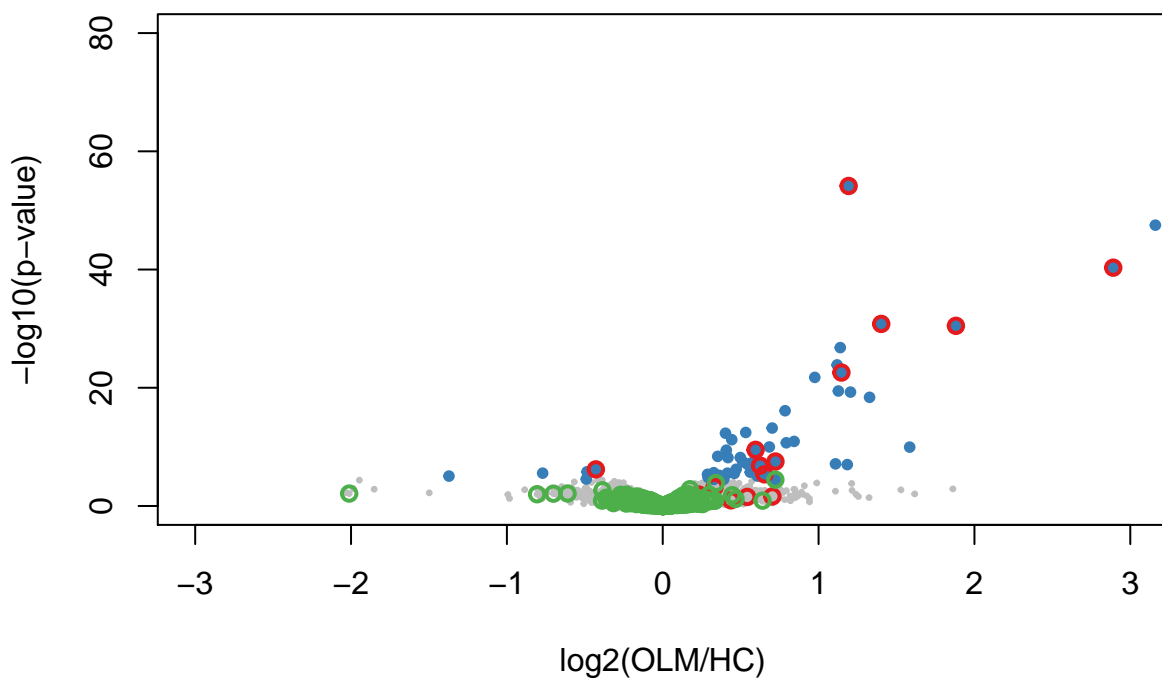

### 3.2.2 RUV normalization

```
design <- model.matrix(~x + sOLM$W)

y <- DGEList(counts = filtered, group = x)
y <- calcNormFactors(y, method = "upperquartile")

y <- estimateGLMCommonDisp(y, design)
y <- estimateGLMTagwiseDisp(y, design)

fit <- glmFit(y, design)

lrt <- glmLRT(fit, coef = 2)
topSOLM <- topTags(lrt, n = Inf)$table

hist(topSOLM$PValue, main = "", xlab = "p-value", breaks = 100, ylim = c(0, 600))
```

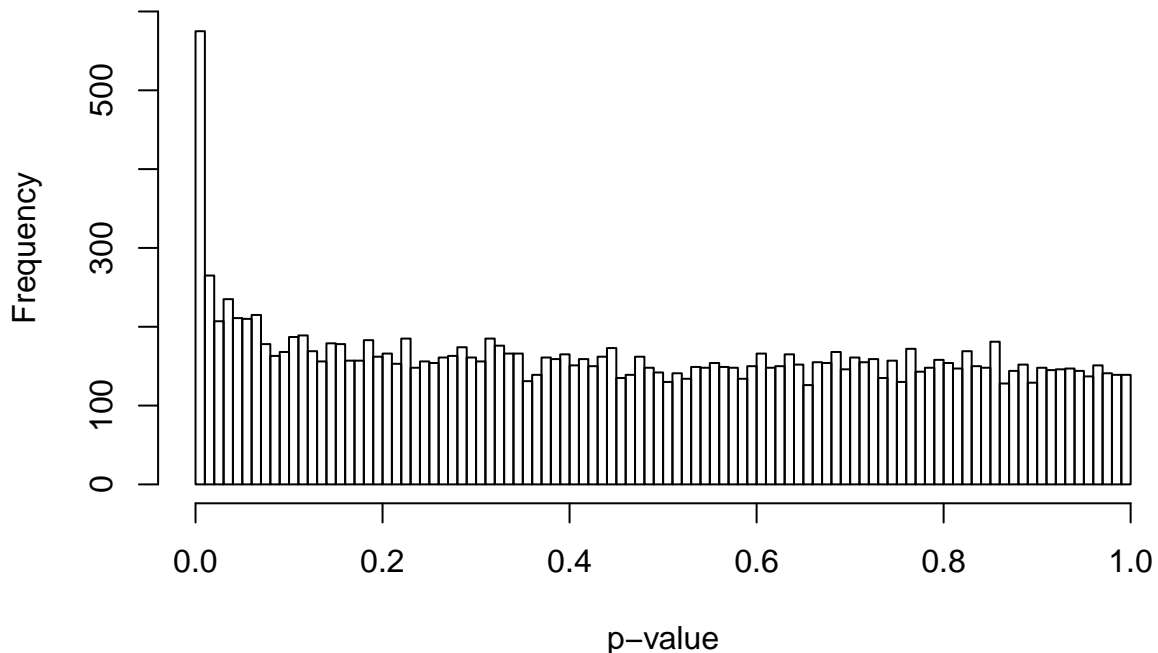

```
plot(topSOLM[, 1], -log10(topSOLM$PValue), pch = 20, col = "gray", cex = 0.5, ylab = "-log10(p-value)",
      xlab = "log2(OLM/HC)", ylim = c(0, 80), xlim = c(-3, 3), cex.lab = 1, cex.axis = 1)
de <- rownames(topSOLM[topSOLM$FDR <= 0.01, ])
points(topSOLM[de, 1], -log10(topSOLM[de, "PValue"]), pch = 20, col = colors[2],
       cex = 1)
points(topSOLM[OLMup, 1], -log10(topSOLM[OLMup, "PValue"]), pch = 1, col = colors[1],
       cex = 1, lwd = 2)
points(topSOLM[OLMdown, 1], -log10(topSOLM[OLMdown, "PValue"]), pch = 1, col = colors[1],
       cex = 1, lwd = 2)
points(topSOLM[negCon, 1], -log10(topSOLM[negCon, "PValue"]), pch = 1, col = colors[3],
       cex = 1, lwd = 2)
```

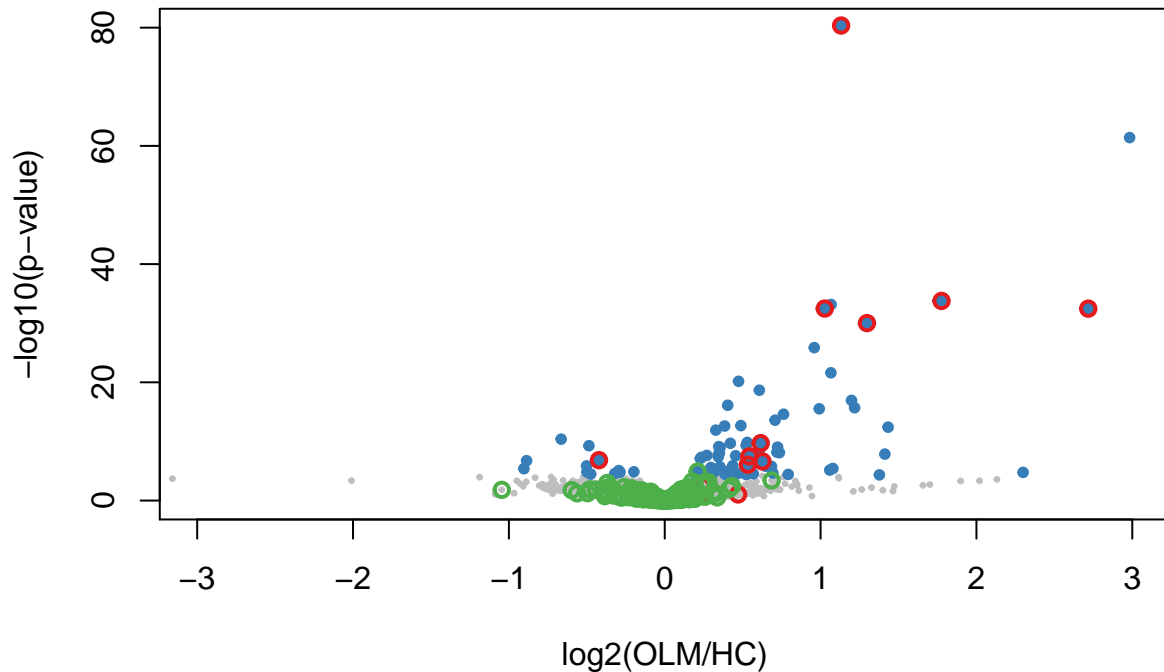

The histograms of the  $p$ -values look good for both normalizations. The volcano plots show that RUV leads to smaller  $p$ -values for the positive controls.

## 4 Combined Analysis

In this section, we consider a combined analysis of the FC and OLM experiments.

```
counts <- cbind(olm, fc[, !grepl("RT", colnames(fc))])
batch <- as.factor(c(rep("lab1", 12), rep("lab2", 10)))
x <- as.factor(c(rep(c("CC", "OLM"), each = 6), rep(c("CC", "FC"), each = 5)))
names(x) <- names(batch) <- colnames(counts)
colors <- brewer.pal(9, "Set1")
colLib <- colors[x]
colBatch <- colors[4:5][batch]

filter <- apply(counts, 1, function(x) length(x[which(x > 10)]) > 5)
filtered <- as.matrix(counts[filter, ])
negCon <- intersect(negControls[, 2], rownames(filtered))
```

### 4.1 Normalization

#### 4.1.1 UQ normalization

```
uqCombined <- betweenLaneNormalization(filtered, which = "upper")

How the deposited data were processed for this re-analysis (not part of the article)

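Hippocampal polyA RNA of CC, FC and RT mice was sequenced in 15 libraries, 5 per group. The authors aligned the reads with GSNAP to mm9, kept uniquely and concordantly mapped pairs, and made the deposited counts per Ensembl gene with HTSeq 0.6.1; the values are raw read counts that no normalization has changed. Totals ranged from 35731428 to 62555543 reads per library with a median of 52154887, and the 14 libraries listed in the copy of Additional Table 2 had totals equal to the table's. All 37310 identifiers matched the authors' annotation, from which symbols, biotypes and mm9 positions were taken.

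Of the 28657 genes with any count, the 18008 with more than 10 reads in more than 5 libraries were tested, as in the study's code; the filter as worded in the text of the article keeps 18362. Expression was modelled in R 4.3.3 with edgeR 4.0.16, all 15 libraries in 1 negative binomial model, with a likelihood ratio test and an FDR threshold of 0.01. UQ is upper-quartile normalization. RUVs was written anew from its published algorithm, with 5 factors and the study's 625 negative control genes, all of which were tested; its factors were checked against those printed in the study's supplementary code. The 34 and 403 genes that the authors call between FC and CC were all recovered. Other tests and models were the quasi-likelihood test of edgeR, DESeq2 1.42.0, TMM factors, other filters, other numbers of RUVs factors, RUVg, RUVs with all genes as controls (RUVall) and svaseq from sva 3.50.0. PEER, and enrichment of KEGG terms with DAVID, were not used here. Relative log expression is the natural log of the normalized count plus 1, less the gene's median over the libraries. Silhouette widths came from cluster 2.1.8.1.

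Gene lists were written by hand, before the data were examined except where the end of this paragraph says otherwise, with 3 kinds of result for each: genes past the FDR threshold over all tested genes, genes past it adjusted over the list alone, and camera of limma 3.58.1, with a preset correlation of 0.01 between genes and with an estimated one, at an adjusted p of 0.05. The lists hold immediate early transcription factors, activity-induced effectors, feedback genes of MAP kinases, MAPK cascades, NF-kB and Toll-like receptor signalling, T-cell receptor signalling, insulin and PI3K signalling, GnRH and Gq signalling, calcium signalling, interferon response, glucocorticoid response, the circadian clock, cholesterol synthesis, heat shock, splicing kinases and SR proteins, choroid plexus, ependyma, endothelium and pericytes, meninges, microglia, astrocytes, oligodendrocytes, blood, CA1, CA3 and CA2, dentate gyrus, interneurons, thalamus and habenula, neocortex, striatum, ribosomal proteins, mitochondrially encoded genes, nuclear genes of oxidative phosphorylation, RNAs without a polyA tail and glutamate synapses, besides the study's positive controls for FC and for RT. The FC vs CC values in the paper's supplementary table, which come from these same libraries, had been seen when the lists of positive controls for FC, immediate early transcription factors, effectors, MAP kinase feedback, interferon response and choroid plexus were written, and in part for the glucocorticoid, endothelial and polyA-free lists.

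Genes are named by a rule. It takes Arc, Fos and Dusp1 and the positive controls; for FC vs CC and for RT vs CC the 8 largest rises and the 8 largest falls among called genes that are not weakly expressed and that lie on the same side of the CC mean in all 5 libraries; for FC vs RT the 5 largest in each direction; and 2 to 4 members of each list with the smallest p. The FC vs CC fold changes in the paper's supplementary table had been seen when this rule was written, and no value of RT vs CC or FC vs RT had.

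For FC and RT libraries with the same number, the deviations from the group means had correlations of 0.352 to 0.91 across 15787 genes, which are not independent replicates, against a median of 0.185 and at most 0.64 between different numbers; 8 of the 10 libraries were nearest to the one of their own number. Without the number 3 libraries the range was 0.113 to 0.581, against a median of -0.076 and at most 0.198. Between CC and FC or RT, the only values above 0.1 for the same number were those of CC7 (0.33 with FC7 and 0.103 with RT7), below the highest between different numbers (0.483 and 0.516). Without the number 3 libraries the highest for the same number was 0.208 between CC and FC, above 0.103 between different numbers. Between CC and RT it was 0.108, below 0.341. A model with the number as a block was therefore fitted as well, and its value is given beside the comparison of FC with RT. Tests on simulated data of the same size, with 50 genes changed at each of 4 fold changes and factors of unwanted variation like those in the data, recovered 76% of 1.25-fold, 84% of 1.5-fold, 94% of 2-fold and 100% of 4-fold changes after RUVs, and 0%, 42%, 66% and 98% after UQ. Of the 189 genes called after RUVs in those data 12 had not been changed, a larger share than the FDR threshold. Among unchanged simulated genes 5.83% had an unadjusted p under 0.05 for FC vs CC after RUVs (edgeR). In the real data 74 of the 625 negative control genes did, a larger share. The simulated data therefore do not match the real data in this respect. The recovered shares hold for the simulated setting only and do not measure the power of RUVs or UQ in the real data. Each of the 3 comparisons was repeated on 100 of the 126 splits of its 10 libraries into 5 and 5, under each alternative, and without each library in turn. No sample was left out of the main results. The values of some genes that the rule names are not reported here.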

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

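Of the tests in this part, those of library size, of the choroid plexus response to fear conditioning, of the choroid plexus scores within pairs and all those of the number 8 libraries were chosen only after the result was seen. Single libraries were compared with the other 4 of their group in 140 groups of values, and 15 lay far out; chance alone gives about 1 in 20.

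FC3 and RT3 had interquartile ranges of relative log expression of 0.828 and 0.436 after UQ, against 0.0838 to 0.117 in the other FC libraries and 0.0798 to 0.114 in the other RT libraries. After a smooth trend with exonic length and GC content was removed, FC3 still had 0.595 and RT3 0.308. The highest of the other 13 libraries had 0.112, so such a trend is not the whole cause. The trend explained 18.7% in FC3 and 21.5% in RT3, against at most 7.4%, in FC6, among the others. Correlations with length were -0.421 and -0.487, and those of the others ran from -0.268 (RT7) to 0.291 (CC7). Part of the spread of FC3 and RT3 thus goes with length and GC content. The total of FC3, 52697748 reads, lies within the range of the other 13 libraries (35731428 to 62555543), which argues against library size. The deviation of FC3 from the other FC libraries had a correlation of -0.322 with their difference from CC across genes, which are not independent replicates. This met neither bound set for a response to the treatment. The mean of the other FC libraries enters both quantities with opposite signs, which by itself lowers the correlation. A version with the difference taken from the RT libraries gave -0.266. FC and RT libraries of the same number were alike, so that version is not free of this link either. Neither version therefore decides the question, and a response to the treatment stays open. The deviations of FC3 and RT3, which carry the same number, had a correlation of 0.878 across genes, CC3 of that number had a range of 0.104 after UQ, and no batch label tells what FC3 and RT3 share.

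Choroid plexus genes, which the paper does not discuss, were higher in FC than in CC for 27 of 32 genes after RUVs, and Ttr reached 2332 to 46548 counts in FC against 547 to 1153 in CC. Without FC5 the median log2 fold change was 0.76 (15 of 32 genes higher) and without FC5 and FC8 it was 0.49 (5 higher), which argues against FC5 as the whole cause. The genes rose and fell together over the 5 FC libraries (median pairwise correlation 0.771, 0.04 in CC and -0.001 for random genes of like abundance), so choroid plexus tissue carried over in varying amount may contribute. In all 5 FC libraries the score lay above every CC library, but the list was written with FC vs CC values of these libraries in view, so this cannot test a response to fear conditioning, which stays open. FC had a higher score than the RT library of the same number in all 5 pairs (exact permutation p 0.0625 within pairs, the smallest that 5 pairs allow, and 0.222 without pairing), which does not settle whether FC and RT differ. Enpp2, which other brain cells also express, had 8234 to 9144 counts in CC. It had 6908 in FC3, below every CC library, and from 9833 (FC7) to 29817 (FC5) in the other FC libraries.

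CC8, FC8 and RT8 had more counts than the other 12 libraries for 5 of the 5 tested mitochondrial genes with at least 95% of their 50-base words in the nuclear genome, and for none of the 7 tested with under 50% (mt-Co3, mt-Co2 and mt-Atp6 were among the 5). A general sharing of reads between near-identical copies is argued against by the 640 nuclear genes with at least 50% shared words: the lowest of the 3 medians was -0.048, where another library reached 0.343. Counted reads made up 93.51% of the aligned reads in CC8 and 96.02% in FC8, against at most 92.22% in the libraries of other numbers in the paper's table, so different handling of reads or libraries of number 8 may contribute. RT8 has no value in that table, so this rests on CC8 and FC8 alone. What differed is not stated and stays open; no biological explanation was tested. Without CC8, FC8 and RT8, RT vs CC gave 276 genes after RUVs against 182, and FC vs RT 69 against 22. FC vs CC gave 577 against 403, with 267 higher and 310 lower against 237 and 166.

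CC8 also had the narrowest relative log expression of CC after RUVs, 0.0346 against 0.0662 to 0.0751. The mitochondrial share of counts was 3.07% in FC3 and 4.29% to 4.55% in the other FC libraries. FC8 had the highest counted share of aligned reads in FC, 96.02% against 90.02% to 91.73%. FC3 had 14971 counts of Rbfox1 (21224 to 22434 in the others), 2633 of Sgk1 (3543 to 3903), 1426 of Nfkbia (935 to 1058) and 621 of Tiparp (1032 to 1138). It also had 22 counts of Gm13301 (118 to 144), 25 of A930033H14Rik (87 to 111) and 17 of Rxfp1 (128 to 164). FC5 had 1031 counts of Npas4 (797 to 845), CC8 171 of Vwc2l (536 to 618) and RT6 173 of 2900052L18Rik (216 to 226). Between FC and RT, whose difference was tested directly, 22 genes differed after RUVs.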

How the results depend on the processing

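Settings without the number 8 libraries and without FC5 and FC8 were chosen after the data were seen; the others were set in advance. Values are the number of genes past FDR 0.01 unless another measure is named, the main value comes first, and the cause was not tested except where fewer libraries or another threshold is the setting itself. FC vs CC after UQ (34) gave 11 with the quasi-likelihood test and 107 without FC3 and RT3. RT vs CC after UQ (19) gave 11, 67 without FC3 and RT3, and 43 with the 2 groups compared only. FC vs RT after UQ gave 1 with no filter beyond 1 count. Without FC3 and RT3 the RT positive controls found after UQ were 92.3% (61.5%). FC vs CC after RUVs (403) gave 98 with the quasi-likelihood test, 164 with DESeq2, 192 without FC5 and FC8, 122 with k = 1, 176 with k = 3, 206 and 123 with 5 and 1 svaseq variables, and 815 at FDR 0.05. RT vs CC after RUVs (182) gave 66, 85 with DESeq2, 276 without CC8, FC8 and RT8, 85 with k = 1, 92 with 1 svaseq variable and 311 at FDR 0.05. FC vs RT after RUVs (22) gave 0 with the quasi-likelihood test of edgeR (1811 genes with an unadjusted p under 0.05), 4 with DESeq2, 50 without FC3 and RT3, 82 with the replicate block, 69 without the number 8 libraries, 94 with the 2 groups only, 0 with k = 1, 1 with k = 3, 112 with k = 10, 39 with RUVall, 2 with RUVg, 0 with 1 svaseq variable and 98 at FDR 0.05. The block moved no other total by more than 1.5 times, but the genes lower in RT vs CC after RUVs went from 26 to 41. With an estimated correlation 5 lists passed for FC vs CC (15) and 6 for RT vs CC (11), and 18 passed for RT vs CC without the number 8 libraries.

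The silhouette width after UQ (-0.177) was 0.062 without FC3 and RT3, a reversal. After RUVs (0.52) it was 0.234 on the first 5 components, 0.694 without FC3 and RT3, -0.045 with k = 1 and -0.137 with 1 svaseq variable (both reversed), 0.151 with k = 3, 0.885 with k = 10, 0.172 with RUVg and 0.24 with 5 svaseq variables. Leaving out 1 library gave ranges of 21 to 56 for FC vs CC after UQ (56 without FC3, 21 without FC5), 241 to 624 after RUVs (624 without CC8, 241 without FC5), 14 to 19 and 142 to 266 for RT vs CC, and 0 to 0 and 3 to 93 for FC vs RT. The last was 3 without FC5, 55 without FC6, 81 without FC7, 62 without RT5, 42 without RT6 and 93 without RT8. Positive controls found ranged from 52.9% to 82.4% and 94.1% to 100% in FC and from 61.5% to 69.2% and 84.6% to 92.3% in RT (UQ, then RUVs). Lists past the threshold ranged from 15 to 19 and from 9 to 16, and the width from -0.243 to -0.125 after UQ and from 0.302 (without RT3) to 0.663 (without FC7) after RUVs.

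The 107 results for named genes had 2960 values under alternatives: 2524 kept direction and side of the threshold, 429 lost the threshold, 4 gained it and 3 changed sign. Those 3 were Dlg2 in FC vs CC, 0.043 without FC3 and RT3, and Rbfox1 in RT vs CC, 0.004 without CC replicate 8 and 0.004 without RT replicate 6 (from -0.057 to 0.004 over the libraries left out). Depth limits what can be said of weakly expressed genes: 18008 of the 28657 genes with any count were tested.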

Differences from the paper's values

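No main value of the re-analysis differs from the paper's stated values by the criteria used: the counts of genes that differ between FC and CC after UQ and RUVs, their directions and the shares of positive controls found are the paper's.

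The paper calls results with 5 surrogate variables similar to those of RUV. The mean silhouette width of the groups was 0.24 for them and 0.52 for RUVs, and 206 genes differed between FC and CC against 403, while the highest interquartile range was 0.0774 against 0.0751. It also calls RUVg similar to RUVs: the widths were 0.172 and 0.52 and the counts 296 and 403, while RUVall gave 0.522 and 309. For RUVg it points to plots of relative log expression and of components, not to counts of genes. RUVs factors were fitted with the group labels, and other regroupings had a median width of 0.265, with 10 of 100 as large as 0.52. RUVg uses control genes without these labels. The widths therefore do not decide how similar the methods are to RUVs. For SVA with 1 variable the paper's legend gives 19.7% and 13.1% of the variance on the first 2 components, where svaseq gave 17.8% and 11.5% here, which is within the criteria used; 5 svaseq variables gave 19.3% and 13.0%, nearer to the legend's values, and the legend's values for PEER with 1 factor are near those of 1 svaseq variable here.

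The paper reports KEGG pathways of T-cell and Toll-like receptor, GnRH and insulin signalling as enriched among the genes higher in FC after RUVs, and in a supplementary figure GnRH, calcium, RIG-I receptor and melanogenesis pathways among the lower genes. With gene lists written by hand, which are not the KEGG lists, 2 of 31 T-cell receptor genes, 1 of 39 NF-kB and Toll-like receptor genes, 1 of 40 GnRH and Gq genes and 3 of 44 insulin and PI3K genes were higher in FC. The paper's criterion is an EASE score (Fisher's exact test with 1 gene fewer in the overlap) under 0.1, unadjusted, with at least 3 genes. On the higher genes that score, computed after the other results were seen, was 0.337, 1, 1 and 0.114 for them and 0.028 for the MAPK cascades (4 of 50 higher). Fisher's exact test itself gave unadjusted p 0.0625, 0.404, 0.412 and 0.0201 and 0.00419 for the cascades, and adjusted p 0.193, 0.846, 0.846, 0.0742 and 0.0172. The MAPK cascades thus pass the paper's criterion, the insulin list misses it narrowly, and lists that differ from KEGG's leave open how the other pathways compare. On the lower genes, GnRH and Gq passes it (3 of 40 lower, EASE score 0.0524; Fisher's exact test p 0.00592, adjusted 0.073) and calcium signalling does not (1 of 52 lower, EASE score 1); no list was written for the RIG-I receptor or melanogenesis pathways. By camera the cascades did not pass (adjusted p 0.593, median log2 fold change -0.02), and the quasi-likelihood test called 1 of the 50 higher.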

Other observations

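The comparisons of FC with RT, the overlap with the paper's OLM genes, the shared controls and the named genes outside the passages are reported as values; the splits of the libraries were set in advance, several lists were written with FC vs CC values of these libraries seen (see the processing summary), and the overlap with the OLM genes, the comparison of shared controls and the regroupings that part like-numbered libraries were chosen after the results were seen.

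Between FC and RT, 22 genes differed after RUVs (14 higher and 8 lower in FC; 82 with the replicate number as a block), and the balance of directions was not stable: 31 were higher and 38 lower without the number 8 libraries, 12 and 18 without FC5 and FC8, 13 and 15 without FC8, 17 and 25 without RT6, and 48 and 64 with k = 10. DESeq2 called 4 and the quasi-likelihood test of edgeR 0, with 1811 genes at an unadjusted p under 0.05. After UQ edgeR called 0 (122 at an unadjusted p under 0.05), as did the quasi-likelihood test (164) and DESeq2 (177). Choroid plexus genes were 10 of the 14 higher in FC (23 of 32 higher adjusted over the list alone), among them Ttr (log2 fold change 1.67, SE 0.34, edgeR FDR 0.00204) and Folr1 (1.21, edgeR FDR 6.49e-04); camera put the list up with a preset correlation (adjusted p 1.73e-43) and not with an estimated one (adjusted p 0.259), and without FC5 the median log2 fold change fell to 0.31 from 0.78. Abca4 was higher in FC (0.82, SE 0.15, edgeR FDR 2.03e-04). Lower in FC were Vwc2l (-0.47, SE 0.09, edgeR FDR 5.21e-04), Dsc3 (-0.52, SE 0.12, edgeR FDR 0.00754) and Gbp3 (-0.40, SE 0.09, edgeR FDR 0.00364). No list passed with an estimated correlation.

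Genes of the paper's OLM list were shared beyond chance. Of its 72 higher genes 43 were higher in FC (0.95 expected by chance, hypergeometric p 2.06e-63) and 40 in RT (0.62 expected, 3.24e-65). Of its 11 lower genes that were tested 3 were lower in FC (Gm15777, Gm3764 and Sox18; 0.1 expected, 1.20e-04) and 2 in RT (Sox17 and Sox18; 0.02 expected, 1.09e-04). Between FC and RT, 111 genes were higher and 12 lower in both comparisons with CC (2.05 and 0.24 expected), with a correlation of 0.635 across genes, which are not independent replicates. The CC libraries are shared: simulated data without any change gave a median correlation of 0.501, and with the CC libraries split into 2 and 3 the medians over 20 splits were 37.5 genes higher in both (0.51 expected), 3 lower (0.06) and a correlation of 0.12. FC and RT libraries of the same number were also alike (correlations of 0.352 to 0.91 across genes), which can raise the agreement as well. The expected numbers and the CC splits make no allowance for this. They do not settle how much of the agreement comes from the treatments.

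Among the other lists, 7 of 28 glucocorticoid response genes were higher in FC and none was lower (camera adjusted p 5.52e-13, 0.051 with an estimated correlation), including Ddit4 (0.42, edgeR FDR 1.04e-13) and Tob2 (0.49, edgeR FDR 6.84e-15). Of 34 interferon response genes 1 was higher, Irf9 (0.27, edgeR FDR 3.15e-04), and 6 were lower, among them Rsad2 (-0.64, edgeR FDR 4.72e-05) and Cxcl10 (-1.37, edgeR FDR 6.42e-05); camera put the list down with a preset correlation only (adjusted p 6.19e-06 and 0.414), and the quasi-likelihood test of edgeR called neither Rsad2 (FDR 0.0166) nor Cxcl10 (FDR 0.0669). The list's score was 0.425 in CC5 against -0.123 to 0.092 in the other CC libraries and -0.263 to 0.158 in FC (exact permutation p 0.159), and 3 genes were lower without CC5 and 1 without FC5, so the number of lower genes depends on single libraries. Of 24 ependymal genes 1 was higher, and camera put the list up with the preset correlation only (adjusted p 4.37e-07 and 0.297). Down by the preset correlation only were the meninges (adjusted p 0.00152 and 0.419), microglia (0.00637 and 0.419), neocortex (0.00616 and 0.297) and mitochondrially encoded lists (0.00193 and 0.419, with mt-Nd2 at a log2 fold change of -0.16, edgeR FDR 5.26e-04). The rest did not pass in FC vs CC by camera with the preset correlation: calcium signalling (adjusted p 0.0729), circadian clock (0.346), heat shock (0.651), splicing kinases (0.123), astrocytes (0.249), oligodendrocytes (0.57), blood (0.238), CA1 (0.247), CA3 and CA2 (0.0816), dentate gyrus (0.123), interneurons (0.0667), thalamus (0.428), striatum (0.112), RNAs without a polyA tail (0.651; median log2 fold change 0.01, mean -0.20) and glutamate synapses (0.0528). In the same comparison the study's positive controls for FC passed with both correlations (adjusted p 2.30e-123 and 9.58e-04), as did those for RT (3.96e-89 and 9.58e-04). The activity-induced effectors passed with both in FC vs CC (adjusted p 1.83e-26 and 0.00199). In RT vs CC the MAP kinase feedback genes passed with both (adjusted p 7.61e-08 and 0.0192) and 5 of 17 were higher. The feedback list was written with FC vs CC values seen, and RT is compared with the same CC libraries, so this is no independent test.

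Further named genes in FC vs CC after RUVs were Folr1 (1.67, edgeR FDR 2.50e-09) and 1500015O10Rik (1.30, edgeR FDR 7.04e-14) among the rises, and Gm13301 (-0.96, edgeR FDR 1.65e-04, 87.2% of its 50-base words shared with other loci, so that its value is uncertain), Rxfp1 (-0.49, edgeR FDR 4.11e-04) and Tbx3 (-0.43, edgeR FDR 0.00118) among the falls. In RT vs CC they were 1700016P03Rik (1.06), Apold1 (1.05, edgeR FDR 1.12e-22) and Tm6sf2 (0.97, edgeR FDR 1.22e-36), with falls of Lcmt2 (-0.35, edgeR FDR 7.03e-06) and Sox17 (-0.28, edgeR FDR 0.00943). Of the genes called, 88 of 403 in FC vs CC had all 5 FC libraries on one side of all 5 CC libraries; over all genes tested it was 0.86% against 0.79% by chance. In RT vs CC it was 1.29%, and in FC vs RT 0.21%. These separations were taken on counts after UQ, which are not adjusted for the RUVs factors. On that scale FC3 and RT3 had the widest relative log expression (interquartile ranges 0.828 and 0.436). The shares therefore do not test the calls after RUVs.

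Other splits of the same libraries into 5 and 5, 100 for each comparison, test whether chance can be excluded. It can for the genes of FC vs CC after UQ (34; highest other 11; 1 split as large, the real one) and after RUVs (403; highest other 539; 2 splits as large), for the FC positive controls after UQ (58.8%; highest other 0%; 1) and RUVs (94.1%; highest other 94.1%; 2), for RT vs CC after UQ (19; highest other 2; 1) and RUVs (182; highest other 163; 1), and for the RT positive controls after UQ (61.5%; highest other 0%; 1) and RUVs (92.3%; highest other 84.6%; 1). The split with 539 genes, which also finds 94.1% of the FC positive controls, holds all CC libraries but CC8, with FC3. The factors are estimated with the labels of each split, so the count of genes and the share of controls after RUVs do not on their own tell the real grouping from that one. Chance cannot be excluded for the lists in FC vs CC (15; highest other 23; 41 splits as large) and in RT vs CC (11; highest other 21; 77), for FC vs RT after RUVs (22; highest other 659; 41), or for the separation of the groups after RUVs (0.52; highest other 0.708; 10 of 100 regroupings). For FC vs RT after UQ the splits test nothing, since the real grouping calls 0 genes and all 100 splits call at least as many (highest other 33). For FC vs RT after RUVs a split with 659 genes points to a structure of the samples; among the 10 splits that part every pair of like-numbered FC and RT libraries the real 22 was the highest, the next being 11. Likewise, among the 16 regroupings of all libraries that part every such pair, the real width of 0.52 was the highest and the next was 0.36, which are too few for a share under 0.05.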
